# IMPDH inhibition activates TLR‐VCAM1 pathway and suppresses the development of MLL‐fusion leukemia

**DOI:** 10.15252/emmm.202115631

**Published:** 2022-12-01

**Authors:** Xiaoxiao Liu, Naru Sato, Tomohiro Yabushita, Jingmei Li, Yuhan Jia, Moe Tamura, Shuhei Asada, Takeshi Fujino, Tsuyoshi Fukushima, Taishi Yonezawa, Yosuke Tanaka, Tomofusa Fukuyama, Akiho Tsuchiya, Shiori Shikata, Hiroyuki Iwamura, Chieko Kinouchi, Kensuke Komatsu, Satoshi Yamasaki, Tatsuhiro Shibata, Atsuo T Sasaki, Janet Schibler, Mark Wunderlich, Eric O'Brien, Benjamin Mizukawa, James C Mulloy, Yuki Sugiura, Hitoshi Takizawa, Takuma Shibata, Kensuke Miyake, Toshio Kitamura, Susumu Goyama

**Keywords:** IMPDH inhibitor, MLL‐fusion leukemia, TLR signaling, Vcam1, Cancer, Haematology

## Abstract

Inosine monophosphate dehydrogenase (IMPDH) is a rate‐limiting enzyme in *de novo* guanine nucleotide synthesis pathway. Although IMPDH inhibitors are widely used as effective immunosuppressants, their antitumor effects have not been proven in the clinical setting. Here, we found that acute myeloid leukemias (AMLs) with MLL‐fusions are susceptible to IMPDH inhibitors *in vitro*. We also showed that alternate‐day administration of IMPDH inhibitors suppressed the development of MLL‐AF9‐driven AML *in vivo* without having a devastating effect on immune function. Mechanistically, IMPDH inhibition induced overactivation of Toll‐like receptor (TLR)‐TRAF6‐NF‐κB signaling and upregulation of an adhesion molecule VCAM1, which contribute to the antileukemia effect of IMPDH inhibitors. Consequently, combined treatment with IMPDH inhibitors and the TLR1/2 agonist effectively inhibited the development of MLL‐fusion AML. These findings provide a rational basis for clinical testing of IMPDH inhibitors against MLL‐fusion AMLs and potentially other aggressive tumors with active TLR signaling.

## Introduction

MLL‐fusion leukemias are aggressive forms of acute leukemias carrying chimeric fusion of the *MLL* (also called *KMT2A*) gene. The *MLL* gene encodes a histone H3 lysine 4 (H3K4) methyltransferase and is the frequent target of chromosomal translocations, resulting in the fusion of the 5′ portion of *MLL* to a number of different partner genes (Yokoyama, 2015; Slany, 2016). MLL‐fusions, such as MLL‐AF9, MLL‐AF4, and MLL‐ENL, are recurrently found in a subset of acute myeloid leukemia (AML) and B‐cell precursor acute lymphoblastic leukemia (B‐ALL). The MLL‐fusion proteins lose the H3K4 methyltransferase activity but instead acquire aberrant functions for epigenetic regulation. Despite recent advances in understanding molecular pathogenesis and therapeutic approaches, many patients with MLL‐fusion leukemia still have poor outcomes.

Studies have identified crucial factors that are involved in MLL‐fusion driven leukemogenesis, including interacting proteins (Yokoyama *et al*, 2005; Yokoyama & Cleary, 2008), epigenetic regulators (Okada *et al*, 2005; Zuber *et al*, 2011b; Harris *et al*, 2012; Neff *et al*, 2012; Asada *et al*, 2018), transcription factors (Zuber *et al*, 2011a; Goyama *et al*, 2013; Ye *et al*, 2015), and signaling molecules (Wang *et al*, 2008, 2010; Kuo *et al*, 2013). In AML, *MLL* rearrangements are most strongly associated with French‐American‐British subtypes M4/M5 that have monocytic/macrophage‐like characteristics (Tien *et al*, 2000). Because Toll‐like receptors (TLRs) constitute a key signaling system in these innate immune cells (Takeda & Akira, 2005), the TLR pathways could also be therapeutic targets in MLL‐fusion AMLs. Toll‐like receptors mainly transduce signals through an adaptor protein MyD88. MyD88 forms the Myddosome with IRAK kinases, which induces association and activation of the E3 ubiquitin ligase TRAF6. TRAF6 promotes K63‐linked polyubiquitination of the protein kinase TAK1, and TAK1 then activates NF‐κB and MAPK pathways. The activated NF‐κB induces expression of pro‐inflammatory cytokines and adhesion molecules, such as TNF‐α, IL‐6, and Vcam1. The active IRAK‐NF‐κB pathway has been shown to be necessary to maintain aberrant epigenetic programs induced by MLL‐fusion proteins (Goyama & Mulloy, 2013; Kuo *et al*, 2013; Liang *et al*, 2017). Importantly, excessive activation of the TLR‐NF‐κB pathway could also prevent tumor development. Indeed, studies have shown that agonistic targeting TLR1/2 or TLR8 induced apoptosis and differentiation of MLL‐fusion AMLs (Ignatz‐Hoover *et al*, 2015; Eriksson *et al*, 2017).

Uncontrolled cell proliferation is a hallmark of tumors, including MLL‐fusion leukemia, which requires adequate nucleotide biosynthesis. Guanine nucleotides play essential roles in diverse biological processes and are synthesized *de novo* or recycled via salvage pathways. Inosine monophosphate dehydrogenase (IMPDH) is a rate‐limiting enzyme in *de novo* guanine nucleotide synthesis pathway, which is responsible for the conversion of IMP to XMP (Hedstrom, 2009; Naffouje *et al*, 2019; Fig 1A). In mammals, there are two IMPDH isotypes: IMPDH1 and IMPDH2. IMPDH2 is a predominant isotype in most tissues, especially in tumors and highly replicative cells (Collart *et al*, 1992). Several IMPDH inhibitors, such as Mycophenolic acid (MPA) and mizoribine, are widely used as immunosuppressants for the prevention of organ transplant rejection (Naffouje *et al*, 2019). In addition, recent studies have shown the antitumor activity of IMPDH inhibition against a variety of tumors, such as glioblastoma (Kofuji *et al*, 2019), ASCL1‐low‐small‐cell lung cancer (Huang *et al*, 2018), relapsed ALL with NT5C2 mutations (Tzoneva *et al*, 2018) and AML cell lines (Murase *et al*, 2016; Yang *et al*, 2017). In clinical trials, tiazofurin and FF‐10501‐01 (a prodrug of mizoribine) showed clinical activity in patients with myeloid neoplasms (Tricot *et al*, 1989; Garcia‐Manero *et al*, 2020). However, the clinical trial using FF‐10501‐01 was discontinued due to increased mucositis events (Garcia‐Manero *et al*, 2020), indicating that further optimization of dose schedule is required to minimize side effects of IMPDH inhibitors. Another concern for the use of IMPDH inhibitors as anticancer drugs is their immunosuppressive activity. Given the importance of tumor immunosurveillance, the therapeutic effects of IMPDH inhibitors could be attenuated *in vivo*.

In this study, we showed the potent antileukemia effect of two IMPDH inhibitors, MPA and FF‐10501‐01, on MLL‐fusion AMLs. Importantly, we found that alternate‐day administration of IMPDH inhibitors to mice suppressed the development of MLL‐AF9‐driven AML *in vivo* without substantially reducing the number of immune cells. Our study also revealed the unexpected effect of IMPDH inhibitors to induce overactivation of the TLR signaling and upregulation of VCAM1 in AML cells, which is likely to contribute to their antileukemia effects.

## Results

### Inhibition of IMPDH suppresses the growth of MLL‐fusion leukemia cells *in vitro*

We first assessed the effect of MPA on several human AML cell lines (with MLL‐fusions: MV4;11, MOLM13, NOMO1 and THP1, without MLL‐fusions: HL60, Kasumi‐1, OCI‐AML3 and U937), human cord blood (CB) CD34^+^ cells, and those expressing MLL‐AF9 (CB‐MA9#1, 2, 3) or MLL‐ENL (CB‐MLL‐ENL#1, 2), and patient‐derived xenograft (PDX) cell lines derived from AML patients with or without MLL‐fusions (AML#1, 2, 3 or AML#4, 5, 6, Appendix Table S1). Most of the AML cells with MLL‐fusions are more sensitive to MPA than normal CB cells and non‐MLL‐fusion AMLs (Figs 1B and C, and EV1; Appendix Fig S1), indicating a high dependency of MLL‐fusion AMLs on the guanine nucleotide synthesis pathway. RNA levels of IMPDH1 and IMPDH2 differed substantially between individuals and were not correlated with the MLL‐fusions (Fig EV2A and B), indicating that expression of IMPDH1/2 did not predict sensitivity of each PDX‐AML to MPA. Another IMPDH inhibitor FF‐10501‐01 also showed the growth‐inhibitory effect on MLL‐AF9‐expressing CB cells, while it showed only modest effect on normal CB cells (Fig 1D). Mechanistically, MPA treatment caused a cell cycle arrest at G0/G1‐phase and triggered apoptosis in MLL‐AF9‐expressing CB cells, MV4;11 cells and MOLM13 cells (Fig 1E; Appendix Fig S2A and B). Furthermore, MPA‐induced differentiation of MLL‐AF9‐expressing CB cells, as evidenced by the changes in surface marker expression or morphological changes (Fig 1F and G). These MPA‐induced changes in MLL‐fusion leukemia cells were reversed by the supplementation of guanosine (Fig 1E–G; Appendix Fig S1), confirming that guanine nucleotide depletion underlies the effects of MPA. We also found that MPA synergized with a BCL2 inhibitor venetoclax, but not with a hypomethylating agent decitabine, to inhibit the growth of MLL‐AF9‐expressing CB cells (Appendix Fig S3A and B). We then assessed the role of IMPDH1 and IMPDH2 in MLL‐fusion leukemias using the CRISPR/Cas9 system. Genetic depletion of IMPDH2 inhibited the growth of MOLM13 cells and MLL‐ENL‐expressing CB cells, while IMPDH1 depletion showed little effects on their growth. (Figs 1H and I, and EV2C and D). These data indicate that IMPDH2 is a key molecule in MLL‐fusion leukemia. Thus, IMPDH inhibition suppresses cell cycle progression, induces apoptosis, and enhances differentiation in MLL‐fusion AMLs, thereby inhibits their growth.

**Figure 1:**
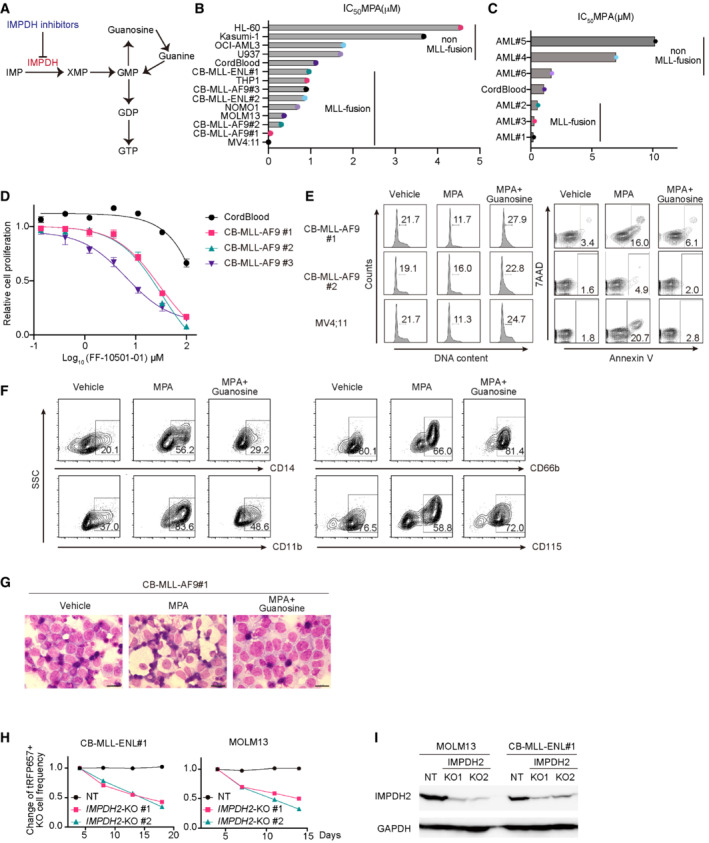
IMPDH inhibitors suppress the growth of MLL‐fusion leukemia *in vitro* ASchematic of *de novo* purine nucleotide synthesis.B, CIC_50_ values for MPA‐response curves using cell viability assay were shown. Human AML cell lines (with MLL‐fusions: MV4;11, MOLM13, NOMO1 and THP1, without MLL‐fusions: HL60, Kasumi‐1, OCI‐AML3 and U937), human cord blood (CB) CD34^+^ cells, and those expressing MLL‐AF9 (CB‐MLL‐AF9#1, 2, 3) or MLL‐ENL (CB#MLL‐ENL‐1, 2), and patient cells with or without MLL‐fusions (AML#1, 2, 3 or AML#4, 5, 6) were treated with titrating doses of MPA (1–100 μM) for 72 h in three technical replicates.DResponse curves of FF‐10501‐01 (1–100 μM) for 72 h in three technical replicates.EFCM plots of the cell cycle and apoptosis analyses in MLL‐AF9 expressing CB cells and MV4;11 cells. Cells were incubated with/without 1 μM MPA and 100 mM Guanosine for 36 h. Numbers indicate the frequency of S/G2/M‐phase cells (left) and Annexin V^+^ cells (right).F, GImmunophenotypes and Wright‐Giemsa staining of MLL‐AF9 expressing CB cells after 4 days of culture with/without 3.3 μM MPA and 100 μM Guanosine (Scale bar: 20 mm).HMLL‐ENL‐expressing CB cells and MOLM13 cells were transduced with Cas9 together with non‐targeting (NT) sgRNA or IMPDH2‐targeting sgRNAs (IMPDH2‐KO1 and KO2) co‐expressing tRFP657. Changes in the frequency of tRFP657^+^ cells (sgRNA‐transduced cells) in cell cultures are shown. Results are normalized to the frequency of tRFP657^+^ cells at day 4, set to 1.IThe tRFP657^+^ cells in (H) were sorted and subjected to western blotting. The depletion of IMPDH2 protein in MLL‐ENL cells and MOLM13 cells was confirmed by western blotting. Data information: All data are shown as mean ± SEM. Source data are available online for this figure.

**Figure EV1:**
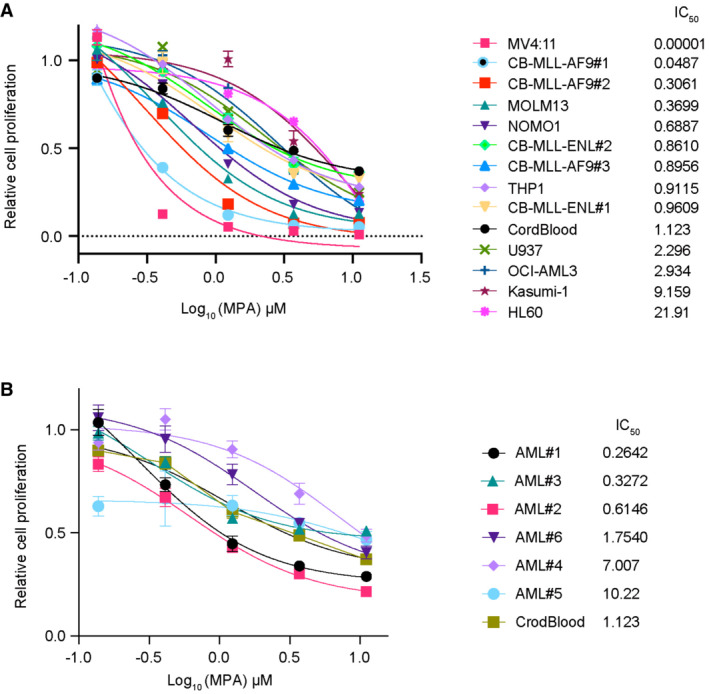
The effect of IMPDH inhibitors on human myeloid leukemia cells *in vitro* A, BCell viability assays were performed using WST‐1. Human CB CD34^+^ cells and human AML cell lines (with MLL‐fusions: MV4;11, MOLM13, NOMO1 and THP1, without MLL‐fusions: HL60, Kasumi‐1, OCI‐AML3 and U937), CB cells expressing MLL‐AF9 (CB‐MA9#1, 2, 3) or MLL‐ENL (CB‐MLL‐ENL#1, 2) (A) and PDX cell lines with or without MLL‐fusions (AML#1, 2, 3 or AML#4, 5, 6) (B) were treated with titrating doses of MPA (1–100 μM) for 72 h in three technical replicates. IC50 values for each experiment are summarized in Fig 1B and C. Data are shown as mean ± SEM. Source data are available online for this figure.

**Figure EV2:**
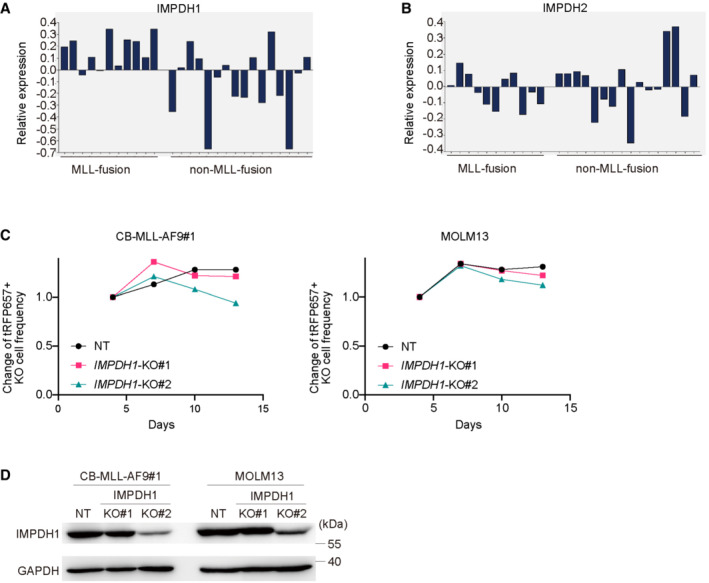
Dependency of IMPDH1 and IMPDH2 in human AML cells A, B Relative mRNA expression of IMPDH1 (A) and IMPDH2 (B) in PDX cells derived from patients with MLL‐fusion or non‐MLL‐fusion AMLs.CMLL‐AF9‐expressing CB cells and MOLM13 cells were transduced with Cas9 together with non‐targeting (NT) sgRNA or IMPDH1‐targeting sgRNAs (IMPDH1‐KO1 and KO2) co‐expressing tRFP657. Changes in the frequency of tRFP657^+^ cells (sgRNA‐transduced cells) in cell cultures are shown. Results are normalized to the frequency of tRFP657^+^ cells at day 4, set to 1.DThe tRFP657^+^ cells were sorted and subjected to western blotting. Source data are available online for this figure.

Because MLL‐fusions are also known to drive the development of B‐ALL, we then assessed the effect of MPA on CB cells expressing MLL‐Af4 that recapitulate t (4;11) pro‐B ALL (Lin *et al*, 2016) using a coculture assay with murine stromal cell line MS‐5 (Appendix Fig S4A). Addition of MPA induced a dramatic decrease in the formation of leukemic cobblestone‐forming cells with a concomitant increase of CD10^+^ expression in MLL‐Af4 cells in a concentration‐dependent manner (Appendix Fig S4B and C). Furthermore, MPA inhibited the cobblestone formation of PDX cells derived from two B‐ALL patients (ALL#1 and ALL#2) at relatively low concentration (1 μM). The MPA‐induced inhibition of cobblestones formation of ALL#1 cells was partially reversed by guanosine supplementation (Appendix Table S1 and Appendix Fig S4D and E). Thus, IMPDH inhibitors show robust growth‐inhibitory effects on leukemias with MLL‐fusions *in vitro*.

### IMPDH inhibitors suppress the development of MLL‐AF9‐driven AML without eradicating immune cells in mice

We next assessed the *in vivo* effect of IMPDH inhibitors using a mouse AML model driven by MLL‐AF9. Mouse bone marrow (BM) progenitors were transduced with MLL‐AF9 (co‐expressing GFP) and were transplanted into C57BL/6J recipient mice. MLL‐AF9‐expressing AML cells were collected from moribund mice and used for serial transplantation. The mice that received MLL‐AF9 cells were then treated with vehicle or IMPDH inhibitors every other day from Day 1 (Fig 2A). Treatment with both mycophenolate mofetil (MMF; a prodrug of MPA, 120 mg/kg) and FF‐10501‐01 (160 mg/kg) inhibited the engraftment of MLL‐AF9 cells and significantly prolonged survival of these mice (Fig 2B and C). Delayed initiation of FF‐10501‐01 (from Day 12 to Day 23) still prolonged the survival of MLL‐AF9 leukemia mice, with reduction of GFP^+^ leukemia cells in peripheral blood (Fig EV3A and B). To assess the mechanisms of drug action *in vivo*, we then treated the mice with IMPDH inhibitors for two consecutive days and analyzed the bone marrow cells on the next day (Fig 2D). We found that FF‐10501‐01 induced myeloid differentiation of MLL‐AF9 cells *in vivo*, as evidenced by the characteristic morphological changes (Fig 2E), the increase in Mac‐1^+^Gr‐1^+^ cells, and the decrease in c‐Kit^+^Gr‐1^−^ cells (Fig 2F). By contrast, FF‐10501‐01 did not induce cell cycle arrest and apoptosis in MLL‐AF9 cells in this experimental condition (Fig 2G).

**Figure 2:**
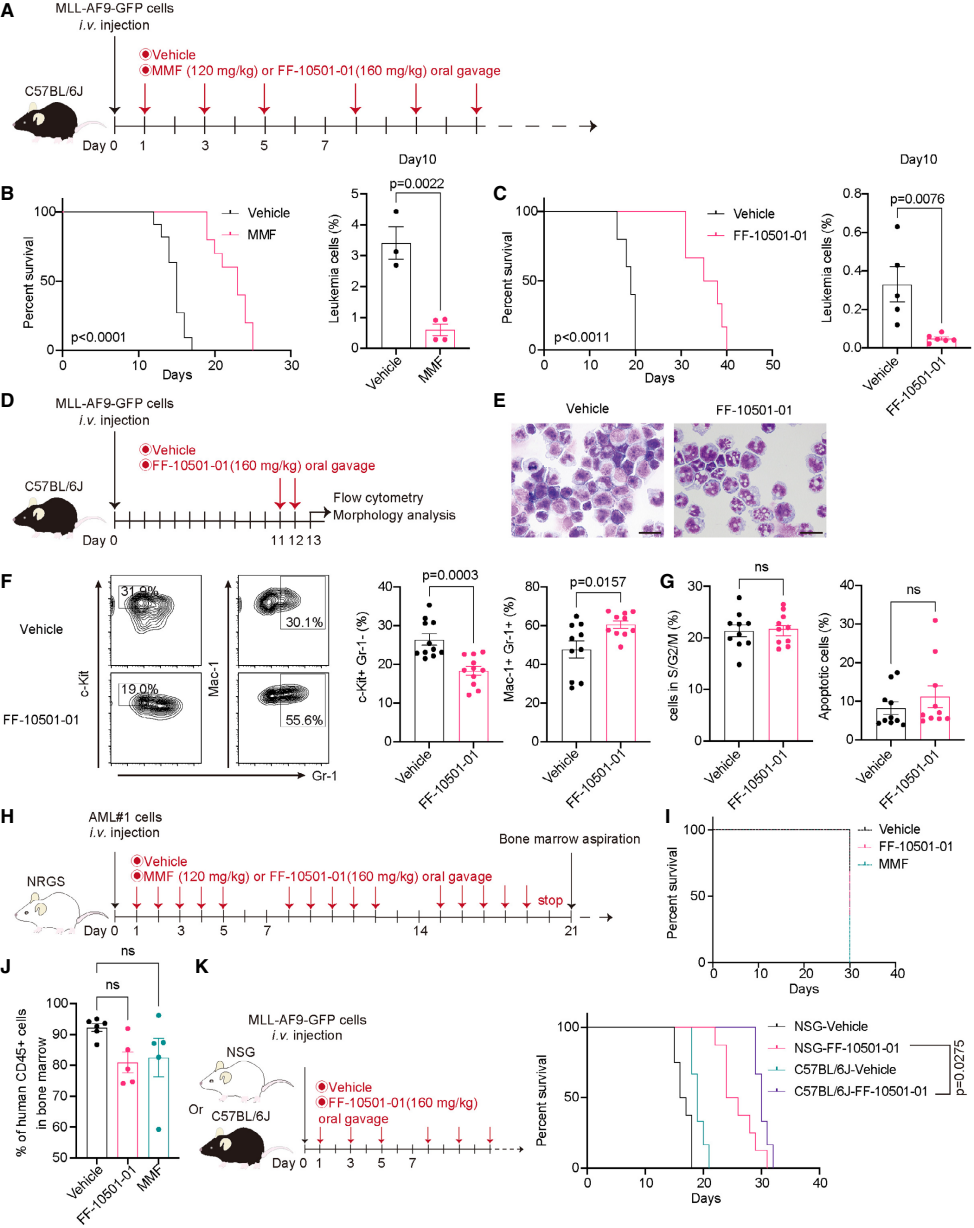
IMPDH inhibitors suppress the growth of MLL‐fusion leukemia *in vivo* Experimental scheme used in (B and C). C57BL/6J mice were transplanted with MLL‐AF9‐GFP cells and were treated with vehicle or MMF or FF‐10501‐01.Kaplan–Meier survival curves of MLL‐AF9 leukemia mice treated with vehicle or MMF (*n* = 12 per group). Frequencies of GFP^+^ leukemic cells in peripheral blood at day10 are also shown (mean ± SEM) on the right side (vehicle: *n* = 3, MMF: *n* = 4). Unpaired Student's *t*‐test (two‐tailed) were used for pairwise comparisons of significance.Kaplan–Meier survival curves with vehicle (*n* = 5), FF‐10501‐01 (*n* = 10). Frequencies of GFP^+^ leukemic cells in peripheral blood at day10 are also shown (mean ± SEM) on the right side (vehicle: *n* = 5, FF‐10501‐01: *n* = 5). Unpaired Student's *t*‐test (two‐tailed) were used for pairwise comparisons of significance.Experimental scheme used in (E‐G). C57BL/6J mice were transplanted with MLL‐AF9‐GFP cells and were treated with vehicle or FF‐10501‐01 on day 11 and 12. GFP^+^ MLL‐AF9 leukemia cells collected from mice were analyzed on day 13.Wright‐Giemsa staining of MLL‐AF9 cells (Scale bar: 20 μm).Representative FCM plots of frequencies of c‐Kit^+^ Gr‐1^−^ and Mac‐1^+^ Gr‐1^+^ in leukemic cells and their quantification of independent mice (*n* = 10 per group). Unpaired Student's *t*‐test (two‐tailed) were used for pairwise comparisons of significance.Cell‐cycle status (left) and apoptosis (right) were assessed. Frequencies of S/G2/M phase cells and Annexin V^+^ cells in GFP^+^ MLL‐AF9 leukemia cells (*n* = 10 per group). Two‐tailed unpaired *t*‐tests were used for the comparison.Experimental scheme used in (I and J). MPA‐sensitive patient AML#1 (MLL‐AF10) cells were transplanted to NRGS mice and treated with vehicle, MMF or FF‐10501‐01 5 days per week for 3 weeks.Kaplan–Meier survival curves of PDX‐transplanted leukemia mice treated with vehicle (*n* = 6), MMF (*n* = 5), or FF‐10501‐01 (*n* = 5).Frequency of human CD45+ cells in bone marrow at day 22 in mice described in (I). Ordinary one‐way ANOVA was used for the comparison.Experimental scheme (left). MLL‐AF9‐GFP cells were transplanted into immunocompetent C57BL/6J mice and immunodeficient NSG mice. Dose schedule with vehicle or FF‐10501‐01 are the same as described in (A). Kaplan–Meier survival curves were also shown on the right (NSG‐vehicle: *n* = 8, NSG‐FF‐10501‐01: *n* = 8, C57BL/6J‐vehicle: *n* = 6, C57BL/6J‐FF‐10501‐01: *n* = 6). Data information: All data are shown as mean ± SEM. Log‐rank test was used to compare the survival curves.

**Figure EV3:**
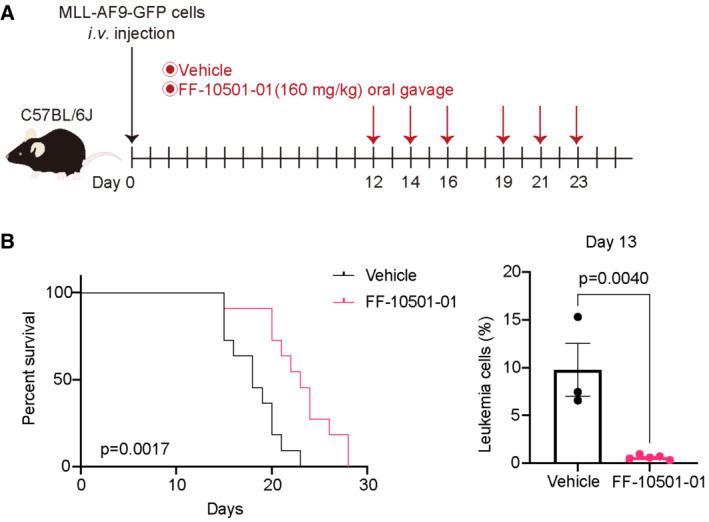
Therapeutic effect of IMPDH inhibitor is significant on overt leukemia in mice Experimental scheme used in (B). C57BL/6J mice were transplanted with mouse MLL‐AF9‐GFP cells and were treated with vehicle or FF‐10501‐01 from day 12 to 23, as indicated. GFP^+^ MLL‐AF9 leukemia cells collected from vehicle‐ or FF‐10501‐01‐treated mice were analyzed on day 13.(left) Kaplan–Meier survival curves of MLL‐AF9 leukemia mice treated with vehicle or MMF (*n* = 11 per group). Statistical significance was evaluated by the log‐rank test. (right) Frequencies of GFP^+^ leukemic cells in peripheral blood at day 13 are also shown (vehicle: *n* = 3, FF‐10501‐01: *n* = 5). A two‐tailed unpaired *t*‐test was used for the comparison. Data are shown as mean ± SEM. Source data are available online for this figure.

To assess the effect of IMPDH inhibition on human AML cells *in vivo*, we transplanted the MPA‐sensitive PDX cells with MLL‐fusions (Appendix Table S1) to the immunodeficient NOD/RAG1/2^−/‐^IL2Rγ^−/−^ (NRGS) mice expressing human SCF, IL‐3, and GM‐CSF (Barve *et al*, 2018), and treated them with IMPDH inhibitors (MMF or FF‐10501‐01) for 3 weeks (Fig 2H). Although both inhibitors showed a weak tendency to reduce the engraftment of human AML cells in bone marrow, neither of them improved the survival of these mice (Fig 2I and J; Appendix Fig S5A and B). These data suggest that the lack of an intact immune system in NRGS mice may limit the therapeutic effect of IMPDH inhibitors in this PDX model. Indeed, we found that FF‐10501‐01 treatment provided more survival benefits in immunocompetent C57BL/6J mice than immunodeficient NOD/SCID‐IL2Rγ^−/−^ (NSG) mice even in the mouse MLL‐AF9 model (Fig 2K), indicating that systemic immune responses contribute to the *in vivo* effect of IMPDH inhibition.

Because IMPDH inhibitors are known to act as immunosuppressants, we next assessed whether our dosing schedule for FF‐10501‐01 affects the numbers of immune cells in leukemic mice. We treated the MLL‐AF9‐bearing mice with FF‐10501‐01 every other day from Day 1 to Day 9 and then examined the numbers and frequency of immune cells in bone marrow and spleen at Day 10. In agreement with earlier results, treatment with FF‐10501‐01 substantially inhibited the growth of MLL‐AF9 cells. Although FF‐10501‐01 treatment modestly decreased the total numbers of normal hematopoietic cells (Appendix Fig S6A and B), it did not reduce the frequency of B and T lymphocytes, NK cells, macrophages, and neutrophils in the bone marrow and spleen (Appendix Fig S6C and D). Thus, our alternate‐day treatment with IMPDH inhibitors did not eradicate immune cells in mice, and the remaining immune cells are likely to enhance the antileukemia effect of IMPDH inhibitors *in vivo*.

Taken together, these results suggest that IMPDH inhibitors suppress the *in vivo* development of MLL‐AF9‐driven AML with the assistance of immune cells.

### p53‐p21 activation is dispensable for the antileukemia effect of IMPDH inhibitors

Several studies have proposed that activation of the p53‐p21 pathway contributes to the antitumor effect of IMPDH inhibitors (Messina *et al*, 2004; Sun *et al*, 2008). Indeed, we observed consistent upregulation of p53 in CB cells, RUNX1‐ETO‐expressing CB cells (preleukemic cells; Goyama *et al*, 2016), and two MLL‐AF9‐expressing CB cells treated with MPA. The expression of p21 was also upregulated in most of these cells, except for an MLL‐AF9 leukemia clone, CB‐MLL‐AF9#1 (Fig 3A). The p53‐p21 upregulation was reversed by simultaneous addition of guanosine, indicating that this was an on‐target effect of MPA. To examine the role of p21 in the regulation of MPA's efficacy, we depleted p21 in CB‐MLL‐AF9#2 using a p21‐targeting shRNA (10; Fig 3B). MPA inhibited the growth of p21‐depleted MLL‐AF9 cells as efficiently as control cells (Fig 3C). These data, together with the fact that CB‐MLL‐AF9#1 lacking p21 expression is sensitive to MPA, indicate that p21 is dispensable for the growth‐inhibitory effect of IMPDH inhibition.

**Figure 3:**
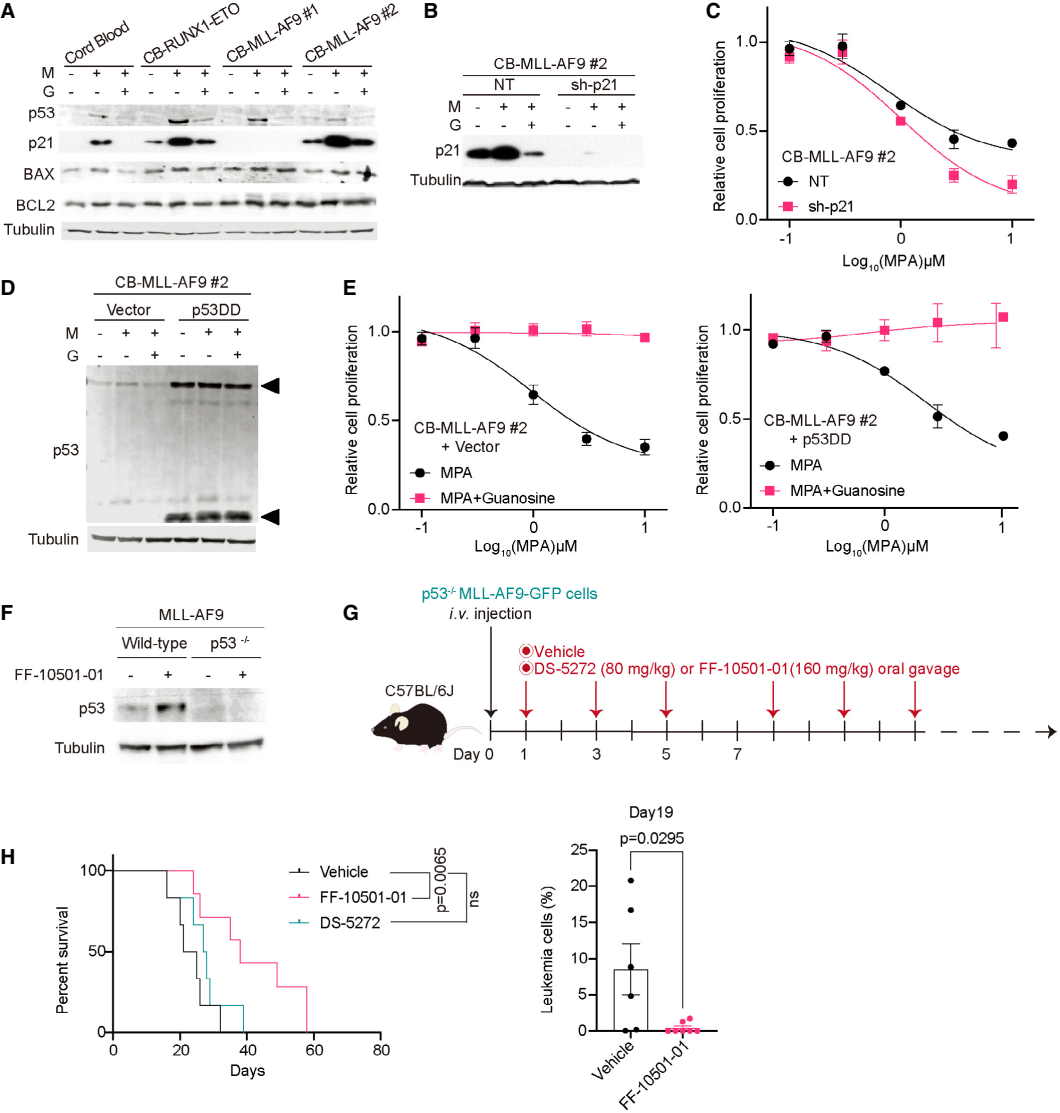
The therapeutic effect of IMPDH inhibition on AML is p53‐p21 independent Immunoblotting of the cord blood cells and those expressing RUNX1‐ETO or MLL‐AF9. The cells were incubated with/without 1 μM MPA (M) and 100 μM Guanosine (G) for 24 h.CB‐MLL‐AF9#2 cells were transduced with a Non‐targeting (NT) control and an shRNA targeting p21 (sh‐p21). Cells were incubated with/without 1 μM MPA (M) and 100 μM guanosine (G) for 24 h. Total cell lysates were analyzed by western blotting using the antibodies for p21 and Tubulin.CB‐MLL‐AF9#2 cells transduced with NT or sh‐p21 shRNAs were incubated with MPA at the indicated concentration for 72 h. Cell viability assays were performed using WST‐1 in three technical replicates.CB‐MLL‐AF9#2 cells were transduced by vector control or p53DD (dominant‐negative) and were incubated with/without 1 μM MPA (M) and 100 μM guanosine (G) for 24 h. Total cell lysates were analyzed by western blotting using the antibodies for p53 and Tubulin. Note the elevated levels of endogenous p53 protein (upper arrow) in p53DD (lower arrow)‐expressing cells.Cells were incubated with MPA at the indicated concentration with/without 100 μM guanosine for 72 h then measured with WST‐1 in three technical replicates.Mouse bone marrow c‐Kit^+^ cells derived from Trp53^−/−^ mice were transduced with MLL‐AF9‐GFP and were transplanted into mice to generate p53‐deficient (p53^−/−^) leukemia cells. GFP^+^ MLL‐AF9 leukemia cells were collected from bone marrows of vehicle‐ or FF‐10501‐01‐treated wild‐type and p53^−/−^ leukemic mice. Expression levels of p53 and Tubulin were assessed by western blotting 24 h after the treatment.Experimental scheme used in (H). The p53‐deficient MLL‐AF9‐bearing mice were treated with vehicle, FF‐10501‐01 or DS‐5272 every other day from day 1.Kaplan–Meier survival curves of p53^−/−^ MLL‐AF9 leukemia mice treated with vehicle or FF‐10501‐01 or DS‐5272 (*n* = 6 per group). Statistical significance was evaluated by the log‐rank test (left). Frequency of GFP^+^ leukemia cells in peripheral blood at day 19 (right, *n* = 6 per group). A two‐tailed unpaired *t*‐test was used for the comparison. Data information: All data are shown as mean ± SEM. Source data are available online for this figure.

We next examined whether p53 activation is necessary for the antileukemia effect of MPA. We transduced vector or a dominant‐negative p53 fragment (p53DD) into MLL‐AF9‐expressing CB cells (Fig 3D) and assessed the effect of MPA on these cells *in vitro*. MLL‐AF9 cells transduced with p53DD were equally sensitive to MPA relative to control cells (Fig 3E). Finally, we assessed the sensitivity of p53‐deficient mouse MLL‐AF9 leukemia cells to IMPDH inhibition *in vivo*. We generated p53‐deficient leukemia cells by expressing MLL‐AF9 into bone marrow progenitors derived from p53 knockout mice (Tamura *et al*, 2019). The p53‐deficient MLL‐AF9 cells were transplanted into recipient mice, and the mice were treated with vehicle or IMPDH inhibitors. The p53‐MDM2 interaction inhibitor DS‐5272 (Hayashi *et al*, 2019) was also used as a control (Fig 3G). Consistent with the *in vitro* data, treatment with FF‐10501‐01 induced p53 upregulation in MLL‐AF9 cells *in vivo*, which was not observed in p53‐deficient MLL‐AF9 cells (Fig 3F). Again, we found that p53‐deficient MLL‐AF9 cells were still sensitive to FF‐10501‐01 treatment *in vivo* while resistant to DS‐5272 (Fig 3H). Taken together, we concluded that activation of the p53‐p21 pathway is not essential for the antileukemia efficacy of IMPDH inhibitors.

### IMPDH inhibition induces inflammation and alters metabolic homeostasis *in vivo*

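MLL-AF9 cells are mouse bone marrow progenitors transformed by the MLL-AF9 fusion oncogene and marked by co-expressed GFP. FF-10501-01 inhibits IMPDH, the rate-limiting enzyme of guanine nucleotide synthesis. The cells grew in C57BL/6J mice, and the RNA is that of GFP+ cells sorted from their bone marrow. There were 3 libraries from vehicle-treated mice and 3 from mice given 2 doses of FF-10501-01 at 160 mg/kg. The scheme in Fig 4A gives the doses on days 11 and 12 and the harvest on day 13. The paper's mouse methods and the deposited labels give harvest 48 h after the first dose, while its RNA-Seq methods give treatment at day 10 and harvest 24 h later. The input was 500 ng of total RNA per library in the paper, and the labels also give 1000 ng.

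The authors trimmed the paired-end reads with cutadapt, aligned them to GRCm38 with TopHat2 and derived FPKM per gene with Cufflinks. The deposited table holds these FPKM for 26384 gene entries and the 6 samples, and no read counts, so that Cuffdiff, the authors' test, could not be repeated. In 394 entries several neighbouring genes share one value, and these entries are reported here as merged. The read total of each library is not given by the table. From genes at or below 0.3 FPKM, whose values stand in small whole ratios, the depth relative to vehicle replicate 1 came to 1.002 and 1.247 for the other vehicle libraries and to 1.011, 1.108 and 0.986 for the treated ones. FPKM summed to 531092 to 551958 per library, and 15159 to 15597 genes were above 0. The replicate numbers follow the order of the table's columns within each group and are not tied to a mouse. Values were taken as log2(FPKM + 1) for the 11004 gene entries with a mean FPKM of at least 1, and the groups were compared with limma, without pairing and on both sides, with Benjamini-Hochberg adjustment over all entries tested. Gene lists, written before the data were examined, were tested with camera. Several have themes that the paper reports from these same libraries.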

To assess the molecular changes induced by IMPDH inhibition in MLL‐AF9 cells, we first examined expression profiles of vehicle‐ or FF‐10501‐01‐treated MLL‐AF9 cells after two consecutive days of treatment *in vivo* (Fig 4A). 

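In the GFP+ cells sorted from FF-10501-01-treated mice, genes of neutrophil granules and genes induced by interferon stood among those that rose most, and Flt3, the receptor tyrosine kinase of hematopoietic progenitors, fell most. Camp, which encodes the antimicrobial peptide cathelicidin, rose from 23.2 ± 2.86 to 111 ± 67.3 FPKM (SD, n = 3 mice per group). This is a log2 fold change of 2.05 (standard error 0.35, adjusted p = 0.0144 from limma). S100a9 and S100a8, whose products form the alarmin calprotectin, rose from 67.5 ± 7.30 to 283 ± 131 FPKM (log2 fold change 1.96, adjusted p = 0.00914 from limma) and from 148 ± 16.5 to 476 ± 190 FPKM (log2 fold change 1.61, adjusted p = 0.0104 from limma). Ngp, which encodes a neutrophil granule protein, rose from 23.2 ± 0.998 to 91.1 ± 50.9 FPKM (log2 fold change 1.79, adjusted p = 0.0146 from limma). For Camp, S100a9, S100a8 and Ngp, leukemia cells and neutrophils that passed the GFP gate cannot be told apart as the source. Flt3 fell from 43.2 ± 13.9 to 9.32 ± 2.69 FPKM (log2 fold change -2.08, standard error 0.26, adjusted p = 0.00847 from limma).

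Interferon-inducible genes among the 10 largest rises were Gbp2, a guanylate-binding GTPase (log2 fold change 1.96, adjusted p = 0.0308 from limma), Cxcl9, a chemokine that attracts T cells (log2 fold change 1.79, adjusted p = 0.0251), and Ly6a, which encodes the surface antigen Sca-1 (log2 fold change 1.59, adjusted p = 0.00601). Gbp2 went from 16.5 ± 13.5 to 58.2 ± 22.2 FPKM and Cxcl9 from 2.40 ± 2.09 to 10.0 ± 3.77 FPKM. Vehicle replicate 2 held the highest vehicle values, 31.9 and 4.81 FPKM. The lowest treated values were 38.3 and 5.78 FPKM, in FF-10501-01 replicate 2. Il1f9, a cytokine of the IL-1 family, had a log2 fold change of 1.57 (adjusted p = 0.0135 from limma). Cd74, the invariant chain of MHC class II, shares its entry with Mir5107, and this merged entry had a log2 fold change of 1.54 (adjusted p = 0.0213 from limma). BC100530 lies among the stefin A genes of chromosome 16, which can share reads, and rose to 164 ± 78.5 FPKM (adjusted p = 0.0150 from limma). Among the 10 largest falls, F13a1, the A subunit of coagulation factor XIII made by monocytes, fell from 264 ± 56.6 to 101 ± 16.1 FPKM (log2 fold change -1.37, adjusted p = 0.00722 from limma). Phgdh, the first enzyme of serine synthesis, fell from 17.0 ± 1.06 to 8.18 ± 0.905 FPKM (log2 fold change -0.98, adjusted p = 0.00601 from limma). Cirbp, a cold-inducible RNA-binding protein, fell from 56.8 ± 8.31 to 28.4 ± 4.15 FPKM. The remaining falls were those of Fstl1 (log2 fold change -1.34), the metallothionein gene Mt2 (-1.19), the merged entry of Ctla2a and Ctla2b (-1.17), Vgll3 (-1.11), 1700023L04Rik (-1.07) and Gm19852 (-0.87), with adjusted p between 0.0115 and 0.0213 from limma. The calls of Camp, Ngp and BC100530 were lost without vehicle replicate 1 (adjusted p = 0.0544, 0.0510 and 0.0510 from limma), as were those of Cd74 (0.0684) and Fstl1 (0.0605). Without FF-10501-01 replicate 3 the calls of Gbp2 (0.115), Cxcl9 (0.0964), Mt2 (0.0790), Vgll3 (0.0762), Gm19852 (0.0640) and Il1f9 (0.0509) were lost, and 9 of these 20 genes kept theirs without any single library. Of the 6 settings that leave out 1 library, Gbp2, Cxcl9 and Mt2 passed in only 2, Cd74 and Vgll3 in 3 and Fstl1 in 4.

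Among all 11004 genes tested, 818 were higher and 821 were lower in FF-10501-01-treated cells at an adjusted p under 0.05 from limma, and 9365 did not pass. With FPKM rescaled to TPM, 1008 were higher and 667 lower. A log2 fold change of at least 0.5 in size was reached by 219 of the higher and 111 of the lower genes. The groups did not overlap for 38.8% of the genes tested, where the mean over the 10 divisions of 3 against 3 is 10% by construction. Genes vary together across libraries, so 1 division can lie far from that mean, and this share is not a test. Of markers of other cell types, those of erythroid cells summed to 5.71 FPKM in vehicle-treated and 1.45 FPKM in FF-10501-01-treated cells, and those of megakaryocytes and platelets to 10.5 and 19.9 FPKM. These sums rest on few genes, as 11 of 12 erythroid and 7 of 10 platelet markers were below 1 FPKM in all 6 libraries. In a principal component analysis of the 500 most variable genes, PC1 held 51.7% and PC2 17.5% of the variance. The PC1 score was -8.56 ± 6.29 in vehicle-treated and 8.56 ± 3.38 in FF-10501-01-treated cells (SD, n = 3 per group, exact two-sided permutation test, p = 0.10, the smallest p that 10 splits allow). Ward clustering of the same genes placed the 3 vehicle and the 3 treated libraries in separate clusters. The distance between libraries was 17.7 to 28.5 between the groups (median 21.8), 15.2 to 21.2 among vehicle-treated cells (median 17.5) and 15.0 to 17.3 among FF-10501-01-treated cells (median 15.1), so that the ranges overlap. Vehicle replicate 2 lay nearest to the treated libraries on PC1 (-2.20). Across genes its Pearson's r was 0.9918 with FF-10501-01 replicate 1, 0.9901 with vehicle replicate 1 and 0.9929 with vehicle replicate 3. The gene counts came to 239 higher and 118 lower without vehicle replicate 1, 372 and 310 without vehicle replicate 3, 370 and 366 without FF-10501-01 replicate 2, and 147 and 71 without FF-10501-01 replicate 3. Without FF-10501-01 replicate 1, 463 genes were lower, and without the filter on low FPKM 337 were higher and 244 lower.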

A clear separation of FF‐10501‐01‐treated cells and controls was observed (Fig 4B and C). 

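Most of the measured genes that interferons induce were higher in FF-10501-01-treated cells, as were most measured genes of complement and part of the NF-kB targets and cytokines. None of these lists passed camera when the correlation between genes was estimated. In that setting 0 of the 38 lists tested passed. Whether it can detect a shift with 3 mice per group was not examined, so a failure there does not count against a list. Il1b, which encodes the inflammatory cytokine IL-1 beta, lies on chromosome 2 of GRCm38 from 129364570 to 129371139 and rose from 2.80 ± 0.913 to 9.46 ± 3.67 FPKM (SD, n = 3 mice per group, log2 fold change 1.42, standard error 0.26, adjusted p = 0.0158 from limma).

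Of 46 measured interferon-stimulated genes, 39 were higher, 0 were lower and 7 did not pass at an adjusted p under 0.05 from limma (44 higher when adjusted over the list alone). Their median log2 fold change was 0.47, with an adjusted p = 2.02e-22 from limma's camera at a preset correlation between genes and an adjusted p = 0.407 with an estimated correlation. Oas2, an antiviral oligoadenylate synthetase, rose from 23.6 ± 1.88 to 36.1 ± 1.68 FPKM, and Ifi27l2a, an interferon-inducible gene, from 51.7 ± 8.60 to 99.2 ± 9.29 FPKM. Stat2, a transcription factor of interferon signaling, had a log2 fold change of 0.56 and Samd9l, an antiviral factor, one of 0.72 (adjusted p = 0.00847 for both from limma). The merged entry of Eif2ak2, the double-stranded RNA-dependent kinase PKR, and Gm6548 had a log2 fold change of 0.07 (adjusted p = 0.523 from limma). Of 31 genes of the interferon gamma response, 20 were higher and 11 did not pass (26 higher when adjusted over the list alone), with a median log2 fold change of 0.76. For this list camera gave an adjusted p = 1.04e-12, and an adjusted p = 0.407 with an estimated correlation. Fcgr1, a high-affinity receptor for IgG, rose from 1.15 ± 0.351 to 4.56 ± 0.752 FPKM. The GTPase genes Irgm2 and Gbp9 had log2 fold changes of 1.05 and 0.97, and Il18bp, which encodes a decoy for IL-18, one of 0.91. Psmb8, an immunoproteasome subunit, was at 205 ± 10.4 and 220 ± 3.87 FPKM (adjusted p = 0.157 from limma).

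NF-kB target genes numbered 32, of which 9 were higher and 23 did not pass (11 higher when adjusted over the list alone), with a median log2 fold change of 0.26. Camera gave an adjusted p = 5.91e-05 for them, and an adjusted p = 0.521 with an estimated correlation. Among them Tnfaip2, a gene induced by TNF, rose from 38.1 ± 4.72 to 54.7 ± 5.37 FPKM, and Relb, an NF-kB subunit, from 1.44 ± 0.199 to 2.36 ± 0.0613 FPKM. Ccl2, a chemokine for monocytes, belongs to this list and to the cytokines and had a log2 fold change of 0.76 (adjusted p = 0.0189 from limma). Ccl3, in both lists too, was at 281 ± 50.3 and 365 ± 77.4 FPKM (adjusted p = 0.161 from limma). Among 19 cytokines and chemokines 6 rose, 1 fell and 12 did not pass (8 higher and 1 lower when adjusted over the list alone). Their median log2 fold change was 0.37, with an adjusted p = 0.000535 from camera and an adjusted p = 0.407 with an estimated correlation. In other divisions of the 6 libraries into 3 and 3, the largest median in size was 0.306 for NF-kB targets and 0.391 for cytokines. Both are above the medians of the real groups. Il1rn, which encodes the antagonist of the IL-1 receptor, had a log2 fold change of 0.66, and the chemokine Ccl9 fell from 101 ± 7.63 to 66.6 ± 10.8 FPKM. Of the 21 complement genes listed only 7 were measured, and 6 of these were higher (6 higher when adjusted over the list alone). Their median log2 fold change was 0.41, with an adjusted p = 3.01e-06 from camera and an adjusted p = 0.407 with an estimated correlation. Itgb2, the beta chain of complement receptor integrins, rose from 153 ± 1.84 to 211 ± 14.2 FPKM, Cfp, which encodes properdin, from 107 ± 4.70 to 143 ± 7.95 FPKM, and C4b from 97.9 ± 4.93 to 140 ± 12.8 FPKM. C5ar1, the receptor for C5a, had a log2 fold change of 0.10 (adjusted p = 0.688 from limma).

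In the list of IL-6-JAK-STAT3 signaling, 4 of 22 genes were higher, 2 lower and 16 did not pass (7 higher and 2 lower when adjusted over the list alone). The median log2 fold change was 0.10, with an adjusted p = 0.0440 from camera and an adjusted p = 0.407 with an estimated correlation. Csf3r, the receptor for G-CSF, rose from 48.0 ± 2.92 to 61.6 ± 1.81 FPKM, while Il6st, the signaling chain of the IL-6 receptor, fell from 4.35 ± 0.536 to 2.95 ± 0.313 FPKM. Tnf, which encodes the cytokine TNF, had a log2 fold change of 0.25 (adjusted p = 0.251 from limma). Of 24 genes of apoptosis, 0 passed limma's test, with 4 higher and 1 lower at an unadjusted p under 0.05 (0 when adjusted over the list alone). Their median log2 fold change was 0.02 (adjusted p = 0.417 from camera, adjusted p = 0.587 with an estimated correlation), and Mcl1, a survival factor of the Bcl-2 family, was at 165 ± 12.0 and 144 ± 4.19 FPKM (adjusted p = 0.0579 from limma). Of 19 hypoxia targets 4 rose, 2 fell and 13 did not pass (6 higher and 2 lower when adjusted over the list alone), with a median of 0.09 (adjusted p = 0.106 from camera, adjusted p = 0.587 with an estimated correlation). Pfkfb4, a regulator of glycolysis, had a log2 fold change of 0.55 and Egln3, a HIF prolyl hydroxylase, one of -0.45. The gene lists were not the Hallmark sets of Fig 4D. Among markers of other cell types, those of tissue macrophages summed to 106 FPKM in vehicle-treated and 142 FPKM in FF-10501-01-treated cells, of which Vcam1 alone made up 43.4 and 66.4 FPKM, while Cd163 had a log2 fold change of -1.02 (adjusted p = 0.0532 from limma) and the list did not pass (adjusted p = 0.120 from camera).

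With camera's preset correlation 16 of the 38 lists passed, while another division of the 6 libraries into 3 and 3 gave 19. Such a division still splits the treated libraries unevenly, so its count can hold part of the treatment difference. The call of the IL-6-JAK-STAT3 list was lost without vehicle replicate 2 (adjusted p = 0.0926) and without FF-10501-01 replicate 1 (0.0922), and that of Il1b without vehicle replicate 1 (0.0583) or FF-10501-01 replicate 3 (0.0566), all from limma, while the hypoxia list passed, with the preset correlation, without FF-10501-01 replicate 2 (0.0166).

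**Figure D1:**
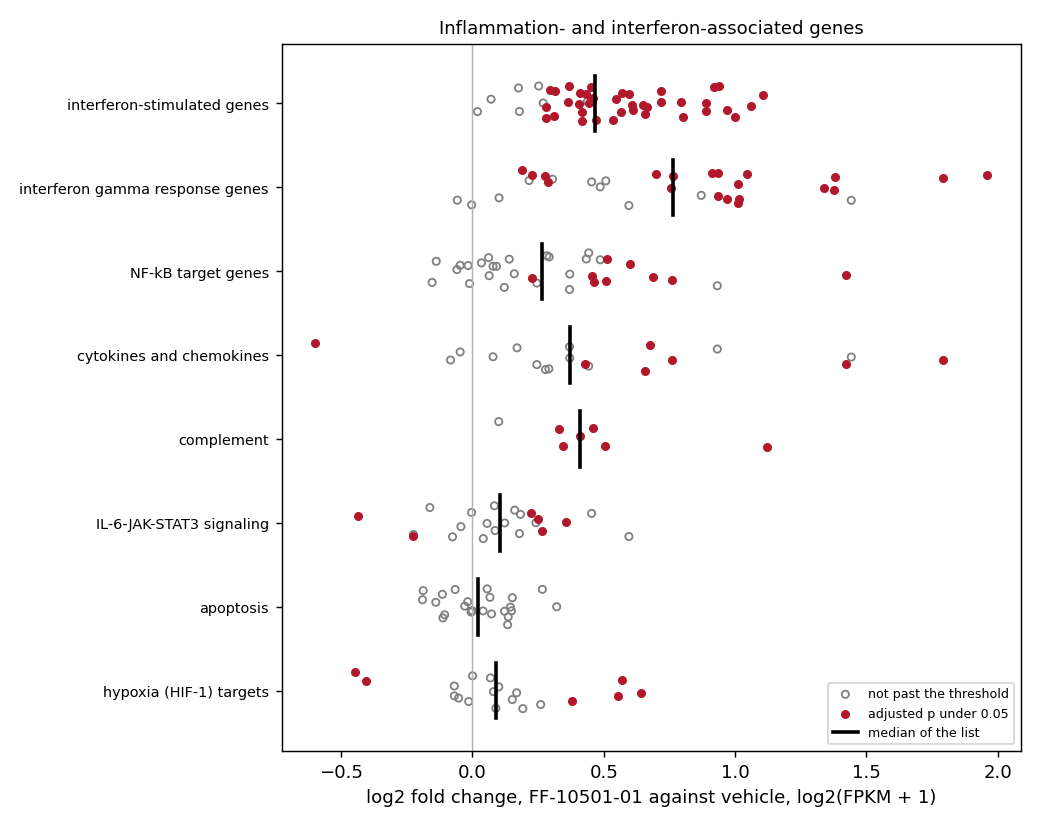
Log2 fold change of each measured gene on the log2(FPKM + 1) scale, FF-10501-01 against vehicle (n = 3 mice per group), for 8 gene lists. Red points are genes with an adjusted p under 0.05 from limma, grey open points are genes that did not pass, and black bars are list medians, from 0.76 for the interferon gamma response to 0.02 for apoptosis.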

Gene set enrichment analysis (GSEA; Mootha *et al*, 2003; Subramanian *et al*, 2005) revealed upregulation of inflammation‐ and interferon‐associated genes, suggesting that IMPDH inhibition triggers an immune‐inflammatory response in MLL‐AF9 cells (Fig 4D). IMPDH inhibition also induced downregulation of mTORC1 signaling (Fig 4E), which is consistent with a previous report (Emmanuel *et al*, 2017). 

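Several genes of cholesterol biosynthesis, a process that mTORC1 promotes through SREBP transcription factors, fell in FF-10501-01-treated MLL-AF9 cells. Srebf2, which encodes SREBP2 itself, fell from 44.3 ± 1.38 to 34.2 ± 1.91 FPKM (SD, n = 3 mice per group, log2 fold change -0.37, standard error 0.053, adjusted p = 0.0103 from limma). Sqle, a rate-limiting enzyme of sterol synthesis, fell from 10.3 ± 1.02 to 6.06 ± 0.955 FPKM. In all, 12 of 24 cholesterol genes were lower, 0 were higher and 12 did not pass at an adjusted p under 0.05 from limma (13 lower when adjusted over the list alone). The median log2 fold change was -0.23, with an adjusted p = 3.39e-05 from camera and an adjusted p = 0.521 with an estimated correlation. Fdps, which makes farnesyl diphosphate, had a log2 fold change of -0.05 (adjusted p = 0.470 from limma).

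Of 20 amino acid transporter genes and targets of the stress-response factor ATF4, 2 were lower, 0 were higher and 18 did not pass (1 lower when adjusted over the list alone). The pair comprised Phgdh and Slc3a2, the heavy chain of an amino acid transporter. The median log2 fold change was -0.09, with an adjusted p = 0.0539 from camera and an adjusted p = 0.658 with an estimated correlation. Atf4 itself was at 187 ± 26.0 and 174 ± 11.5 FPKM (adjusted p = 0.479 from limma), and Shmt2, a mitochondrial enzyme of serine and glycine metabolism, at 112 ± 8.96 and 96.4 ± 6.70 FPKM (adjusted p = 0.0676 from limma). Of 20 cytosolic aminoacyl-tRNA synthetases, which load amino acids onto tRNA, 0 passed limma's test, and 0 had an unadjusted p under 0.05 (0 when adjusted over the list alone). Their median log2 fold change was 0.00 (adjusted p = 0.894 from camera, adjusted p = 0.966 with an estimated correlation), and Vars, the valyl-tRNA synthetase, was at 184 ± 15.4 and 186 ± 6.81 FPKM. Of 13 genes of fatty acid synthesis, 3 were lower, 0 were higher and 10 did not pass (5 lower when adjusted over the list alone), with a median log2 fold change of -0.12 (adjusted p = 0.0686 from camera, adjusted p = 0.588 with an estimated correlation). The elongase gene Elovl6 fell from 5.65 ± 0.679 to 3.38 ± 0.720 FPKM, Me1, a source of NADPH, from 4.71 ± 0.670 to 2.95 ± 0.491 FPKM, and Fasn, the fatty acid synthase, from 22.2 ± 1.72 to 18.4 ± 1.10 FPKM. Acly, which supplies cytosolic acetyl-CoA, had a log2 fold change of -0.12 (adjusted p = 0.139 from limma).

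Glycolysis genes moved both ways. Of 18, 3 rose, 1 fell and 14 did not pass (3 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.01 (adjusted p = 0.695 from camera, adjusted p = 0.876 with an estimated correlation). The hexokinase genes Hk3 and Hk2 rose from 182 ± 10.3 to 224 ± 4.95 FPKM and from 25.0 ± 0.311 to 28.6 ± 1.31 FPKM, and Gpi1, glucose-6-phosphate isomerase, rose from 665 ± 49.7 to 791 ± 44.6 FPKM. Ldha, lactate dehydrogenase A, fell from 425 ± 19.3 to 378 ± 12.4 FPKM. Peroxisome genes, 25 in number, had 2 higher, 2 lower and 21 that did not pass (2 higher and 3 lower when adjusted over the list alone), with a median log2 fold change of -0.03 (adjusted p = 0.793 from camera, adjusted p = 0.850 with an estimated correlation). Prdx5, a peroxiredoxin, rose from 505 ± 24.0 to 716 ± 65.4 FPKM, and Pex5, the import receptor of the peroxisome, fell from 21.0 ± 2.04 to 16.5 ± 0.860 FPKM. The Hallmark mTORC1 set of Fig 4E was not tested here. With the preset correlation the amino acid list passed without vehicle replicate 1 (adjusted p = 0.0311 from limma's camera), vehicle replicate 3 (0.00148) or FF-10501-01 replicate 3 (0.00711), and the fatty acid synthesis list without FF-10501-01 replicate 1 (0.00828).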

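Slc7a5 and Slc3a2 encode the light and heavy chains of a heterodimeric membrane transporter that takes up large neutral amino acids. Both genes had lower mean FPKM in FF-10501-01-treated than in vehicle-treated cells, and Slc3a2 passed the test across all genes while Slc7a5 did not. Slc3a2 lies on the minus strand of chromosome 19 of GRCm38 from 8706882 to 8723369. It fell from 77.9 ± 9.14 FPKM in vehicle-treated to 63.7 ± 0.934 FPKM in FF-10501-01-treated cells (SD, n = 3 mice per group), and the groups did not overlap. This is a log2 fold change of -0.28 (standard error 0.078, 95% confidence interval -0.46 to -0.10), with an unadjusted p = 0.00668 and an adjusted p = 0.0473 from limma. Slc7a5 lies on the minus strand of chromosome 8 from 121881150 to 121907694. It was at 30.3 ± 4.35 FPKM in vehicle-treated and 23.7 ± 1.59 FPKM in FF-10501-01-treated cells (SD, n = 3 mice per group), and the groups overlapped. Its log2 fold change was -0.33 (standard error 0.10, 95% confidence interval -0.56 to -0.10), with an unadjusted p = 0.0101 and an adjusted p = 0.0581 from limma. Vehicle replicate 3 decided the call of Slc7a5, which passed without that library (log2 fold change -0.45, adjusted p = 0.0314 from limma). The call of Slc3a2 was lost without any 1 of the other libraries, at adjusted p from 0.0971 without vehicle replicate 2 to 0.147 without vehicle replicate 1 from limma, and without the filter on low FPKM (0.104).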

Among the mTORC1 pathway molecules, we found that *SLC7A5* and *SLC3A2* were downregulated in FF‐10501‐01‐treated MLL‐AF9 cells (Fig 4F). *SLC7A5* and *SLC3A2* encode CD98 and Lat1, respectively, and they form a heterodimeric membrane complex that is involved in the uptake of essential amino acids and adhesive signals (Feral *et al*, 2005; Hafliger & Charles, 2019). We confirmed reduced surface expression of CD98/Lat1 in mouse MLL‐AF9 cells *in vivo* (Fig 4G), and the reduction was also confirmed in human MOLM13 cells and MV4;11 cells treated with FF‐10501‐01 *in vitro* (Fig EV4). Given the important role of CD98 in AML progression (Bajaj *et al*, 2016), the CD98/Lat1 downregulation may contribute to the therapeutic effect of IMPDH inhibitors on AML. By contrast, FF‐10501‐01 treatment did not affect the expression of MLL‐AF9 target genes, such as *HoxA9* and *Meis1* (Fig 4H), indicating the little effect of IMPDH inhibition on the aberrant epigenetic programs induced by MLL‐AF9.

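The Hox and Meis1 transcription factors keep MLL-fusion leukemia cells in a progenitor state. Hoxa9 was somewhat higher and Meis1 did not pass the test in FF-10501-01-treated MLL-AF9 cells, while Flt3, another gene that MLL-AF9 activates, was the member of the target list that fell most. Hoxa9 shares its entry in the table with Mir196b, a microRNA that lies from 52230081 to 52230165 within the span of Hoxa9, from 52223100 to 52231089 on the minus strand of chromosome 6 of GRCm38, so that the value covers both. This merged entry was at 205 ± 23.4 FPKM in vehicle-treated and 246 ± 8.01 FPKM in FF-10501-01-treated cells (SD, n = 3 mice per group), a log2 fold change of 0.27 (standard error 0.074, 95% confidence interval 0.10 to 0.43, unadjusted p = 0.00649, adjusted p = 0.0465 from limma). Meis1, on the minus strand of chromosome 11 from 18879817 to 19018985, was at 66.9 ± 0.921 and 63.7 ± 0.431 FPKM (SD, n = 3 mice per group). Its log2 fold change was -0.07 (standard error 0.038, 95% confidence interval -0.16 to 0.02, adjusted p = 0.230 from limma).

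Of 18 measured MLL-AF9 target genes, 2 were higher, 2 were lower and 14 did not pass at an adjusted p under 0.05 from limma (3 higher and 4 lower when adjusted over the list alone). The members that rose were Hoxa9 and the merged entry of Hoxa3, Hoxa5 and Hoxa6, which rose from 75.8 ± 6.34 to 95.7 ± 5.25 FPKM. Besides Flt3, Pbx3, a partner of Hox proteins, fell from 160 ± 8.87 to 139 ± 6.79 FPKM. Lmo2, a transcriptional adaptor of blood progenitors, was at 231 ± 30.7 and 279 ± 1.77 FPKM (adjusted p = 0.0583 from limma). The list's median log2 fold change was 0.04 and its mean -0.07, and camera gave it an upward direction (adjusted p = 0.772, and adjusted p = 0.853 with an estimated correlation). The call of Hoxa9 was lost without any 1 library other than vehicle replicate 2, at adjusted p from 0.0876 without FF-10501-01 replicate 1 to 0.147 without vehicle replicate 1 from limma, and without the filter on low FPKM (0.107).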

**Figure 4:**
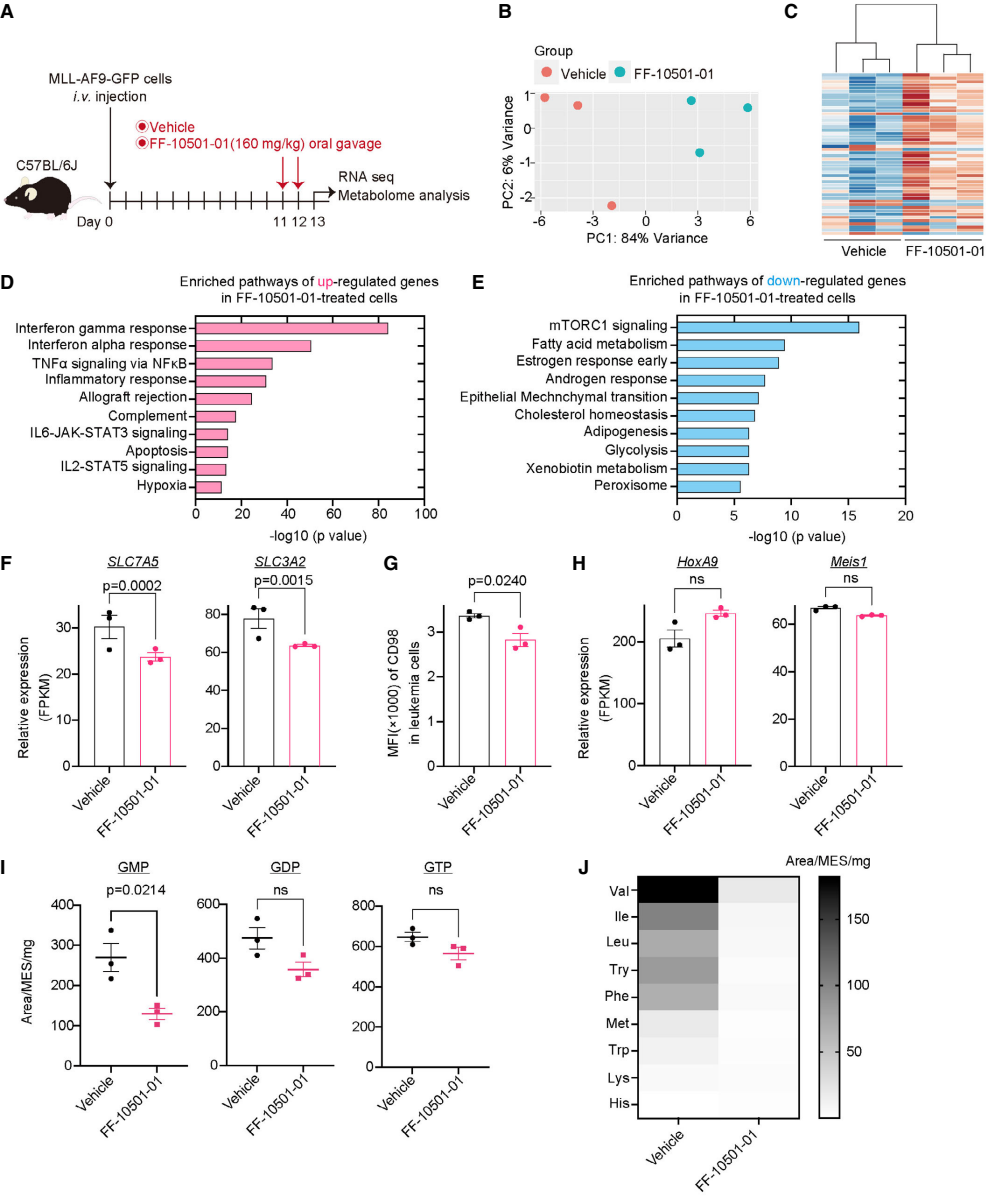
The effect of IMPDH inhibition on gene expression and metabolic profiles AExperimental scheme used in (B‐J). C57BL/6J mice were transplanted with MLL‐AF9‐GFP cells and were treated with vehicle or FF‐10501‐01 on day 11 and 12. GFP^+^ MLL‐AF9 leukemia cells collected from mice were used for RNA‐seq and metabolome analysis at day 13.B, CPrincipal Component Analysis (B) and hierarchical clustering (C) of RNA‐Seq data. *n* = 3 per group.D, EGSEA for up‐ (D) and down‐ (E) regulated genes in FF‐10501‐01‐treated MLL‐AF9 cells using the Hallmark collections of the GSEA MSigDB (http://software.broadinstitute.org/gsea/msigdb). The x‐axis shows the *P*‐value (−log10).FmRNA expression (FPKM) of *SLC7A5* and *SLC3A2* in vehicle‐ or FF‐10501‐01‐treated leukemia cells. The *P*‐value was calculated by Cuffdiff. *n* = 3 (biological replicates) for each group.GMFI of CD98 on the vehicle‐ or FF‐10501‐01‐treated leukemia cells in mice. A two‐tailed unpaired *t*‐test was used for the comparison. *n* = 3 (biological replicates) for each group.HmRNA expression (FPKM) of *HoxA9* and *Meis1* in vehicle‐ or FF‐10501‐01‐treated leukemic cells. *P*‐value was calculated by Cuffdiff. *n* = 3 (biological replicates) for each group.I, JVehicle‐ or FF‐10501‐01‐treated leukemic cells were used for metabolome analyses. *n* = 3 (biological replicates) per group. Levels of guanine nucleotides (GMP, GDP, and GTP) (I) and amino acid contents (J) are shown. Data are presented as mean ± SEM (I) or as a viridis heatmap (Plot is SEM) (J). A two‐tailed unpaired *t*‐test was used for the comparison. Data information: All data are shown as mean ± SEM.

**Figure EV4:**
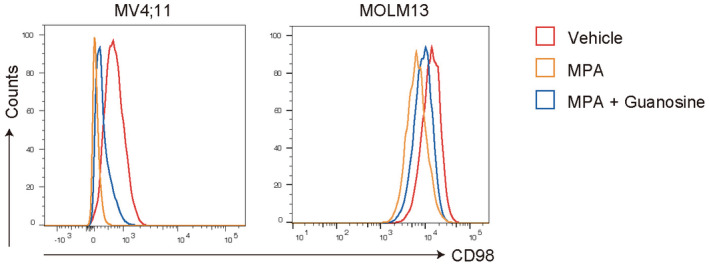
IMPDH inhibition induces downregulation of CD98 in human AML cell lines *in vitro* FCM plots showing the CD98 expression in MV4:11(left) and MOLM13 cells (right) after treated with/without 1 μM MPA and 100 μM Guanosine for 36 h.Source data are available online for this figure.

We then performed metabolomic analyses using MLL‐AF9 cells collected from leukemic mice treated with vehicle or FF‐10501‐01. As expected, FF‐10501‐01 treatment tended to reduce intracellular levels of guanine nucleotides in MLL‐AF9 cells, although the levels of GDP/GTP were not significantly downregulated probably due to the *in vivo* compensatory mechanisms (Fig 4I). Interestingly, levels of other nucleoside monophosphate (AMP, CMP, and UMP) were also downregulated upon FF‐10501‐01 treatment, indicating the presence of crosstalk between each nucleotide (Appendix Fig S7). We also found reduced levels of several essential amino acids (EAAs), including valine, isoleucine, leucine, tyrosine, and phenylalanine in FF‐10501‐01‐treated MLL‐AF9 cells (Fig 4J). Given that Lat1 preferentially transports these amino acids, the Lat1 downregulation upon IMPDH inhibition may be responsible for the reduction in EAAs. In addition, FF‐10501‐01 treatment of MLL‐AF9 cells resulted in a wide range of alterations in the levels of bases and amino acids (Appendix Fig S8). Thus, IMPDH inhibition *in vivo* provokes inflammatory responses and metabolic alterations in MLL‐AF9 AML cells.

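Besides the inflammatory genes, several genes of nucleotide and fatty acid metabolism fell in FF-10501-01-treated MLL-AF9 cells. Impdh1 and Impdh2 encode the isoforms of IMPDH, of which Impdh2 was far more abundant here. Impdh1 lies on the minus strand of chromosome 6 of GRCm38 from 29200434 to 29216364 and fell from 4.08 ± 0.444 to 2.33 ± 0.280 FPKM (SD, n = 3 mice per group, log2 fold change -0.61, standard error 0.10, adjusted p = 0.0135 from limma). Impdh2, on chromosome 9 from 108560286 to 108565584, was at 160 ± 21.6 and 162 ± 3.58 FPKM (log2 fold change 0.02, adjusted p = 0.881 from limma). Of 21 genes of purine nucleotide synthesis and salvage, 6 were lower, 1 was higher and 14 did not pass at an adjusted p under 0.05 from limma (2 higher and 7 lower when adjusted over the list alone). Their median log2 fold change was -0.10, with an adjusted p = 0.0512 from camera and an adjusted p = 0.588 with an estimated correlation. Paics and Atic, enzymes of de novo purine synthesis, fell from 142 ± 3.64 to 126 ± 2.13 FPKM and from 72.1 ± 2.67 to 62.9 ± 1.73 FPKM. Pnp, a purine nucleoside phosphorylase, rose from 55.7 ± 5.08 to 68.7 ± 2.94 FPKM. Aprt, which salvages adenine, had a log2 fold change of 0.04 (adjusted p = 0.559 from limma). Fatty acid oxidation genes were lower in 4 of 17 cases, higher in 1 and did not pass in 12 (1 higher and 4 lower when adjusted over the list alone). The median log2 fold change of that list was -0.10, with an adjusted p = 0.0293 from camera and an adjusted p = 0.407 with an estimated correlation. Cpt1a, which controls the entry of fatty acids into mitochondria, fell from 66.2 ± 7.31 to 50.2 ± 4.03 FPKM. Hadh and Hadhb, enzymes of beta-oxidation, fell from 38.8 ± 3.18 to 28.2 ± 3.57 FPKM and from 42.9 ± 1.38 to 35.0 ± 3.67 FPKM. Ech1, an enoyl-CoA isomerase, rose from 95.9 ± 6.92 to 112 ± 5.12 FPKM, and Etfb, an electron carrier of beta-oxidation, had a log2 fold change of -0.03 (adjusted p = 0.686 from limma). The call of the fatty acid oxidation list was lost without vehicle replicate 3 (adjusted p = 0.0659 from camera) and without FF-10501-01 replicate 1 (0.0553), and that of Impdh1 without FF-10501-01 replicate 3 (0.0511 from limma). With the preset correlation the purine list passed without vehicle replicate 1 (adjusted p = 0.00590 from limma's camera), vehicle replicate 3 (0.0433) or FF-10501-01 replicate 3 (0.0388) and without the filter on low FPKM (0.0164). From the enrichment of inflammation- and interferon-associated gene sets (Fig 4D), the paper proposes an immune-inflammatory response. The paper also reports the lower mTORC1 set (Fig 4E), the transporter genes (Fig 4F) and less CD98/Lat1 on the cell surface (Fig 4G and EV4). Its metabolome shows changes of nucleotides and amino acids (Fig 4I and J). The surface protein and the metabolome were not analysed here. The paper concludes that inhibiting IMPDH in the animal sets off inflammation and alters metabolism in these leukemia cells.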

### IMPDH inhibition induces overactivation of TLR signaling in AML cells

Previous reports have shown that IMPDH suppresses TLR2‐mediated NF‐κB activation (Toubiana *et al*, 2011) and TLR‐7‐mediated antiviral activity (Lee *et al*, 2006). Therefore, we speculated that activation of TLR signaling could underlie the increased inflammation in MLL‐AF9 cells treated with IMPDH inhibitors. To test this hypothesis, we first assessed the effect of MPA on TLR signaling pathways using a mouse pro‐B cell line Ba/F3 that expresses individual TLRs and the NF‐κB ‐GFP reporter (Matsumoto *et al*, 2008; Shibata *et al*, 2012; Sato *et al*, 2017; Fig 5A). The addition of MPA increased TLR2‐, TLR4‐, TLR5‐, and TLR7/8‐mediated activation of NF‐κB in a dose‐dependent manner (Fig 5B), indicating the inhibitory role of IMPDH in the TLR‐NF‐κB pathway. Next, we assessed the role of IMPDH in the regulation of TRAF6, an E3 ubiquitin ligase that plays a pivotal role in linking TLR signaling to NF‐κB. We introduced FLAG‐tagged TRAF6 and HA‐tagged K63‐ubiquitin into 293 T cells. After 24 h, these cells were treated with MPA with/without guanosine. Cell lysates were subjected to immunoprecipitation with FLAG antibody for TRAF6, followed by immunoblotting with anti‐HA to detect ubiquitinated TRAF6. We found that MPA treatment increased TRAF6 autoubiquitination (an active marker of TRAF6), which was reversed by the supplementation of guanosine (Fig 5C). Thus, IMPDH inhibition induces activation of the TLR‐TRAF6‐NF‐κB signaling pathway.

**Figure 5:**
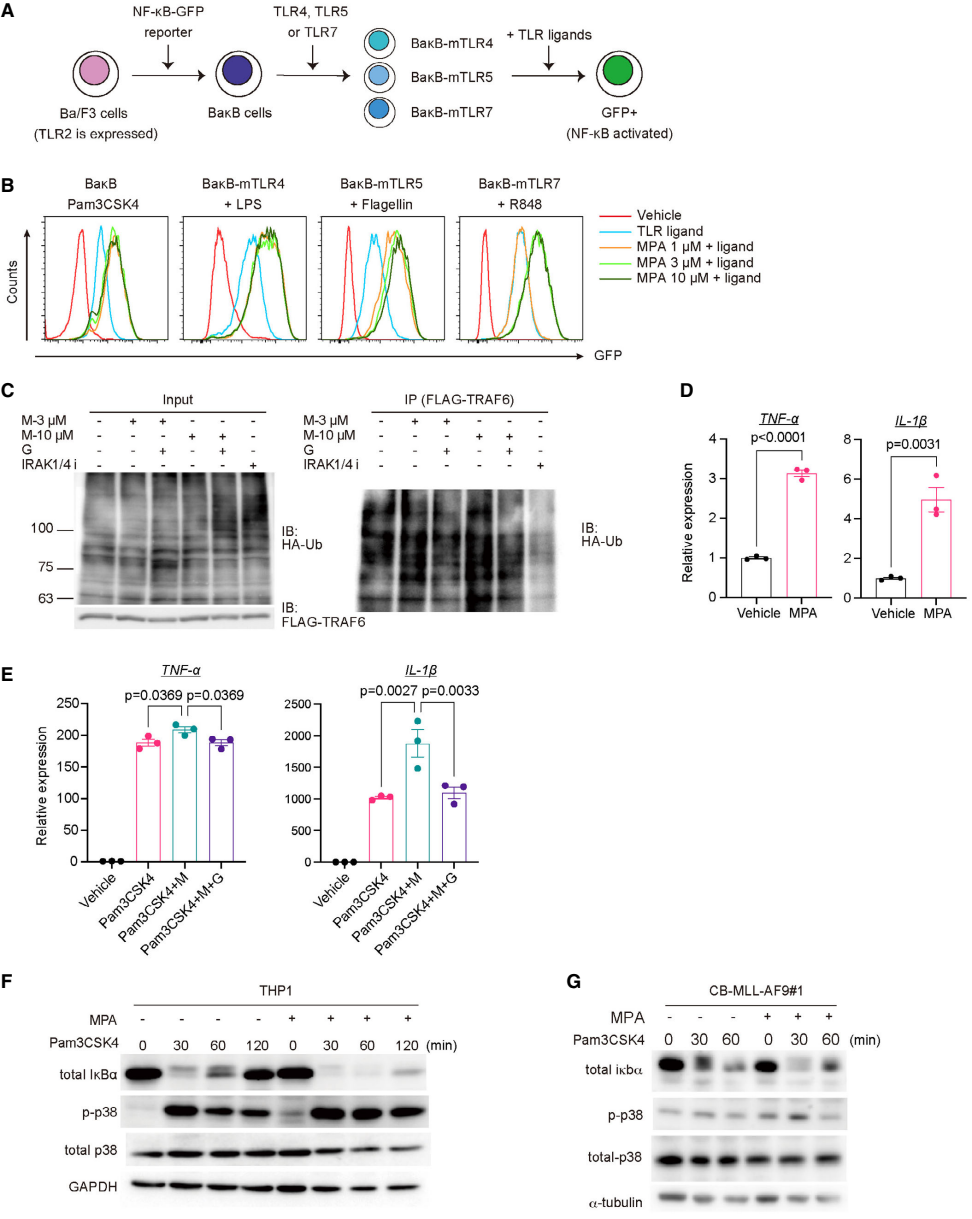
IMPDH inhibition leads to overactivation of the TLR‐TRAF6‐NF‐κB pathway AExperimental scheme used in (B). Ba/F3 cells were transduced with NF‐κB‐GFP reporter and were then transduced with individual mouse TLR4, TLR5, or TLR7 to establish BaκB cells expressing each TLR. TLR2 is expressed in parent Ba/F3 cells.BThe TLR‐expressing BaκB cells were stimulated with the corresponding TLR ligands (100 ng/ml Pam3CSK4 for TLR2, 100 ng/ml LPS for TLR4, 10 ng/ml Flagellin for TLR5, 100 ng/ml R848 for TLR7) with titrating doses of MPA (1–10 μM). GFP expression was assessed 24 h after the stimulation.C293 T cells were transfected with FLAG‐tagged TRAF6 and HA‐tagged K63‐ubiquitin. After 24 h, these cells were treated with 3 or 10 μM MPA (M‐3 μM or M‐10 μM) with/without 100 μM guanosine (G). IRAK1/4 inhibitor (IRAK1/4 i) was also used as a control. Whole‐cell extracts were immunoprecipitated with anti‐FLAG antibody, and ubiquitinated TRAF6 was detected with anti‐HA antibody.D, EMurine bone marrow‐derived macrophages (BMDMs) were treated with vehicle, 10 μM MPA alone (D) or co‐treated with vehicle, 10 μM MPA (M), 100 ng/ml Pam3CSK4 and 100 μM Guanosine (G) for 4 h (E), as indicated. *N* = 3 (technical replicates) per group. mRNA levels of *TNF‐α* and *IL‐1β* were measured by qPCR. Two‐tailed unpaired *t*‐tests were used for the comparison in (D). Ordinary one‐way ANOVA was used for the comparison in (E).F, G(F) THP1 cells and (G) MLL‐AF9‐expressing CB cells (CB‐MLL‐AF9#1) were pretreated with 10 μM MPA for 2 h and then treated with 1,000 ng/ml Pam3CSK4 for 0, 30, 60, and 120 min. Cells were lysed and subjected to SDS/PAGE. Levels of total IκBα, phosphate‐p38, total p38, and GAPDH were evaluated by western blotting. Data information: All data are shown as mean ± SEM. Source data are available online for this figure.

We then examined the effect of MPA on induction of pro‐inflammatory cytokines. Mouse bone marrow‐derived macrophages (BMDMs) were treated with MPA, guanosine, and the TLR1/2 agonist Pam3CSK4 for 4 h, and levels of *TNF‐α* and *IL‐1β* were assessed. Mycophenolic acid treatment modestly increased *TNF‐α* and *IL‐1β* expression (Fig 5D) and enhanced Pam3CSK4‐induced upregulation of these pro‐inflammatory cytokines in BMDMs (Fig 5E). The collaborative effect of MPA and Pam3CSK4 was abrogated with the supplementation of guanosine, indicating that the reduction in guanine nucleotides triggered the inflammatory responses (Fig 5E). We also found that MPA treatment increased IκBα degradation and p38 phosphorylation induced by Pam3CSK4 in THP1 cells and CB cells expressing MLL‐AF9 (Fig 5F and G). Collectively, these data suggest that IMPDH inhibition in fact promotes TLR signaling, which induces excessive inflammation in AML cells.

### Vcam1 regulates cell–cell interaction and suppresses proliferation in MLL‐AF9 cells

To further assess the molecular alterations induced by IMPDH inhibition, we next performed single‐cell mass cytometry analyses using MLL‐AF9 cells collected from mice treated with vehicle or FF‐10501‐01(Fig 6A). Four populations were identified according to Mac‐1, Gr‐1, and c‐Kit expression on the Spanning‐tree Progression Analysis of Density‐normalized Events (SPADE) tree (Fig 6B; Appendix Fig S9A and B). We found that FF‐10501‐01 induced Vcam1 upregulation in Mac‐1^+^ fraction, phospho‐STAT1 upregulation in Mac‐1^+^c‐Kit^+^ fraction, CXCR4 downregulation in c‐Kit^+^ fraction and HIF‐1α upregulation in Gr‐1^+^ fraction in MLL‐AF9 cells (Fig 6C; Appendix Fig S9C). Flow cytometry analysis also confirmed the Vcam1 upregulation in FF‐10501‐01‐treated leukemia cells (Fig 6D). Guanosine supplementation reversed the FF‐10501‐01‐induced Vcam1 upregulation only partially (Appendix Fig S10A), indicating that Vcam1 upregulation in MLL‐AF9 cells was induced by both direct and indirect (probably related to enhanced inflammation and myeloid differentiation) effects of IMPDH inhibition. Because Vcam1 is known to be activated by pro‐inflammatory cytokines (Kong *et al*, 2018), the overactive TLR signaling in FF‐10501‐01‐treated MLL‐AF9 cells could also contribute to Vcam1 upregulation. To assess the role of Vcam1 in the development of MLL‐AF9 leukemia, we then transduced Cas9 together with a vector or two independent Vcam1‐targeting single guide RNAs (sgRNAs) into mouse MLL‐AF9 cells. Vcam1‐targeting sgRNAs induced nearly complete depletion of Vcam1 on the cell surface of MLL‐AF9 cells. Interestingly, Vcam1‐depleted MLL‐AF9 cells lost cell–cell contacts and stopped forming cell aggregates in suspension cultures (Fig 6E). Conversely, Vcam1 overexpression in MLL‐AF9 cells using SunTag system (Tanenbaum *et al*, 2014) markedly increased the formation of cell aggregation in culture (Fig 6G). We also found that *Vcam1* depletion promoted cell cycle progression (Fig 6F), whereas Vcam1 overexpression inhibited it in MLL‐AF9 cells (Fig 6H). Depletion of Vcam1 showed little effects on FF‐10501‐01‐induced myeloid differentiation in MLL‐AF9 cells (Appendix Fig S10B).

**Figure 6:**
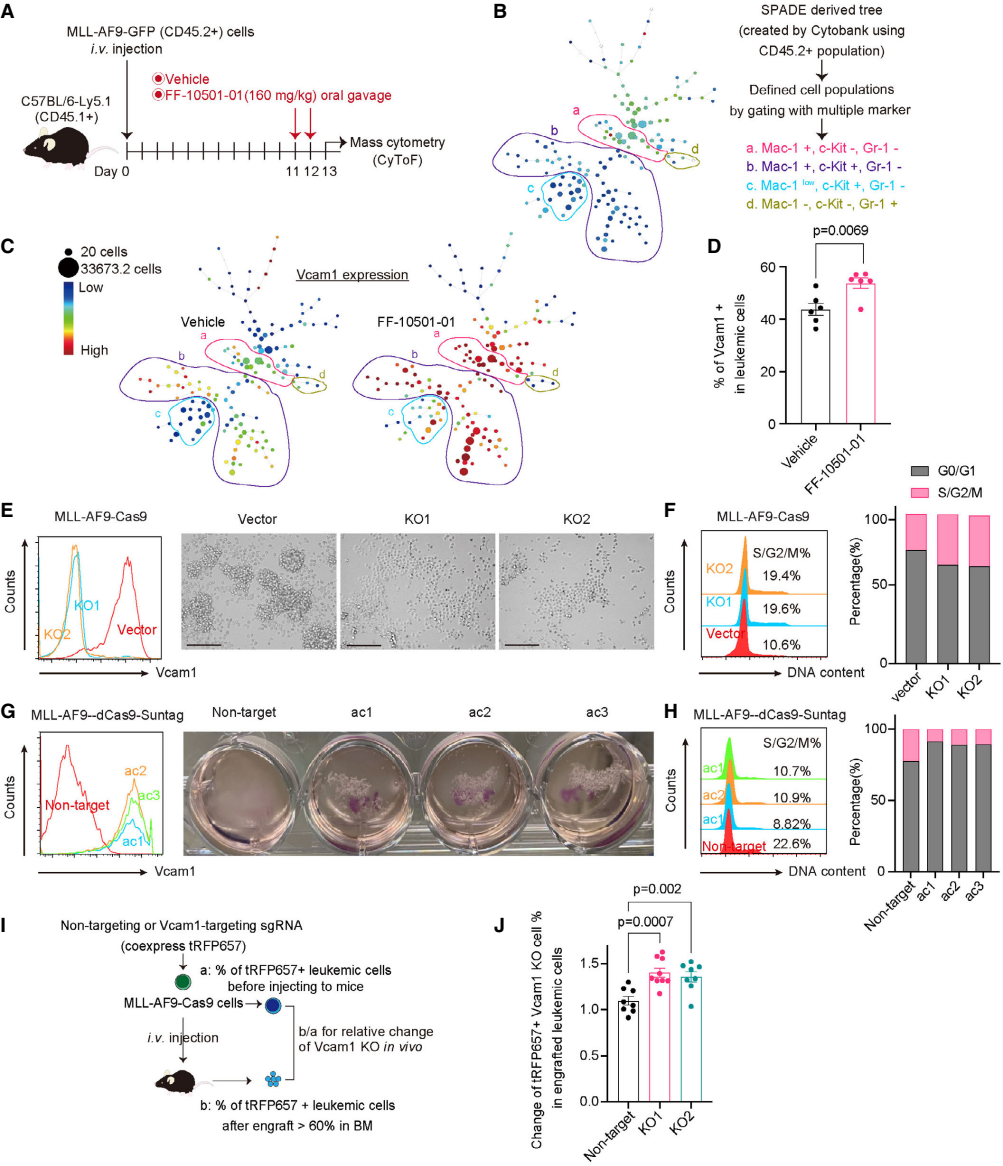
Vcam1 regulates cell–cell interaction and inhibits proliferation in MLL‐AF9 cells Experimental scheme used in (B and C). CD45.2^+^ MLL‐AF9 cells were collected from CD45.1^+^ recipient mice treated with the vehicle‐ (*n* = 4) or FF‐10501‐01 (*n* = 4) and were subjected to mass cytometry analysis.CD45.2^+^ fraction was used for SPADE analysis in Cytobank (https://premium.cytobank.org/cytobank/login). The SPADE trees show each marker's median expression(From the red to the blue color indicated high to low expression). The size of the node is proportional to the size of the cell population (Min is 20, Max is 33627.3 cell). Several distinct cell populations (a, b, c, d) are highlighted according to the expression of Mac‐1, c‐Kit, and Gr‐1.Vcam1 expression in vehicle or FF‐10501‐01‐treated cells is shown.Frequencies of Vcam1^+^ cells in MLL‐AF9 cells collected from the vehicle (*n* = 6) or FF‐10501‐01(*n* = 6) treated mice were assessed by FCM. Two‐tailed unpaired *t*‐test was used for the comparison.Left: levels of Vcam1 expression in MLL‐AF9‐Cas9 cells transduced with vector or two independent Vcam1‐targeting sgRNAs (KO1 and KO2). Right: the appearance of cells under microscope's bright field in suspension cultures. (Scale bar: 125 μm).Cell cycle status of control and Vcam1‐depleted MLL‐AF9 cells. Left: representative histograms. Right: bar graphs showing the ratio of G0/G1‐ and S/G2/M‐phase cells are shown.Left: levels of Vcam1 expression in MLL‐AF9‐dCas9‐SunTag cells transduced with non‐target or sgRNAs targeting Vcam1 promoter regions (ac1, ac2, ac3). Right: the appearance of cells under visual field in suspension cultures in the 12 well plates.Cell cycle status of control and Vcam1‐ overexpressed MLL‐AF9 cells. Left: representative histograms. Right: bar graphs showing the ratio of G0/G1‐ and S/G2/M‐phase cells are shown.Experimental scheme used in (J). MLL‐AF9‐Cas9 cells were transduced with non‐target and Vcam1‐targeting sgRNAs (tRFP657^+^) following transplantation into recipient mice.Relative ratios of the change of tRFP657+ (sgRNA‐transduced) fraction in GFP^+^ MLL‐AF9 leukemia cells before and after transplantation are shown. Ordinary one‐way ANOVA was used for the comparison. *n* = 8 for Non‐target, *n* = 9 for vcam1‐KO1, *n* = 8 for vcam1‐KO2. Biological replicates. Data information: All data are shown as mean ± SEM.

To determine the role of Vcam1 in AML progression *in vivo*, we next transduced tRFP657‐co‐expressing non‐targeting or Vcam1‐targeting sgRNAs into mouse MLL‐AF9/Cas9 cells and transplanted these cells into recipient mice (Fig 6I). Vcam1 depletion promoted the leukemic progression of MLL‐AF9 cells, as evidenced by the increase of Vcam1‐depleted (tRFP657^+^) cells in the bone marrow of the mice (Fig 6J). Taken together, these data suggest that Vcam1 promotes excessive cell–cell interaction of AML cells, which prevents their efficient proliferation both *in vitro* and *in vivo*.

### Co‐treatment with IMPDH inhibitors and TLR1/2 agonist shows strong antileukemia effects

Because the TLR1/TLR2 agonist Pam3CSK4 was shown to inhibit MLL‐AF9‐driven leukemogenesis (Eriksson *et al*, 2017), we next assessed the combined therapeutic effect of MPA and Pam3CSK4 on human MLL‐AF9‐expressing CB cells and the *in vivo* mouse AML model driven by MLL‐AF9. Consistent with earlier results and the previous report (Eriksson *et al*, 2017), both MPA and Pam3CSK4 induced upregulation of myeloid markers CD11b and CD14 in MLL‐AF9 cells *in vitro*, and cotreatment with these drugs strongly promoted differentiation of MLL‐AF9 cells toward macrophage (Fig 7A and B). Furthermore, cotreatment with Pam3CSK4 and MPA‐induced Vcam1 upregulation in MLL‐AF9 cells, which probably contributes to their antileukemia effect (Fig 7C). We then assessed the *in vivo* effects of FF‐10501‐01 (160 mg/kg) and Pam3CSK4 (8 μg/mouse) on MLL‐AF9‐induced leukemogenesis (Fig 7D). Although Pam3CSK4 alone did not inhibit the leukemic progression of MLL‐AF9 cells, combined treatment of FF‐10501‐01 and Pam3CSK4 significantly prolonged the survival of leukemia mice than treatment with either FF‐10501‐01 or Pam3CSK4 alone (Fig 7E and F). These findings suggest that co‐treatment with IMPDH inhibitors and TLR1/2 agonist could be a promising therapeutic strategy for MLL‐fusion AMLs.

**Figure 7:**
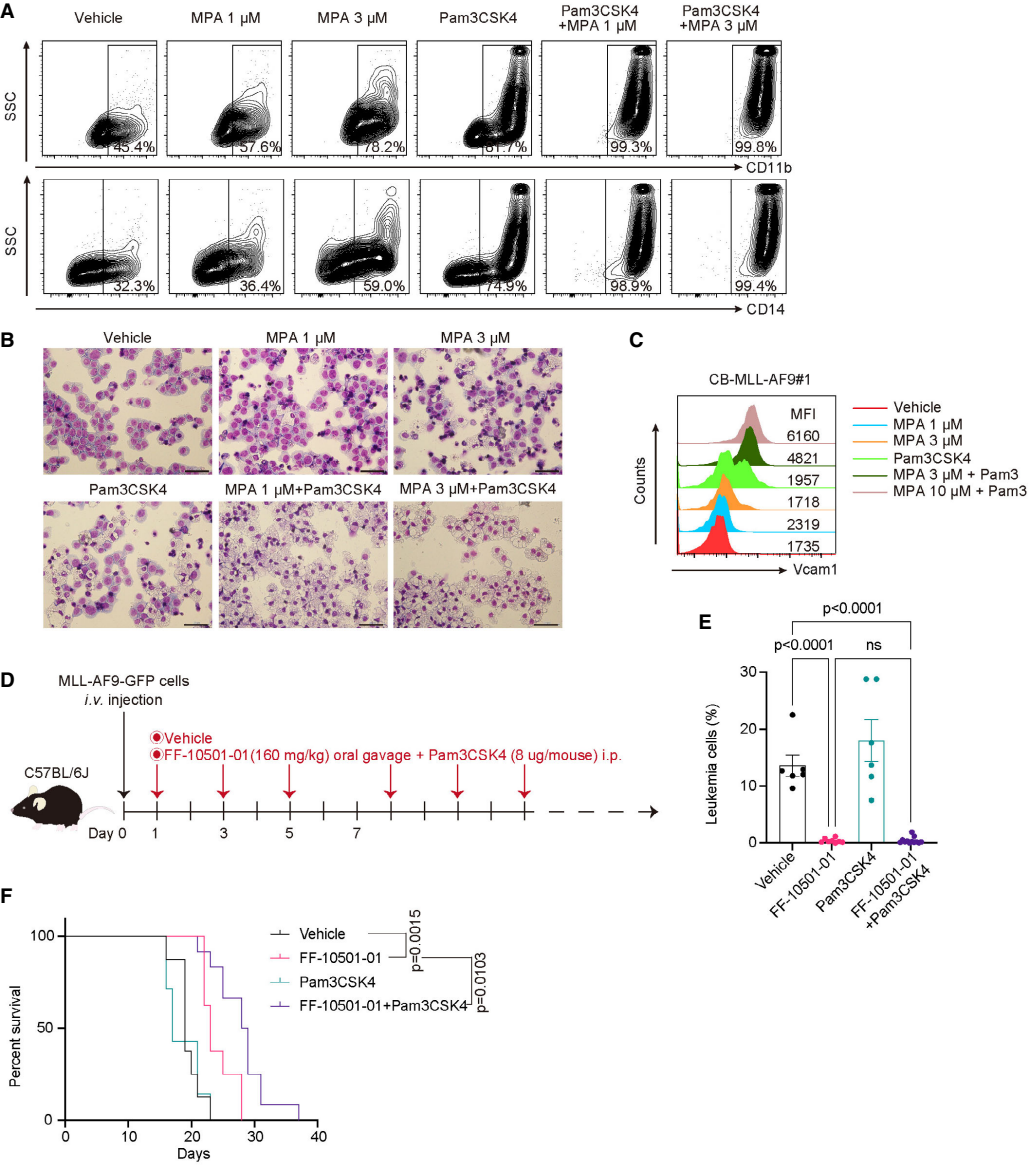
Co‐treatment with MPA and Pam3CDK4 induces differentiation of AML cells A–CMLL‐AF9‐expressing cord blood cells (CB‐MLL‐AF9#1) were treated with vehicle, 100 ng/ml Pam3CSK4, and 1 or 3 μM MPA for 72 h. (A) Levels of CD11b and CD14, (B) Wright‐Giemsa staining of (A) (Scale bar: 50 μm), and (C) Vcam1 expression in the CB‐MLL‐AF9#1 were assessed. The numbers shown in (A) indicate the frequency of CD11b^+^ or CD14^+^ cells. The numbers shown in (C) are Median Fluorescence Intensity (MFI) of Vcam1.DExperimental scheme used in (E and F). C57BL/6J were transplanted with 1 × 10^5^ MLL‐AF9 cells and were then treated with vehicle, FF‐10501‐01(160 mg/kg, oral), Pam3CSK4 (8 μg/mouse, i.p.) or FF‐10501‐01 + Pam3CSK4 from day 3. Drugs were given to mice every other day.EFrequencies of GFP^+^ leukemic cells in peripheral blood at day 16 or day 20 are shown. Vehicle: *n* = 7 mice/group; FF‐10501‐01 only: *n* = 8; Pam3CSK4 only: *n* = 7; FF‐10501‐01 + PamCSK4: *n* = 12. Data are shown as mean ± SEM from 2 independent experiments. Ordinary one‐way ANOVA was used for the comparison.FKaplan–Meier survival curves of MLL‐AF9 leukemia mice treated with vehicle (*n* = 8), FF‐10501‐01 (*n* = 8), Pam3CSK4 (*n* = 7) or FF‐10501‐01 + Pam3CSK4 (*n* = 12). Statistical significance was calculated by the log‐rank test. Data information: All data are shown as mean ± SEM.

## Discussion

Although IMPDH has been considered as a potential anticancer drug target, the therapeutic effect of IMPDH inhibitors has not been proven in the clinical setting. It is therefore important to determine the types of tumors that are susceptible to IMPDH inhibitors and to establish optimal dose and treatment schedule to maximize their effects. In this study, we identified MLL‐fusion leukemias as sensitive tumors to IMPDH inhibition. Furthermore, we showed that alternate‐day administration of MPA and FF‐10501‐01 to mice effectively suppressed MLL‐AF9‐driven leukemogenesis without having a devastating effect on immune function. The clinical activity of IMPDH inhibitors to MLL‐fusion leukemias warrants further investigation in clinical trials.

Mechanisms underlying the anticancer activity of IMPDH inhibitors have been investigated for many years. Although it has been shown that IMPDH inhibition activates the p53–p21 pathway (Messina *et al*, 2004; Sun *et al*, 2008), our current and previous (Kofuji *et al*, 2019) data indicate that this pathway is not essential for the anticancer effect of IMPDH inhibitors. Instead, we found that IMPDH inhibitors provoke overactivation of TLR‐TRAF6‐NF‐κB signaling, which induces differentiation of AML cells. Because the MPA‐induced activation of TLR‐TRAF6‐NF‐κB signaling was reversed by guanosine supplementation, the reduced level of guanine nucleotides is likely to be triggers for the activation of this pathway. Given that most MLL‐fusion AMLs have monocytic and macrophage‐like characteristics and the TLR signaling plays key roles in monocytes/macrophages, the active TLR signaling in MLL‐fusion AMLs could explain why they are sensitive to IMPDH inhibitors. We also found the strong antileukemia effects of the combined treatment with IMPDH inhibitors and TLR1/2 agonist on MLL‐AF9‐driven AML. Taken together, we propose that tumors with active TLR signaling, not limited to MLL‐fusion AMLs, would respond well to IMPDH inhibitors. Furthermore, given the importance of TLR signaling in innate immune cells, our findings raise the possibility that IMPDH may have an important role in regulating the balance between innate and adaptive immunity. These hypotheses need to be verified in future research.

VCAM1 is a key cell adhesion molecule involved in inflammation (Kong *et al*, 2018). Although VCAM1 expression is low in most primary AML cells and AML cell lines, IMPDH inhibition induced Vcam1 upregulation in MLL‐AF9‐AML cells. Moreover, our functional analyses revealed the critical role of Vcam1 to regulate cell–cell interaction among AML cells, which prevents their leukemic proliferation. These data suggest that Vcam1 acts as a tumor suppressor and contributes to the antileukemia effect of IMPDH inhibitors on MLL‐fusion AML. In contrast to our findings, Pinho *et al* (2022) recently showed that VCAM1 confers innate immune tolerance on leukemia stem cells, thereby promoting leukemogenesis driven by MLL‐AF9 (Pinho *et al*, 2022). The seemingly contradictory observations could be explained by the differences in the timing to induce Vcam1 depletion and the context of major histocompatibility complex (MHC) class‐I presentation. We induced Vcam1 depletion in established MLL‐AF9 cells and used syngeneic mice as recipients, while Pinho *et al* (2022) expressed MLL‐AF9 in bone marrow cells derived from Vcam1‐deficient mice and used MHC‐mismatched mice as recipients. Thus, it appears that Vcam1 has diverse and context‐dependent roles in the initiation, progression, and maintenance of AML, which remains to be clarified in future studies.

The antileukemia effect of IMPDH inhibitors could be augmented by the combination with other drugs. We previously showed that azacitidine‐resistant leukemia cells that acquire resistance to a hypomethylating agent Azacitidine were still sensitive to IMPDH inhibitors (Murase *et al*, 2016), indicating that they could be combined with hypomethylating agents to treat myeloid neoplasms. However, cotreatment with MPA and decitabine did not show synergistic effects on human CB cells expressing MLL‐AF9. Instead, we found that MPA synergized with a BCL2 inhibitor (Venetoclax) to inhibit the growth of MLL‐AF9 cells (Appendix Fig S3). Thus, combined treatment with IMPDH and BCL2 inhibitors could be promising frontline therapies for MLL‐fusion leukemia.

In summary, we show the therapeutic potential of IMPDH inhibitors for MLL‐fusion leukemia. Alternate‐day administration of IMPDH inhibitors to mice suppresses the development of MLL‐AF9‐driven AML *in vivo* without deteriorating the immune system. The *in vitro* and *in vivo* efficacy strongly support future research to maximize the impact of IMPDH inhibitors on MLL‐fusion AML and potentially other hematopoietic neoplasms.

## Materials and Methods

### Human cord blood cells and patient samples

Umbilical cord blood units were obtained from the Translational Trials Development Support Laboratory of Cincinnati Children's Hospital Research Foundation or the Japanese Red Cross Kanto‐Koshinetsu Cord Blood Bank (Tokyo, Japan). Proper informed consent was obtained, and all experiments were performed according to an institutional review board‐approved protocol (approval number: 27‐34‐1225), in accordance with the Declaration of Helsinki and The Belmont Report. Residual diagnostic specimens from AML or ALL patients at Cincinnati Children's Hospital Medical Center (CCHMC) were treated with OKT3 antibody and engrafted into NSG or NSGS mice (Wunderlich *et al*, 2014). The engrafted human AML and ALL cells were then collected from the bone marrow of the recipient mice and used for the experiments.

### Mice and animal procedures

C57BL/6JJmsSlc mice were purchased from Japan SLC, Inc. and used for experiments at the age of 8–12 weeks. Ly5.1 mice were maintained in IRCMS, Kumamoto University. NOD.Cg‐Rag1^tm1Mom^Il2rg^tm1Wjl^/SzJ (NRG), NOD.Cg‐Rag1tm1MomIl2rgtm1WjlTg (CMV‐IL3, CSF2, KITLG)1Eav/J (NRGS) and NOD.Cg‐Prkdcscid Il2rgtmWjlTg (CMV‐IL3, CSF2, KITLG)1Eav/MloySzJ (NSGS) mice were bred and maintained in the pathogen‐free facility of CCHMC. The p53^−/−^ mice, in which 5′ part of exon 2 including translation initiation site of *Trp53* gene was replaced with Neomycin resistance gene, were provided from the RIKEN BioResource Center (Ibaragi, Japan; Tsukada *et al*, 1993). All animal experiments were performed in accordance with approved protocols from the Laboratory Animal Research Center of The Institute of Medical Science at the University of Tokyo (approval number: PA15‐109, PA18‐46) and with an approved animal study IACUC protocol at CCHMC.

### Plasmids and viral infection

We used pMSCV‐MLL‐AF9‐pgk‐EGFP, pMSCV‐MLL‐AF9‐pgk‐puro, pMSCV‐neo‐MLL‐ENL, pMSCV‐MLL‐Af4‐PGK‐GFP (gifts from Dr. Akihiko Yokoyama) for the expression of MLL‐fusion oncogenes. Lentiviral vector MISSION pLKO.1‐shRNA‐puro constructs targeting human p21 (CDKN1A; TRCN0000287021 [sh‐p21] were obtained from Sigma‐Aldrich). We also used HA‐tagged K63Ub in a pcDNA3.1 vector (a gift from Dr. Daisuke Oikawa) and FLAG‐tagged mTraf6 in a pME18S vector (a gift from Drs. Jun‐ichiro Inoue and Mizuki Yamamoto). T7‐p53DD‐pcDNA3 (Addgene #25989) was obtained from Addgene, and we cloned it to pMYs‐IRES‐NGFR vector (Tamura *et al*, 2019). Retroviruses were produced by transient transfection of Plat‐E packaging cells (Morita *et al*, 2000) with retroviral constructs using the calcium‐phosphate method. Lentiviruses were produced by transient transfection of 293 T cells with viral plasmids along with gag‐, pol‐, and env‐expressing plasmids (pMD2.G and psPAX) using the calcium‐phosphate method (Goyama *et al*, 2016). pMD2.G (Addgene plasmid #12259; http://n2t.net/addgene:12259; RRID: Addgene_12259) and psPAX2 (Addgene plasmid #12260; http://n2t.net/addgene:12260; RRID: Addgene_12260) were gifts from Didier Trono. Retrovirus transduction to the leukemia cells was performed using Retronectin (Takara Bio Inc, Otsu, Shiga, Japan).

### Cell culture

Human CB CD34^+^ cells were isolated using an EasySep CD34 selection kit (STEMCELL Technologies) or a CD34 MicroBead Kit (Miltenyi Biotec). The CB CD34^+^ cells, CB cells transduced with MLL‐AF9, MLL‐ENL, or RUNX1‐ETO, and primary human AML cells were cultured in Iscove's modified Dulbecco's media (IMDM) containing 20% BIT9500 (STEMCELL Technologies) or StemSpan SFEM II medium (#ST‐09655, STEMCELL Technologies) containing 1% penicillin–streptomycin together with 10 ng/ml rhSCF (#255‐SC, R&D Systems), 10 ng/ml rhTPO (#288‐TP, R&D Systems), 10 ng/ml rmFlt‐3 ligand (#427‐FL, R&D Systems), 10 ng/ml rhIL‐3 (#203‐IL, R&D Systems) and 10 ng/ml rhIL‐6 (#206‐IL, R&D Systems; Goyama *et al*, 2016). CB cells transduced with MLL‐Af4 and primary human ALL cells were cultured with murine stromal cell line MS‐5 in MEMα medium (#12561–056, gibco) containing 20% FBS, 1% penicillin–streptomycin and 10 ng/ml human rhSCF, 10 ng/ml rmFlt‐3 ligand, 10 ng/ml rhIL‐7(#200–07, PeproTech). Human leukemia cell lines (MOLM13, NOMO1, THP1, MV4;11, HL60, Kasumi‐1, OCI‐AML3 and U937) were cultured in Roswell Park Memorial Institute (RMPI)‐1640 medium (#189–02025, FUJIFILM Wako) with 10% fetal bovine serum (FBS; #FB‐1365/500, Biosera), 1% penicillin–streptomycin. 293 T cells were cultured in Dulbecco's Modified Eagle Medium (DMEM) medium (#044–29765, Wako) with 10% FBS and 1% penicillin–streptomycin. The detailed information of primary patient samples was provided in Appendix Table S1.

### *In vitro* drug sensitivity assay

To test the sensitivity of AML cells to IMPDH inhibitors, cells were cultured in a 96‐well flat‐bottom plate at a density of 2–5 × 10^4^/well in 100 μl of culture medium. Then, the cells were cultured with titrating doses of MPA (MP Biomedicals, Cat#194172; CAS:24280–93‐1) or FF‐10501‐01 (FUJIFILM Corporation) together with or without 100 μM Guanosine (#G6264‐6G, Sigma‐Aldrich or ACROS ORGANICS, Cat#411130250; CAS:118–00‐3). After 72 h, we added 10 μl of the WST‐8 (#07553–44, Nacalai Tesque) or WST‐1 (#11644807001, Roche) to each well and incubated the cells for 3–4 h. The absorbance of each sample was measured at a wavelength of 450 nm by a microplate reader. The combined effect of MPA + Decitabine and MPA + Venetoclax was evaluated with the similar *in vitro* assays. Combination index (CI) was calculated from the CI equation algorithms (Chou, 2006) using CompuSyn software.

### Mouse transplantation assay and *in vivo* drug treatment

Mouse bone marrow c‐Kit+ cells derived from wild‐type or Trp53(−/−) mice were transduced with MLL‐AF9 (co‐expressinf GFP) and were transplanted intravenously into sublethally irradiated (525 cGy) recipient mice. The MLL‐AF9‐expressing leukemia cells were then harvested from spleens of moribund mice and were serially transplanted into recipient mice. The serial transplantation was subsequently repeated several times to generate MLL‐AF9 cells with strong leukemogenicity. These wild‐type and Trp53(−/−) MLL‐AF9 cells were injected intravenously (1 × 10^6^ cells/mouse) into nonirradiated recipient mice. For drug studies, MMF (CAS RN: 128794–94‐5, Product Number: M2387 from Tokyo chemical industry CO., Ltd), FF‐10501‐01 and DS‐5272 (Daiichi Sankyo) were dissolved in 0.5 w/v% Methyl Cellulose 400 Solution (#133‐17815, Wako, Japan). Pam3CSK4 (Catalog Code: tlrl‐pms, InvivoGen) was dissolved in PBS. The MLL‐AF9‐bearing mice were orally administered with vehicle or the IMPDH inhibitors (120 mg/kg MMF and 160 mg/kg FF‐10501‐01) on an every 2‐day schedule from Day 1 or Day 12 (FF‐10501‐01 and Pam3CSK4 combined treatments were started from Day 3) after the transplantation. In some experiments, the MLL‐AF9‐bearing mice were also intraperitoneally injected with 8 μg Pam3CSK4, or orally administered with 80 mg/kg of DS‐5272. For the RNA‐seq, flow cytometry analysis, single‐cell mass cytometry, and metabolome analysis, the MLL‐AF9‐bearing mice were treated with 120 mg/kg MMF, 160 mg/kg FF‐10501‐01, or vehicle in two consecutive days. Bone marrow cells were then harvested from the mice 48 h after the first administration of the drugs.

### Vcam1 depletion and overexpression using CRISPR/Cas9 and SunTag systems

To generate sgRNA expression vectors targeting Vcam1 (Vcam1‐knockout‐1 and 2) or nontargeting (NT) control, annealed oligonucleotides were cloned into the lentiGuide‐Puro vector (Addgene #52963; Sanjana *et al*, 2014) or pLKO5.sgRNA.EFS.tRFP657 vector (Addgene #57824; Heck *et al*, 2014). MLL‐AF9 cells were first infected with lentiCas9‐Blast (Addgene #52962; Sanjana *et al*, 2014) and were then selected for stable expression of Cas9 in Methocult™ medium (#M3234, STEMCELL Technologies) with 20 ng/ml rmSCF (455‐MC, R&D Systems), 10 ng/ml rmIL‐3 (403‐ML, R&D Systems), 10 ng/ml rmIL‐6 (406‐ML, R&D Systems), 10 ng/ml rmGM‐CSF (415‐ML, R&D Systems) together with blasticidin (10 μg/ml). The MLL‐AF9/Cas9 cells were infected with the lentivirus carrying guide RNA sequence for 24 h and selected with puromycin (1 μg/ml) in the same cytokine‐containing Methocult™ medium or directly transplanted into recipient mice.

Vcam1 overexpression was achieved using SunTag system (Tanenbaum *et al*, 2014). Plasmids encoding the Suntag components are pHRdSV40‐dCas9‐10 × GCN4_v4‐P2A‐BFP (Addgene #60903) and pHRdSV40‐scFv‐GCN4‐sfGFP‐VP64‐GB1‐NLS (Addgene #60904). We cloned them into pMYs‐IRES‐blasticidin and pMYs‐IRES‐tdTomato retroviral vector, respectively. MLL‐AF9 cells were infected with the retrovirus carrying the SunTag components for 48 h on Retronectin (Takara Bio Inc, Otsu, Shiga, Japan). The SunTag‐transduced MLL‐AF9 cells were selected in the cytokine‐containing Methocult™ medium (see above) with 10 μg/ml blasticidin, and the tdTomato‐positive cells were sorted by FACS Aria (Becton Dickinson, SORPAria). The MLL‐AF9/SunTag cells were then infected with the lentivirus carrying guide RNA sequence targeting Vcam1 promoter regions (Vcam1‐SunTag‐1 and 2) for 24 h and selected with puromycin (1 μg/ml).

Sequences for the sgRNAs are provided as follows: NT: 5′‐cgcttccgcggcccgttcaa‐3′, Vcam1‐knockout‐1: 5′‐caccggctggaacgaagtatccacg‐3′, Vcam1‐knockout‐2: 5′‐caccggcccactaaacgcgaaggtg‐3′, Vcam1‐SunTag‐1: 5′‐gcagctgaaggggttaacgt‐3′, Vcam1‐SunTag‐2: 5′‐cagctgaaggggttaacgtg‐3′. IMPDH2‐knockout‐1: 5′‐gagaaaatcaatgtccctgg‐3′, IMPDH2‐knockout‐2: 5′‐caccgattcaggtgtacagttgtgg‐3′. IMPDH1‐knockout‐1: 5′‐gagttggagccacctgaacg‐3′, IMPDH1‐knockout‐2: 5′‐tcatcgcaatcattgacgat‐3′.

### Western blotting and immunofluorescence

Human cord blood (CB) cells, MLL‐AF9‐ or RUNX1‐ETO‐expressing CB cells, and MOLM13 cells were lysed in SDS sample buffer (125 mM Tris–HCl pH 6.8, 4% sodium dodecyl sulfate (SDS), 20% glycerol, 0.01% bromophenol blue, 10% 2‐mercaptoethanol). Whole‐cell lysates were subjected to SDS‐polyacrylamide gel electrophoresis (SDS/PAGE) and transferred to a polyvinylidene fluoride membrane (Bio‐Rad). Mouse MLL‐AF9 cells were lysed and subjected to SDS/PAGE as described above. The blot was incubated with antibodies described in Appendix Table S2. Signals were detected with SuperSignalWest Pico Chemiluminescent Substrate (Pierce, Rockford, IL, USA), or with ECL Western Blotting Substrate (Promega, Madison, WI, USA) and visualized with image quant LAS 4000 (Fujifilm Life Science, Roche Diagnostics) or Amersham Imager 600 (GE Healthcare).

### Transfection and immunoprecipitation

Two hundred and ninety three T cells were transiently transfected with 3 μg of vector, FLAG‐tagged TRAF6, and HA‐tagged ubiquitin mixed with 30 μl polyethyleneimine (PEI). The cells were cultured for 48 h after the transfection and lysed in Cell Lysis Buffer (Cell Signaling Technology, Danvers, MA; #9803). For immunoprecipitation, the cell lysates were incubated with an anti‐FLAG (SIGMA, #F3165) antibody for 30 min at 4°C. Then, the samples were incubated with Dynabeads protein‐G (Themo Fisher Scientific, USA) for 30 min at 4°C. The precipitates were washed three times with the cell lysis buffer containing 1 mM phenylmethanesulfonyl fluoride, subjected to SDS/PAGE, and were analyzed by Western blotting with anti‐HA (Roche Applied Sciences, 3F10, #11867423001) antibody.

### Quantitative PCR

Mouse BMDMs were treated with MPA (10 μM), guanosine (100 μM), and Pam3CSK4 (100 ng/ml) for 4 h, and total RNA was extracted from them using the RNeasy Mini kit (QIAGEN), and reverse‐transcribed using the High‐Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA) with the deoxyribonuclease I (Invitrogen ‐ Thermo Fisher Scientific ‐ MA, USA). Quantitative PCR (qPCR) was performed using SYBR Premix EX Taq (Takara Bio) and Rotor‐Gene Q (Qiagen, Venlo, The Netherlands). The delta–delta Ct method was used to calculate the relative gene expression values in qPCR. Sequences of the primers used for quantitative PCR in this study, from 5′ to 3′ are as follows: Tnf‐α Forward 5′‐ TCTTCTCATTCCTGCTTGTGG‐3′; Tnf‐α Reverse 5′‐ GGTCTGGGCCATAGAACTGA‐3′; IL‐1β Forward 5′‐ CTGGTGTGTGACGTTCCCATTA‐3′; IL‐1β Reverse 5′‐ CCGACAGCACGAGGCTTT‐3′; Gapdh Forward 5′‐ TTGATGGCAACAATCTCCAC‐3′; Gapdh Reverse 5′ CGTCCCGTAGACAAAATGGT‐3′.

### NF‐κB reporter assay using toll‐like receptor expressing Ba/F3 cells

Ba/F3 cells were first transduced with a reporter construct NF‐κB‐GFP and were then transduced with TLR4, TLR5, or TLR7 (Matsumoto *et al*, 2008; Shibata *et al*, 2012; Sato *et al*, 2017). These BaκB cells were cultured in RPMI medium containing 10% FBS, 1% penicillin–streptomycin and 1 ng/ml murine IL‐3 (#403‐ML, R&D Systems). To evaluate the effect of MPA and TLR ligands, titrating doses of MPA (1–10 μM) were added together with TLR ligands (TLR1/2 ligand: 100 ng/ml of Pam3CSK4 [#ab142085, Abcam]), TLR4 ligand: 100 ng/ml Lipid A (E. coli; #24005‐s, PEPTIDE INSTITUTE); TLR5 ligand: 10 ng/ml Flagellin (#FLA‐ST, InvivoGen); TLR7/8 ligand: 100 ng/ml of R848 (#tlrl‐r848, InvivoGen) to the culture. After 24 h of incubation, GFP expression in BaκB cells was measured by a BD FACSVerse analyzer.

### Morphological analysis

Cytospin preparations were stained with Wright‐Giemsa. Images were obtained with a BX51 microscope and a DP12 camera (Olympus).

### Flow cytometry analysis

Mouse bone marrow cells were isolated from femurs and tibias using bone‐crushing technique. After filtered into Falcon Cell Strainer (mesh size 40 μm, Cat# 087711), red cells were removed using 1x red blood cell (RBC) lysis Buffer. Cells were stained by antibodies (Appendix Table S3) in PBS containing 2% FBS (staining medium) for 30 min on ice. Cells were then washed twice in a staining medium and analyzed by FACS Verse or sorted by FACS Aria (BD Biosciences, San Jose, CA, USA). Cell cycle (#V35003, Vybrant DyeCycle Violet stain; Invitrogen) and apoptosis (Annexin V‐APC kit; BD Biosciences) analyses were performed according to the manufacturer's recommendations.

### Single‐cell mass cytometry analysis

A summary of all mass cytometry antibodies, reporter isotopes, and concentrations used for analysis are provided in Appendix Table S4. Primary conjugates of mass cytometry antibodies were purchased preconjugated from Fluidigm or prepared using the MaxPAR antibody conjugation kit (Fluidigm PRD002 Version7) according to the manufacturer's recommended protocol. For sample preparation, MLL‐AF9 cells were isolated from femurs and tibias of mice treated with vehicle (0.5 w/v% Methyl Cellulose 400 Solution) or FF‐10501‐01 24 h before. After filtration with Falcon Cell Strainer (mesh size 40 μm, Cat# 087711), red cells were removed using 1x Ammonium‐Chloride‐Potassium (ACK; Thermo Fisher, #A1049201) buffer. These cells were counted and resuspended in PBS (1 × 10^7^/ml), stained with live/dead cell indicator Cell‐IDTM Cisplatin (Fluidigm, Cat# 201198) at a final concentration of 5 μM, and were then fixed with 1 × Maxpar FixI Buffer (Fluidigm, Cat# 201065). 1 × 10^6^ cells/sample were aliquoted and were stained with the 26 antibodies (Appendix Table S4) according to the Maxpar Phospho‐protein Staining (Fluidigm, PRD016 Version3) protocol. At the end of cell staining, cells were labeled with Cell‐IDTM Intercalator–Ir in Maxpar Cell Staining Buffer (Fluidigm Cat#201068) at 4°C overnight for DNA intercalation. Stained samples were washed twice with Maxpar Cell Staining Buffer (Fluidigm Cat#201068) and once with Maxpar Water (Fluidigm, Cat# 201069). Then, cells (2.5 × 10^5^ cells/ml) in Maxpar Water (Fluidigm, Cat# 201069) were added with EQTM Four Element Calibration Beads (Fluidigm, Cat#201087) diluted to 1/10. The samples were filtered with 40 μm Cell Strainer Snap Cap Falcon™ Test Tube (Cat#0877123) immediately prior to sample acquisition on HeliosTM mass cytometer (Fluidigm, Cat#107002). Approximately 100 K events per sample were acquired for each sample. FCS files were normalized to the EQ Four Element Calibration Beads using Helios software (Version 6.5.358) and were analyzed by SPADE. Gating and extraction of median expression levels were performed using Cytobank (https://premium.cytobank.org) under a condition of Target Number of Nodes is 150. The file was downsampled to an absolute number of 5,000. The CD45.2^+^ population and eight clustering channels (141Pr_Gr1, 143rd_CD41, 145_Nd_CD4, 160Gd_B220, 168Er_CD8a, 170Er_CD49d, 172Yb_Mac‐1, 173Yb_ckit) were selected to create categorization for the SPADE.

### Metabolome analysis

Mouse MLL‐AF9 cells (1 × 10^6^ cells/mouse) were intravenously injected into C57BL/6J recipient mice (total *n* = 6). MLL‐AF9 mice were treated with vehicle or FF‐10501‐01 (160 mg/kg) 10 days after transplantation. Bone marrow cells were harvested from the mice 24 h after the treatment, and 5 × 10^5^ GFP^+^ cells were sorted for metabolome analysis. After metabolite extraction from sorted cells, metabolome analysis was performed as described previously (Kunisawa *et al*, 2015). Briefly, frozen sorted cell fractions together with internal standard (IS) compound 2‐morpholinoethanesulfonic acid was suspended in ice‐cold methanol (500 μl) followed by the addition of an equal volume of chloroform and 0.4 times the volume of ultrapure water (LC/MS grade, Wako). The suspension was then centrifuged at 15,000 *g* for 15 min at 4°C. After centrifugation, the aqueous phase was ultra‐filtered using an ultrafiltration tube (Ultra‐free MC‐PLHCC, Human Metabolome Technologies). The filtrate was concentrated with a vacuum concentrator (SpeedVac, Thermo). The concentrated filtrate was dissolved in 25 μl of ultrapure water and used for ion chromatography (IC)‐MS analyses as described below. For metabolome analysis of anion metabolites were measured using an orbitrap‐type MS (Q‐Exactive focus, Thermo Fisher Scientific, San Jose, CA), connected to a high‐performance IC system (ICS‐5000+, Thermo Fisher Scientific) that enables us to perform highly selective and sensitive metabolite quantification owing to the IC‐separation and Fourier Transfer MS principle. The IC was equipped with an anion electrolytic suppressor (Thermo Scientific Dionex AERS 500) to convert the potassium hydroxide gradient into pure water before the sample enters the mass spectrometer. The separation was performed using a Thermo Scientific Dionex IonPac AS11‐HC, 4‐μm particle size column. IC flow rate was 0.25 ml/min supplemented post‐column with 0.18 ml/min makeup flow of MeOH. The potassium hydroxide gradient conditions for IC separation are as follows: from 1 mM to 100 mM (0–40 min), 100 mM (40–50 min), and 1 mM (50.1–60 min), at a column temperature of 30°C. The Q Exactive focus mass spectrometer was operated under an ESI negative mode for all detections. Full mass scan (*m/z* 70–900) was used at a resolution of 70,000. The automatic gain control target was set at 3 × 10^6^ ions, and maximum ion injection time (IT) was 100 ms. Source ionization parameters were optimized with the spray voltage at 3 kV and other parameters were as follows: transfer temperature at 320°C, S‐Lens level at 50, heater temperature at 300°C, Sheath gas at 36, and Aux gas at 10.

### RNA‐Seq analysis

Mouse MLL‐AF9 cells (1 × 10^6^ cells/mouse) were intravenously injected into C57BL/6J recipient mice (total *n* = 6). MLL‐AF9 mice were treated with vehicle or FF‐10501‐01 (160 mg/kg) 10 days after transplantation. Bone marrow cells were harvested from the mice 24 h after the treatment, and 5 × 10^5^ GFP^+^ cells were sorted for RNA‐Seq. Total RNA was extracted using RNeasy Mini Kit (Qiagen), and the quality and quantity of RNA were checked using Agilent High Sensitivity RNA Screen Tape and Qubit. RNA libraries were prepared using 500 ng total RNA with SureSelect Strand‐Specific RNA Preparation Kit (Agilent) according to the manufacturer's protocol. The quality and quantity of these libraries were checked using Agilent TapeStation D1000 and KAPA Library Quantification Kits [KAPA BioSystems] / Real‐time PCR Systems Step One Plus [Applied Biosystems]. These libraries were sequenced on the Illumina HiSeq2500 System with 2 × 100 nucleotide paired end reads according to the manufacturer's protocol. Derived reads were processed using cutadapt (1.8.1) and fastx‐toolkit (0.0.13) to remove Illumina adaptor sequence and to trim low‐quality bases. Quality of reads were assessed using FastQC. Processed reads were aligned to GRCm38 reference transcripts using TopHat(2.1.1)‐Cufflinks(2.2.1) pipeline (Trapnell *et al*, 2010, 2014; Kim *et al*, 2013) to derive gene FPKM values. For clustering analysis, normalized read counts were further transformed by the variance‐stabilizing transformation method in DESeq2. They were then subjected to hierarchical clustering analysis with Ward's method.

### Statistical analyses

GraphPad Prism 9 was used for statistical analyses. Unpaired Student's *t*‐test (two‐tailed) and Ordinary one‐way ANOVA were used for pairwise comparisons of significance. The log‐rank (Mantel‐Cox) was used for the survival curves comparison. The differentially expressed gene of RNA‐seq was analyzed by Cuffdiff. A *P*‐value > 0.05 was considered as not significant (ns). Animal experiments were neither blinded nor randomized. The type of replication (biological or technical) is indicated in figure legends. Sample size was decided based on our previous experience in the field, not predetermined by a statistical method. All data are shown as mean ± SEM.

## Author contributions

**Xiaoxiao Liu:** Conceptualization; resources; data curation; software; formal analysis; validation; investigation; visualization; methodology; writing – original draft; project administration; writing—review and editing. **Naru Sato:** Resources; data curation; supervision; methodology; writing—review and editing. **Tomohiro Yabushita:** Conceptualization; resources; software; supervision; methodology; writing—review and editing. **Jingmei Li:** Data curation; validation; writing—review and editing. **Yuhan Jia:** Data curation; validation; writing—review and editing. **Moe Tamura:** Data curation; methodology; writing—review and editing. **Shuhei Asada:** Supervision; writing—review and editing. **Takeshi Fujino:** Resources; supervision; methodology; writing—review and editing. **Tsuyoshi Fukushima:** Conceptualization; supervision; writing—review and editing. **Taishi Yonezawa:** Validation; methodology; writing—review and editing. **Yosuke Tanaka:** Supervision; funding acquisition; writing—review and editing. **Tomofusa Fukuyama:** Supervision; funding acquisition; writing—review and editing. **Akiho Tsuchiya:** Data curation; validation; methodology; writing—review and editing. **Shiori Shikata:** Data curation; methodology; writing—review and editing. **Hiroyuki Iwamura:** Supervision; validation; writing—review and editing. **Chieko Kinouchi:** Supervision; validation; writing—review and editing. **Kensuke Komatsu:** Supervision; validation; writing—review and editing. **Satoshi Yamasaki:** Resources; software; formal analysis; visualization; methodology; writing—review and editing. **Tatsuhiro Shibata:** Resources; software; supervision; validation; visualization; writing—review and editing. **Atsuo Sasaki:** Conceptualization; supervision; funding acquisition; methodology; writing—review and editing. **Janet Schibler:** Data curation; formal analysis; validation. **Mark Wunderlich:** Resources; data curation; software; formal analysis; supervision; validation; methodology; writing—review and editing. **Eric O'Brien:** Resources; supervision; validation; methodology; writing—review and editing. **Benjamin Mizukawa:** Resources; supervision; funding acquisition; validation; writing—review and editing. **James C Mulloy:** Resources; supervision; funding acquisition. **Yuki Sugiura:** Resources; software; formal analysis; visualization; methodology. **Hitoshi Takizawa:** Resources; software; supervision; methodology; writing—review and editing. **Takuma Shibata:** Conceptualization; resources; supervision; validation; methodology; writing—review and editing. **Kensuke KM Miyake:** Conceptualization; resources; supervision; methodology; writing—review and editing. **Toshio Kitamura:** Supervision; funding acquisition; investigation; project administration; writing—review and editing. **Susumu Goyama:** Conceptualization; resources; data curation; software; formal analysis; supervision; funding acquisition; validation; investigation; visualization; methodology; writing—original draft; project administration; writing—review and editing.

## Disclosure and competing interests statement

H.I., C.K. and K.K. belong to FUJIFILM Corporation. S.G. has research support from FUJIFILM Corporation. Other authors declare that they have no competing interests.

**The paper explained**

**Problem**

Acute myeloid leukemia (AML) is an aggressive form of blood cancer that can develop rapidly without treatment. The *MLL* gene on chromosome 11q23 is frequently disrupted in certain subtypes of AML, resulting in the fusion of *MLL* to a number of different partner genes. The MLL‐fusions have strong leukemogenic potential to drive AML development. Despite recent advances in therapeutic approaches, patients with MLL‐fusion AML still have poor outcomes under the current standard of care. Therefore, high demand exists to develop new therapies for MLL‐fusion AML.

**Results**

Inosine monophosphate dehydrogenase (IMPDH) is an enzyme that play an essential role in guanine nucleotide synthesis pathway. IMPDH inhibitors have been prescribed to prevent rejection after organ transplantation. In this study, we found the potent antileukemia effect of two IMPDH inhibitors, MPA and FF‐10501‐01, on MLL‐fusion AMLs. The alternate‐day administration of IMPDH inhibitors to mice effectively suppressed the development of AML *in vivo* without showing devastating effects on immune cells. As a mechanism, we found that IMPDH inhibitors induce overactivation of the TLR signaling and upregulation of VCAM1 in AML cells.

**Impact**

These data provide a rational basis for clinical testing of IMPDH inhibitors against MLL‐fusion AMLs. Given the established safety as immunosuppressants, repurposing MPDH inhibitors could provide an affordable, safe, and effective therapy for leukemia patients. Our study also revealed the previously unrecognized crosstalk between intracellular levels of guanine nucleotides and TLR signaling, which will merit future studies.

## Supporting information

Appendix

Expanded View Figures PDF

Source Data for Expanded View

PDF+

Source Data for Figure 1

Source Data for Figure 3

Source Data for Figure 5

## Data Availability

All data needed to evaluate the conclusions are present in the paper and/or the Appendix files. The datasets produced in this study are available in the following databases:
Mass Cytometry data: FCM files (DOI: 10.17632/984b9rh5h4.1; https://data.mendeley.com/datasets/984b9rh5h4/1) RNA‐seq data: GSE214474 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214474)

# Supplementary material for: IMPDH inhibition activates TLR‐VCAM1 pathway and suppresses the development of MLL‐fusion leukemia
**Source:** EMBO Mol Med. 2022 Dec 1;15(1):e15631. doi: 10.15252/emmm.202115631
**Supplement:** Supplementary file 4 — PDF+

IMPDH inhibition activates TLR-VCAM1 pathway and suppresses the development of MLL-fusion leukemia

Xiaoxiao Liu¹ , Naru Sato² , Tomohiro Yabushita², Jingmei Li¹, Yuhan Jia¹, Moe Tamura¹, Shuhei Asada^{2,3} , Takeshi Fujino², Tsuyoshi Fukushima², Taishi Yonezawa¹, Yosuke Tanaka², Tomofusa Fukuyama² , Akiho Tsuchiya², Shiori Shikata², Hiroyuki Iwamura⁴ , Chieko Kinouchi⁵, Kensuke Komatsu⁵ , Satoshi Yamasaki⁶, Tatsuhiro Shibata⁶, Atsuo T Sasaki⁷, Janet Schibler⁸, Mark Wunderlich⁸, Eric O'Brien⁹, Benjamin Mizukawa⁸, James C Mulloy⁸, Yuki Sugiura¹⁰, Hitoshi Takizawa¹¹ , Takuma Shibata¹², Kensuke Miyake¹², Toshio Kitamura² & Susumu Goyama^{1,*} Abstract

Inosine monophosphate dehydrogenase (IMPDH) is a rate-limiting enzyme in *de novo* guanine nucleotide synthesis pathway. Although IMPDH inhibitors are widely used as effective immunosuppressants, their antitumor effects have not been proven in the clinical setting. Here, we found that acute myeloid leukemias (AMLs) with MLL-fusions are susceptible to IMPDH inhibitors *in vitro*. We also showed that alternate-day administration of IMPDH inhibitors suppressed the development of MLL-AF9-driven AML *in vivo* without having a devastating effect on immune function. Mechanistically, IMPDH inhibition induced overactivation of Toll-like receptor (TLR)-TRAF6-NF- κ B signaling and upregulation of an adhesion molecule VCAM1, which contribute to the antileukemia effect of IMPDH inhibitors. Consequently, combined treatment with IMPDH inhibitors and the TLR1/2 agonist effectively inhibited the development of MLL-fusion AML. These findings provide a rational basis for clinical testing of IMPDH inhibitors against MLL-fusion AMLs and potentially other aggressive tumors with active TLR signaling.

Keywords IMPDH inhibitor; MLL-fusion leukemia; TLR signaling; Vcam1

Subject Categories Cancer; Haematology

DOI 10.15252/emmm.202115631 | Received 22 December 2021 | Revised 8 November 2022 | Accepted 8 November 2022 | Published online 1 December 2022

EMBO Mol Med (2023) 15: e15631

See also: [M Sezaki & G Huang](#) (January 2023)

Introduction

MLL-fusion leukemias are aggressive forms of acute leukemias carrying chimeric fusion of the *MLL* (also called *KMT2A*) gene. The *MLL* gene encodes a histone H3 lysine 4 (H3K4) methyltransferase and is the frequent target of chromosomal translocations, resulting in the fusion of the 5' portion of *MLL* to a number of different partner genes (Yokoyama, 2015; Slany, 2016). MLL-fusions, such as MLL-AF9, MLL-AF4, and MLL-ENL, are recurrently found in a subset of acute myeloid leukemia (AML) and B-cell precursor acute lymphoblastic leukemia (B-ALL). The MLL-fusion proteins lose the H3K4 methyltransferase activity but instead acquire aberrant functions for epigenetic regulation. Despite recent advances in understanding molecular pathogenesis and therapeutic approaches, many patients with MLL-fusion leukemia still have poor outcomes.

Studies have identified crucial factors that are involved in MLL-fusion driven leukemogenesis, including interacting proteins (Yokoyama *et al*, 2005; Yokoyama & Cleary, 2008), epigenetic regulators (Okada *et al*, 2005; Zuber *et al*, 2011b; Harris *et al*, 2012; Neff *et al*, 2012; Asada *et al*, 2018), transcription factors (Zuber

2 Division of Cellular Therapy, The Institute of Medical Science, The University of Tokyo, Tokyo, Japan

3 The Institute of Laboratory Animals, Tokyo Women's Medical University, Tokyo, Japan

4 FUJIFILM Corporation: Pharmaceutical Products Division, Tokyo, Japan

5 FUJIFILM Corporation: Bio Science & Engineering Laboratories, Kanagawa, Japan

6 Laboratory of Molecular Medicine, Human Genome Center, The Institute of Medical Science, The University of Tokyo, Tokyo, Japan

7 Division of Hematology and Oncology, Department of Internal Medicine, University of Cincinnati, Cincinnati, OH, USA

8 Division of Experimental Hematology and Cancer Biology, Cincinnati Children's Hospital Medical Center, Cincinnati, OH, USA

9 Division of Oncology, Department of Pediatrics, University of Cincinnati, Cincinnati, OH, USA

10 Department of Biochemistry, Keio University School of Medicine, Tokyo, Japan

et al, 2011a; Goyama et al, 2013; Ye et al, 2015), and signaling molecules (Wang et al, 2008, 2010; Kuo et al, 2013). In AML, MLL rearrangements are most strongly associated with French-American-British subtypes M4/M5 that have monocytic/macrophage-like characteristics (Tien et al, 2000). Because Toll-like receptors (TLRs) constitute a key signaling system in these innate immune cells (Takeda & Akira, 2005), the TLR pathways could also be therapeutic targets in MLL-fusion AMLs. Toll-like receptors mainly transduce signals through an adaptor protein MyD88. MyD88 forms the Myddosome with IRAK kinases, which induces association and activation of the E3 ubiquitin ligase TRAF6. TRAF6 promotes K63-linked polyubiquitination of the protein kinase TAK1, and TAK1 then activates NF- κ B and MAPK pathways. The activated NF- κ B induces expression of pro-inflammatory cytokines and adhesion molecules, such as TNF- α , IL-6, and Vcam1. The active IRAK-NF- κ B pathway has been shown to be necessary to maintain aberrant epigenetic programs induced by MLL-fusion proteins (Goyama & Mulloy, 2013; Kuo et al, 2013; Liang et al, 2017). Importantly, excessive activation of the TLR-NF- κ B pathway could also prevent tumor development. Indeed, studies have shown that agonistic targeting TLR1/2 or TLR8 induced apoptosis and differentiation of MLL-fusion AMLs (Ignatz-Hoover et al, 2015; Eriksson et al, 2017).

Uncontrolled cell proliferation is a hallmark of tumors, including MLL-fusion leukemia, which requires adequate nucleotide biosynthesis. Guanine nucleotides play essential roles in diverse biological processes and are synthesized *de novo* or recycled via salvage pathways. Inosine monophosphate dehydrogenase (IMPDH) is a rate-limiting enzyme in *de novo* guanine nucleotide synthesis pathway, which is responsible for the conversion of IMP to XMP (Hedstrom, 2009; Naffouje et al, 2019; Fig 1A). In mammals, there are two IMPDH isotypes: IMPDH1 and IMPDH2. IMPDH2 is a predominant isotype in most tissues, especially in tumors and highly replicative cells (Collart et al, 1992). Several IMPDH inhibitors, such as Mycophenolic acid (MPA) and mizoribine, are widely used as immunosuppressants for the prevention of organ transplant rejection (Naffouje et al, 2019). In addition, recent studies have shown the antitumor activity of IMPDH inhibition against a variety of tumors, such as glioblastoma (Kofuji et al, 2019), ASCL1-low-small-cell lung cancer (Huang et al, 2018), relapsed ALL with NT5C2 mutations (Tzoneva et al, 2018) and AML cell lines (Mura-

et al, 2016; Yang et al, 2017). In clinical trials, tiazofurin and FF-10501-01 (a prodrug of mizoribine) showed clinical activity in patients with myeloid neoplasms (Tricot et al, 1989; Garcia-Manero et al, 2020). However, the clinical trial using FF-10501-01 was discontinued due to increased mucositis events (Garcia-Manero et al, 2020), indicating that further optimization of dose schedule is required to minimize side effects of IMPDH inhibitors. Another concern for the use of IMPDH inhibitors as anticancer drugs is their immunosuppressive activity. Given the importance of tumor immunosurveillance, the therapeutic effects of IMPDH inhibitors could be attenuated *in vivo*.

In this study, we showed the potent antileukemia effect of two IMPDH inhibitors, MPA and FF-10501-01, on MLL-fusion AMLs. Importantly, we found that alternate-day administration of IMPDH inhibitors to mice suppressed the development of MLL-AF9-driven AML *in vivo* without substantially reducing the number of immune cells. Our study also revealed the unexpected effect of IMPDH inhibitors to induce overactivation of the TLR signaling and upregulation of VCAM1 in AML cells, which is likely to contribute to their antileukemia effects.

Results

Inhibition of IMPDH suppresses the growth of MLL-fusion leukemia cells *in vitro*

We first assessed the effect of MPA on several human AML cell lines (with MLL-fusions: MV4;11, MOLM13, NOMO1 and THP1, without MLL-fusions: HL60, Kasumi-1, OCI-AML3 and U937), human cord blood (CB) CD34⁺ cells, and those expressing MLL-AF9 (CB-MA9#1, 2, 3) or MLL-ENL (CB-MLL-ENL#1, 2), and patient-derived xenograft (PDX) cell lines derived from AML patients with or without MLL-fusions (AML#1, 2, 3 or AML#4, 5, 6, Appendix Table S1). Most of the AML cells with MLL-fusions are more sensitive to MPA than normal CB cells and non-MLL-fusion AMLs (Figs 1B and C, and EV1; Appendix Fig S1), indicating a high dependency of MLL-fusion AMLs on the guanine nucleotide synthesis pathway. RNA levels of IMPDH1 and IMPDH2 differed substantially between individuals and were not correlated with the MLL-fusions (Fig EV2A

Figure 1. IMPDH inhibitors suppress the growth of MLL-fusion leukemia *in vitro*.

- A Schematic of *de novo* purine nucleotide synthesis.
- B, C IC₅₀ values for MPA-response curves using cell viability assay were shown. Human AML cell lines (with MLL-fusions: MV4;11, MOLM13, NOMO1 and THP1, without MLL-fusions: HL60, Kasumi-1, OCI-AML3 and U937), human cord blood (CB) CD34⁺ cells, and those expressing MLL-AF9 (CB-MLL-AF9#1, 2, 3) or MLL-ENL (CB-MLL-ENL-1, 2), and patient cells with or without MLL-fusions (AML#1, 2, 3 or AML#4, 5, 6) were treated with titrating doses of MPA (1–100 μ M) for 72 h in three technical replicates.
- D Response curves of FF-10501-01 (1–100 μ M) for 72 h in three technical replicates.
- E FCM plots of the cell cycle and apoptosis analyses in MLL-AF9 expressing CB cells and MV4;11 cells. Cells were incubated with/without 1 μ M MPA and 100 mM Guanosine for 36 h. Numbers indicate the frequency of S/G2/M-phase cells (left) and Annexin V⁺ cells (right).
- F, G Immunophenotypes and Wright-Giemsa staining of MLL-AF9 expressing CB cells after 4 days of culture with/without 3.3 μ M MPA and 100 μ M Guanosine (Scale bar: 20 μ m).
- H MLL-ENL-expressing CB cells and MOLM13 cells were transduced with Cas9 together with non-targeting (NT) sgRNA or IMPDH2-targeting sgRNAs (IMPDH2-KO1 and KO2) co-expressing tRFP657. Changes in the frequency of tRFP657⁺ cells (sgRNA-transduced cells) in cell cultures are shown. Results are normalized to the frequency of tRFP657⁺ cells at day 4, set to 1.
- I The tRFP657⁺ cells in (H) were sorted and subjected to western blotting. The depletion of IMPDH2 protein in MLL-ENL cells and MOLM13 cells was confirmed by western blotting.

Data information: All data are shown as mean $\pm$ SEM.

Source data are available online for this figure.

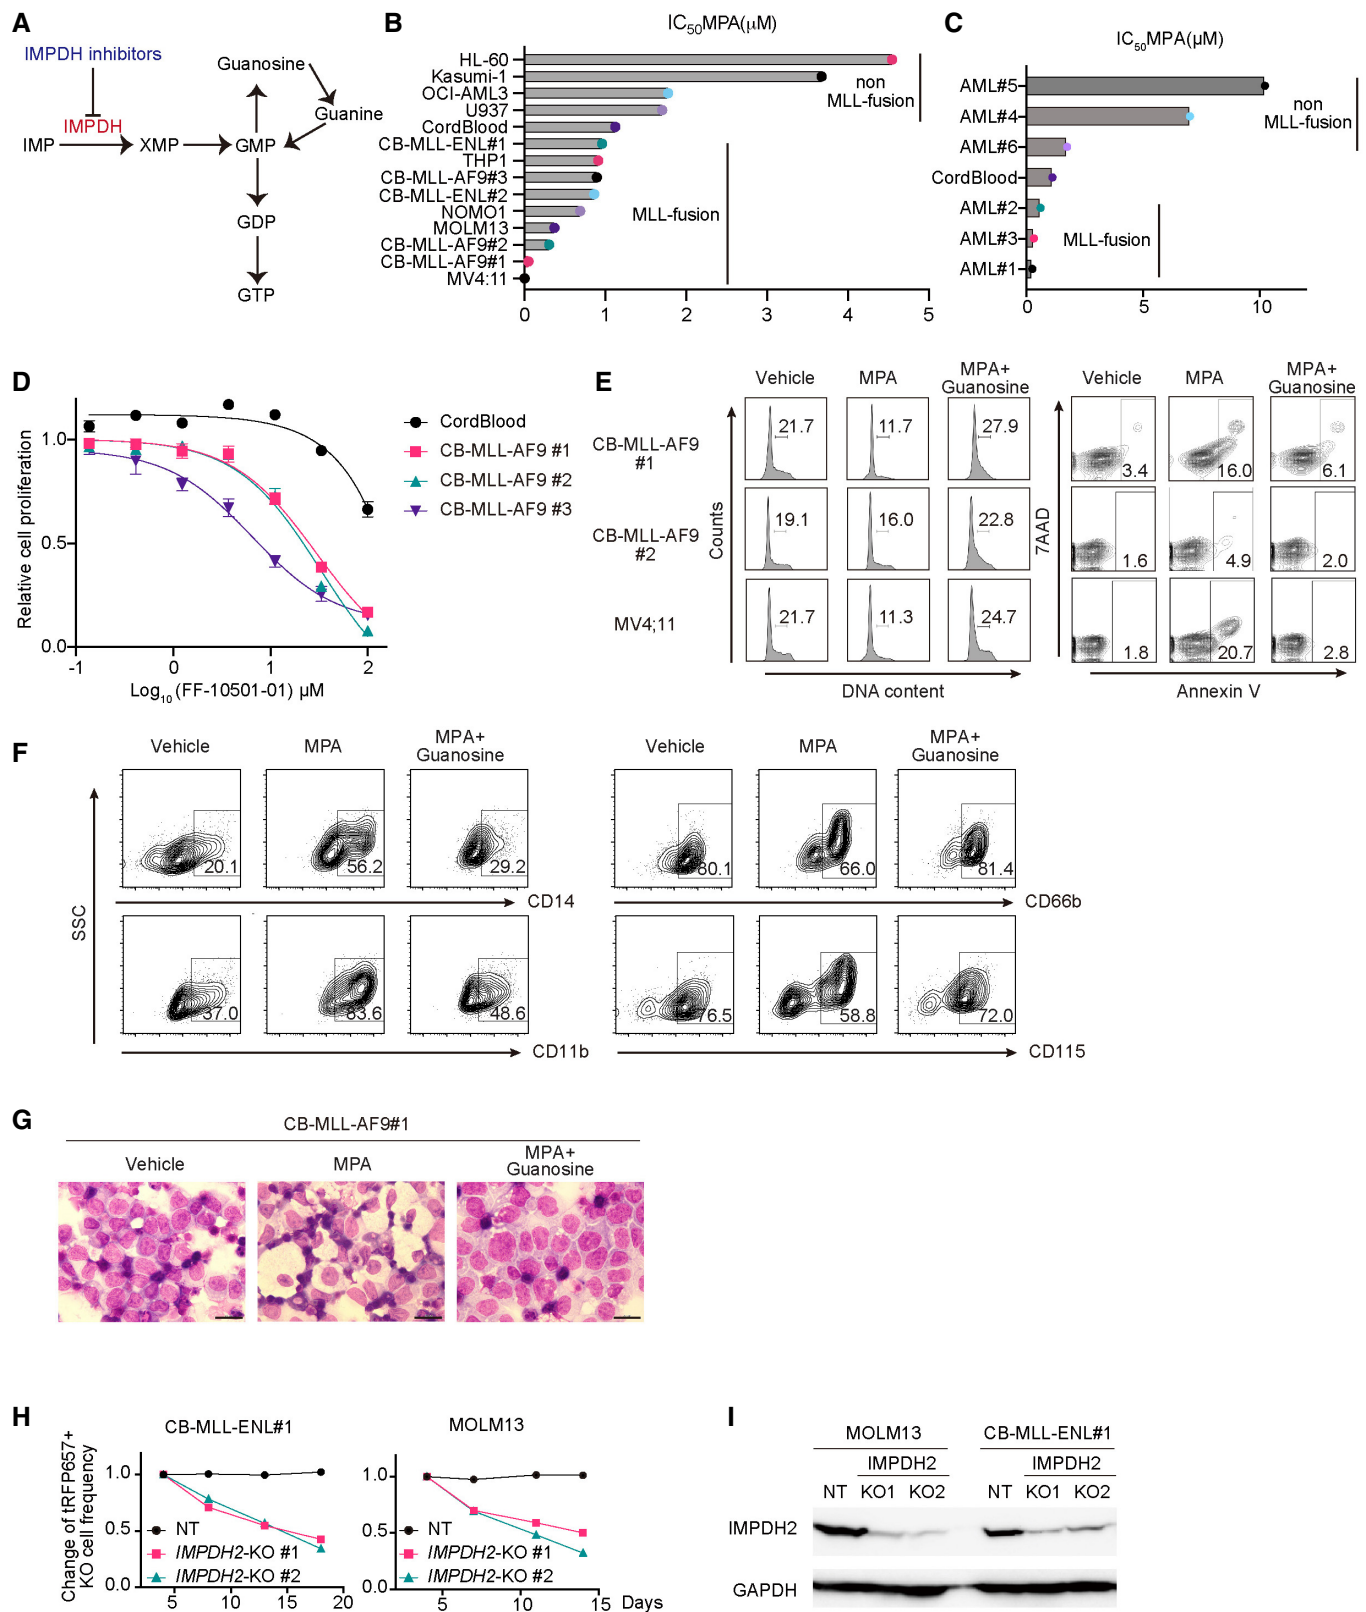

Figure 1.

and B), indicating that expression of IMPDH1/2 did not predict sensitivity of each PDX-AML to MPA. Another IMPDH inhibitor FF-10501-01 also showed the growth-inhibitory effect on MLL-AF9-expressing CB cells, while it showed only modest effect on normal CB cells (Fig 1D). Mechanistically, MPA treatment caused a cell cycle arrest at G0/G1-phase and triggered apoptosis in MLL-AF9-expressing CB cells, MV4;11 cells and MOLM13 cells (Fig 1E; Appendix Fig S2A and B). Furthermore, MPA-induced differentiation of MLL-AF9-expressing CB cells, as evidenced by the changes in surface marker expression or morphological changes (Fig 1F and G). These MPA-induced changes in MLL-fusion leukemia cells were reversed by the supplementation of guanosine (Fig 1E–G; Appendix Fig S1), confirming that guanine nucleotide depletion underlies the effects of MPA. We also found that MPA synergized with a BCL2 inhibitor venetoclax, but not with a hypomethylating agent decitabine, to inhibit the growth of MLL-AF9-expressing CB cells (Appendix Fig S3A and B). We then assessed the role of IMPDH1 and IMPDH2 in MLL-fusion leukemias using the CRISPR/Cas9 system. Genetic depletion of IMPDH2 inhibited the growth of MOLM13 cells and MLL-ENL-expressing CB cells, while IMPDH1 depletion showed little effects on their growth. (Figs 1H and I, and EV2C and D). These data indicate that IMPDH2 is a key molecule in MLL-fusion leukemia. Thus, IMPDH inhibition suppresses cell cycle progression, induces apoptosis, and enhances differentiation in MLL-fusion AMLs, thereby inhibits their growth.

Because MLL-fusions are also known to drive the development of B-ALL, we then assessed the effect of MPA on CB cells expressing MLL-Af4 that recapitulate t (4;11) pro-B ALL (Lin *et al*, 2016) using a coculture assay with murine stromal cell line MS-5 (Appendix Fig S4A). Addition of MPA induced a dramatic decrease in the formation of leukemic cobblestone-forming cells with a concomitant increase of CD10⁺ expression in MLL-Af4 cells in a concentration-dependent manner (Appendix Fig S4B and C). Furthermore, MPA inhibited the cobblestone formation of PDX cells derived from two B-ALL patients (ALL#1 and ALL#2) at relatively low concentration (1 μ M). The MPA-induced inhibition of cobblestones formation of ALL#1 cells was partially reversed by guanosine

supplementation (Appendix Table S1 and Appendix Fig S4D and E). Thus, IMPDH inhibitors show robust growth-inhibitory effects on leukemias with MLL-fusions *in vitro*.

IMPDH inhibitors suppress the development of MLL-AF9-driven AML without eradicating immune cells in mice

We next assessed the *in vivo* effect of IMPDH inhibitors using a mouse AML model driven by MLL-AF9. Mouse bone marrow (BM) progenitors were transduced with MLL-AF9 (co-expressing GFP) and were transplanted into C57BL/6J recipient mice. MLL-AF9-expressing AML cells were collected from moribund mice and used for serial transplantation. The mice that received MLL-AF9 cells were then treated with vehicle or IMPDH inhibitors every other day from Day 1 (Fig 2A). Treatment with both mycophenolate mofetil (MMF; a prodrug of MPA, 120 mg/kg) and FF-10501-01 (160 mg/kg) inhibited the engraftment of MLL-AF9 cells and significantly prolonged survival of these mice (Fig 2B and C). Delayed initiation of FF-10501-01 (from Day 12 to Day 23) still prolonged the survival of MLL-AF9 leukemia mice, with reduction of GFP⁺ leukemia cells in peripheral blood (Fig EV3A and B). To assess the mechanisms of drug action *in vivo*, we then treated the mice with IMPDH inhibitors for two consecutive days and analyzed the bone marrow cells on the next day (Fig 2D). We found that FF-10501-01 induced myeloid differentiation of MLL-AF9 cells *in vivo*, as evidenced by the characteristic morphological changes (Fig 2E), the increase in Mac-1⁺Gr-1⁺ cells, and the decrease in c-Kit⁺Gr-1[−] cells (Fig 2F). By contrast, FF-10501-01 did not induce cell cycle arrest and apoptosis in MLL-AF9 cells in this experimental condition (Fig 2G).

To assess the effect of IMPDH inhibition on human AML cells *in vivo*, we transplanted the MPA-sensitive PDX cells with MLL-fusions (Appendix Table S1) to the immunodeficient NOD/RAG1/2^{−/−}IL2R γ ^{−/−} (NRGS) mice expressing human SCF, IL-3, and GM-CSF (Barve *et al*, 2018), and treated them with IMPDH inhibitors (MMF or FF-10501-01) for 3 weeks (Fig 2H). Although both inhibitors showed a weak tendency to reduce the engraftment of human AML cells in bone marrow, neither of them improved the survival

Figure 2. IMPDH inhibitors suppress the growth of MLL-fusion leukemia *in vivo*.

- Experimental scheme used in (B and C). C57BL/6J mice were transplanted with MLL-AF9-GFP cells and were treated with vehicle or MMF or FF-10501-01.
- Kaplan–Meier survival curves of MLL-AF9 leukemia mice treated with vehicle or MMF ($n = 12$ per group). Frequencies of GFP⁺ leukemic cells in peripheral blood at day10 are also shown (mean $\pm$ SEM) on the right side (vehicle: $n = 3$, MMF: $n = 4$). Unpaired Student's *t*-test (two-tailed) were used for pairwise comparisons of significance.
- Kaplan–Meier survival curves with vehicle ($n = 5$), FF-10501-01 ($n = 10$). Frequencies of GFP⁺ leukemic cells in peripheral blood at day10 are also shown (mean $\pm$ SEM) on the right side (vehicle: $n = 5$, FF-10501-01: $n = 5$). Unpaired Student's *t*-test (two-tailed) were used for pairwise comparisons of significance.
- Experimental scheme used in (E–G). C57BL/6J mice were transplanted with MLL-AF9-GFP cells and were treated with vehicle or FF-10501-01 on day 11 and 12. GFP⁺ MLL-AF9 leukemia cells collected from mice were analyzed on day 13.
- Wright–Giemsa staining of MLL-AF9 cells (Scale bar: 20 μ m).
- Representative FCM plots of frequencies of c-Kit⁺Gr-1[−] and Mac-1⁺Gr-1⁺ in leukemic cells and their quantification of independent mice ($n = 10$ per group). Unpaired Student's *t*-test (two-tailed) were used for pairwise comparisons of significance.
- Cell-cycle status (left) and apoptosis (right) were assessed. Frequencies of S/G2/M phase cells and Annexin V⁺ cells in GFP⁺ MLL-AF9 leukemia cells ($n = 10$ per group). Two-tailed unpaired *t*-tests were used for the comparison.
- Experimental scheme used in (I and J). MPA-sensitive patient AML#1 (MLL-AF10) cells were transplanted to NRGS mice and treated with vehicle, MMF or FF-10501-01 5 days per week for 3 weeks.
- Kaplan–Meier survival curves of PDX-transplanted leukemia mice treated with vehicle ($n = 6$), MMF ($n = 5$), or FF-10501-01 ($n = 5$).
- Frequency of human CD45⁺ cells in bone marrow at day 22 in mice described in (I). Ordinary one-way ANOVA was used for the comparison.
- Experimental scheme (left). MLL-AF9-GFP cells were transplanted into immunocompetent C57BL/6J mice and immunodeficient NSG mice. Dose schedule with vehicle or FF-10501-01 are the same as described in (A). Kaplan–Meier survival curves were also shown on the right (NSG-vehicle: $n = 8$, NSG-FF-10501-01: $n = 8$, C57BL/6J-vehicle: $n = 6$, C57BL/6J-FF-10501-01: $n = 6$).

Data information: All data are shown as mean $\pm$ SEM. Log-rank test was used to compare the survival curves.

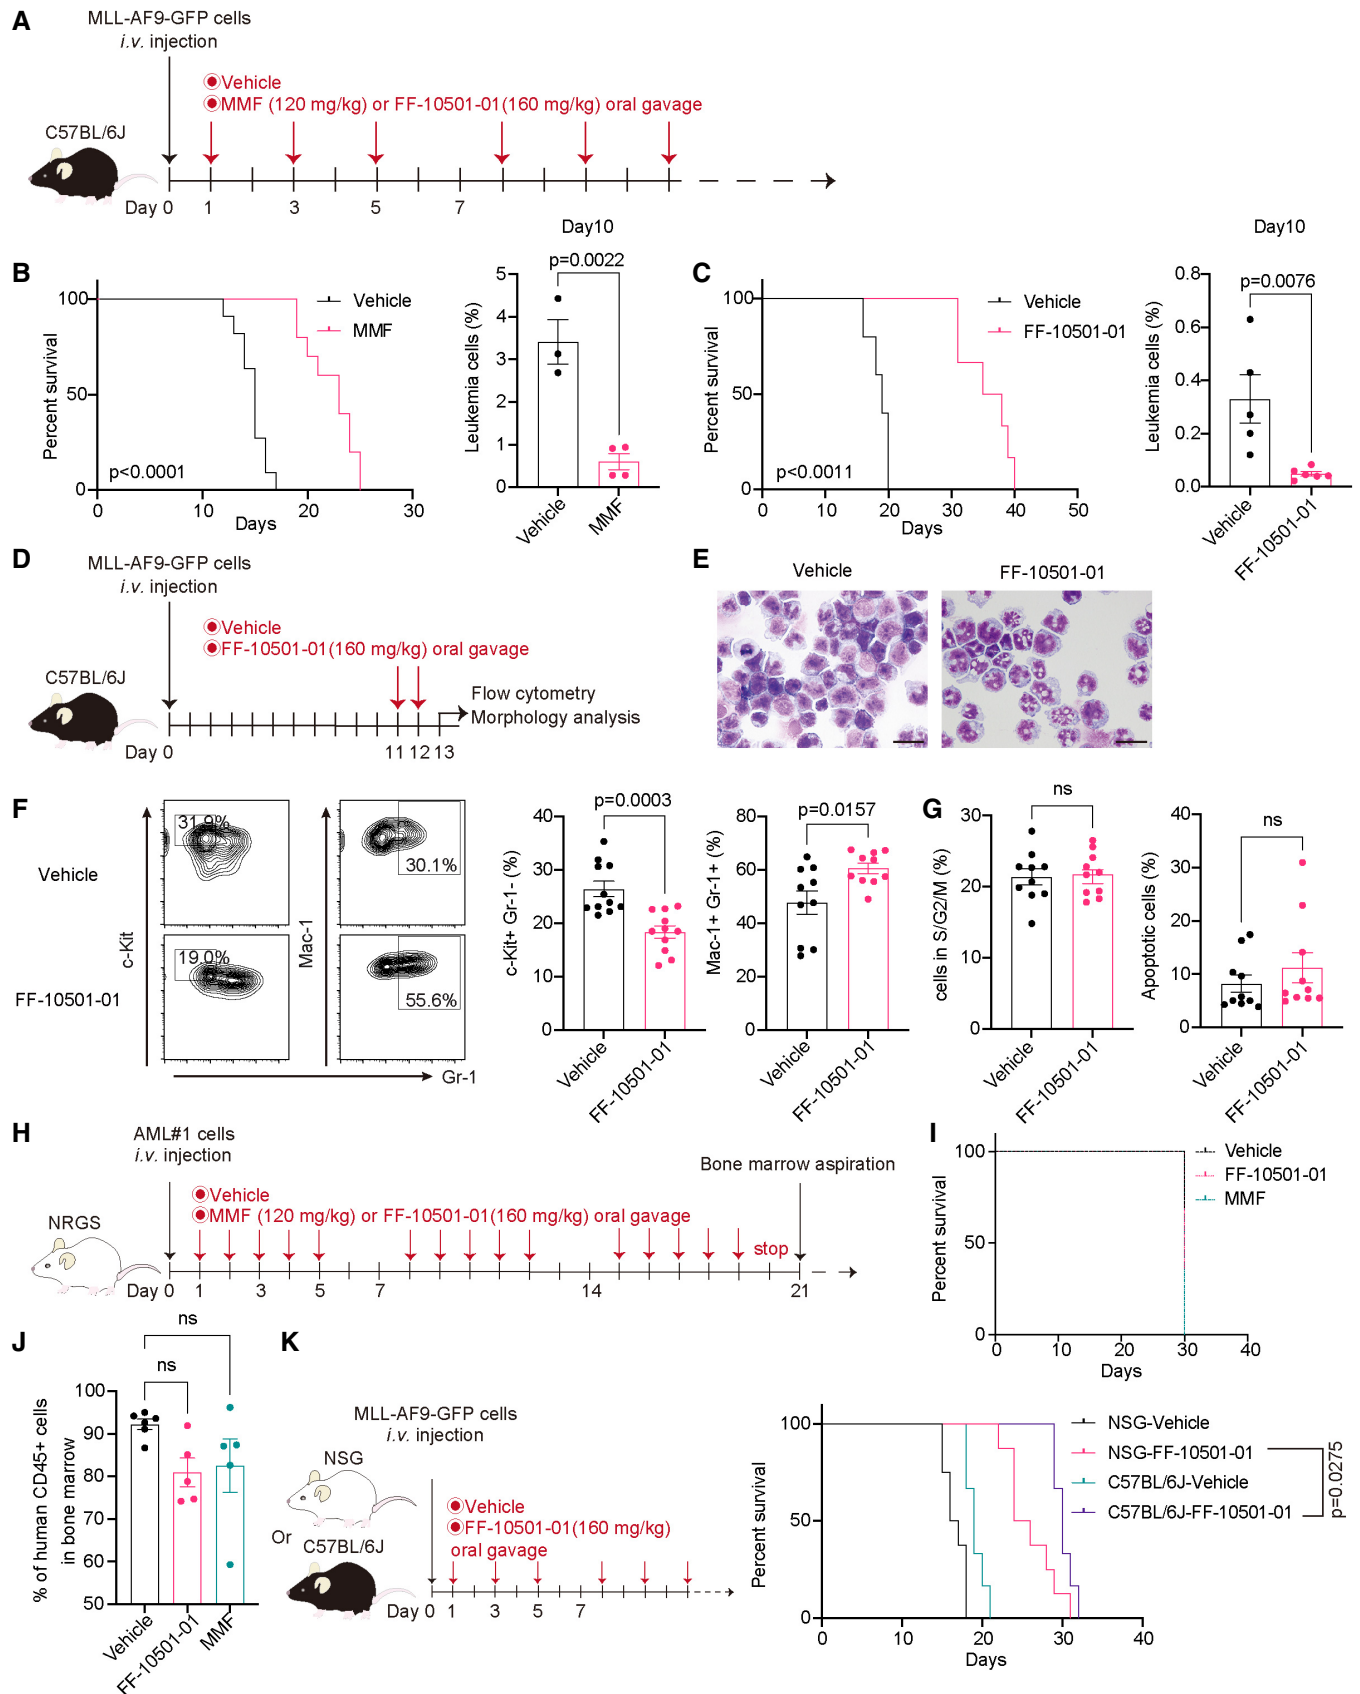

of these mice (Fig 2I and J; Appendix Fig S5A and B). These data suggest that the lack of an intact immune system in NRGS mice may limit the therapeutic effect of IMPDH inhibitors in this PDX model. Indeed, we found that FF-10501-01 treatment provided more survival benefits in immunocompetent C57BL/6J mice than immunodeficient NOD/SCID-IL2R $\gamma^{-/-}$ (NSG) mice even in the mouse MLL-AF9 model (Fig 2K), indicating that systemic immune responses contribute to the *in vivo* effect of IMPDH inhibition.

Because IMPDH inhibitors are known to act as immunosuppressants, we next assessed whether our dosing schedule for FF-10501-01 affects the numbers of immune cells in leukemic mice. We treated the MLL-AF9-bearing mice with FF-10501-01 every other day from Day 1 to Day 9 and then examined the numbers and frequency of immune cells in bone marrow and spleen at Day 10. In agreement with earlier results, treatment with FF-10501-01 substantially inhibited the growth of MLL-AF9 cells. Although FF-10501-01 treatment modestly decreased the total numbers of normal hematopoietic cells (Appendix Fig S6A and B), it did not reduce the frequency of B and T lymphocytes, NK cells, macrophages, and neutrophils in the bone marrow and spleen (Appendix Fig S6C and D). Thus, our alternate-day treatment with IMPDH inhibitors did not eradicate immune cells in mice, and the remaining immune cells are likely to enhance the antileukemia effect of IMPDH inhibitors *in vivo*.

Taken together, these results suggest that IMPDH inhibitors suppress the *in vivo* development of MLL-AF9-driven AML with the assistance of immune cells.

p53-p21 activation is dispensable for the antileukemia effect of IMPDH inhibitors

Several studies have proposed that activation of the p53-p21 pathway contributes to the antitumor effect of IMPDH inhibitors (Messina *et al*, 2004; Sun *et al*, 2008). Indeed, we observed consistent upregulation of p53 in CB cells, RUNX1-ETO-expressing CB cells (preleukemic cells; Goyama *et al*, 2016), and two MLL-AF9-expressing CB cells treated with MPA. The expression of p21 was also upregulated in most of these cells, except for an MLL-AF9 leukemia clone, CB-MLL-AF9#1 (Fig 3A). The p53-p21 upregulation

was reversed by simultaneous addition of guanosine, indicating that this was an on-target effect of MPA. To examine the role of p21 in the regulation of MPA's efficacy, we depleted p21 in CB-MLL-AF9#2 using a p21-targeting shRNA (10; Fig 3B). MPA inhibited the growth of p21-depleted MLL-AF9 cells as efficiently as control cells (Fig 3C). These data, together with the fact that CB-MLL-AF9#1 lacking p21 expression is sensitive to MPA, indicate that p21 is dispensable for the growth-inhibitory effect of IMPDH inhibition.

We next examined whether p53 activation is necessary for the antileukemia effect of MPA. We transduced vector or a dominant-negative p53 fragment (p53DD) into MLL-AF9-expressing CB cells (Fig 3D) and assessed the effect of MPA on these cells *in vitro*. MLL-AF9 cells transduced with p53DD were equally sensitive to MPA relative to control cells (Fig 3E). Finally, we assessed the sensitivity of p53-deficient mouse MLL-AF9 leukemia cells to IMPDH inhibition *in vivo*. We generated p53-deficient leukemia cells by expressing MLL-AF9 into bone marrow progenitors derived from p53 knockout mice (Tamura *et al*, 2019). The p53-deficient MLL-AF9 cells were transplanted into recipient mice, and the mice were treated with vehicle or IMPDH inhibitors. The p53-MDM2 interaction inhibitor DS-5272 (Hayashi *et al*, 2019) was also used as a control (Fig 3G). Consistent with the *in vitro* data, treatment with FF-10501-01 induced p53 upregulation in MLL-AF9 cells *in vivo*, which was not observed in p53-deficient MLL-AF9 cells (Fig 3F). Again, we found that p53-deficient MLL-AF9 cells were still sensitive to FF-10501-01 treatment *in vivo* while resistant to DS-5272 (Fig 3H). Taken together, we concluded that activation of the p53-p21 pathway is not essential for the antileukemia efficacy of IMPDH inhibitors.

IMPDH inhibition induces inflammation and alters metabolic homeostasis *in vivo*

To assess the molecular changes induced by IMPDH inhibition in MLL-AF9 cells, we first examined expression profiles of vehicle- or FF-10501-01-treated MLL-AF9 cells after two consecutive days of treatment *in vivo* (Fig 4A). A clear separation of FF-10501-01-treated cells and controls was observed (Fig 4B and C). Gene set enrichment analysis (GSEA; Mootha *et al*, 2003; Subramanian

Figure 3. The therapeutic effect of IMPDH inhibition on AML is p53-p21 independent.

- Immunoblotting of the cord blood cells and those expressing RUNX1-ETO or MLL-AF9. The cells were incubated with/without 1 μ M MPA (M) and 100 μ M Guanosine (G) for 24 h.
- CB-MLL-AF9#2 cells were transduced with a Non-targeting (NT) control and an shRNA targeting p21 (sh-p21). Cells were incubated with/without 1 μ M MPA (M) and 100 μ M guanosine (G) for 24 h. Total cell lysates were analyzed by western blotting using the antibodies for p21 and Tubulin.
- CB-MLL-AF9#2 cells transduced with NT or sh-p21 shRNAs were incubated with MPA at the indicated concentration for 72 h. Cell viability assays were performed using WST-1 in three technical replicates.
- CB-MLL-AF9#2 cells were transduced by vector control or p53DD (dominant-negative) and were incubated with/without 1 μ M MPA (M) and 100 μ M guanosine (G) for 24 h. Total cell lysates were analyzed by western blotting using the antibodies for p53 and Tubulin. Note the elevated levels of endogenous p53 protein (upper arrow) in p53DD (lower arrow)-expressing cells.
- Cells were incubated with MPA at the indicated concentration with/without 100 μ M guanosine for 72 h then measured with WST-1 in three technical replicates.
- Mouse bone marrow c-Kit $^{+}$ cells derived from Trp53 $^{-/-}$ mice were transduced with MLL-AF9-GFP and were transplanted into mice to generate p53-deficient (p53 $^{-/-}$) leukemia cells. GFP $^{+}$ MLL-AF9 leukemia cells were collected from bone marrows of vehicle- or FF-10501-01-treated wild-type and p53 $^{-/-}$ leukemic mice. Expression levels of p53 and Tubulin were assessed by western blotting 24 h after the treatment.
- Experimental scheme used in (H). The p53-deficient MLL-AF9-bearing mice were treated with vehicle, FF-10501-01 or DS-5272 every other day from day 1.
- Kaplan–Meier survival curves of p53 $^{-/-}$ MLL-AF9 leukemia mice treated with vehicle or FF-10501-01 or DS-5272 ($n = 6$ per group). Statistical significance was evaluated by the log-rank test (left). Frequency of GFP $^{+}$ leukemia cells in peripheral blood at day 19 (right, $n = 6$ per group). A two-tailed unpaired *t*-test was used for the comparison.

Data information: All data are shown as mean $\pm$ SEM.

Source data are available online for this figure.

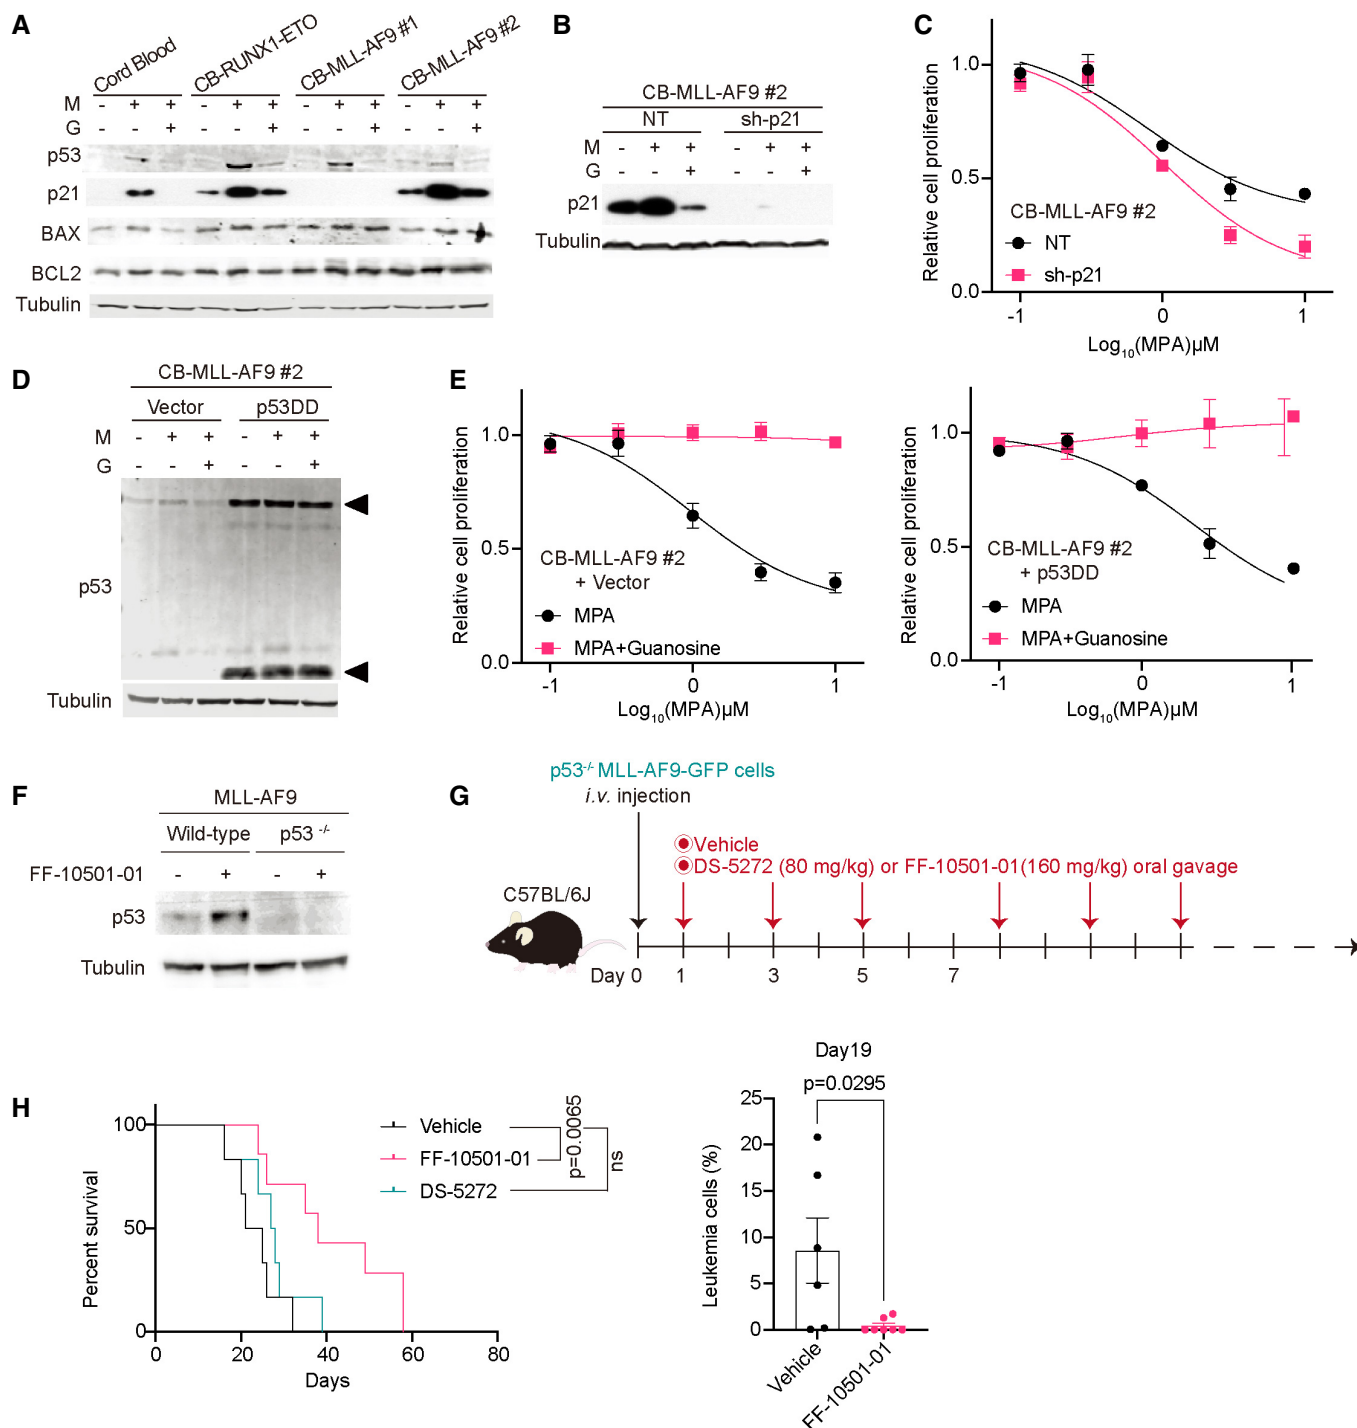

Figure 3.

et al, 2005) revealed upregulation of inflammation- and interferon-associated genes, suggesting that IMPDH inhibition triggers an immune-inflammatory response in MLL-AF9 cells (Fig 4D). IMPDH inhibition also induced downregulation of mTORC1 signaling (Fig 4E), which is consistent with a previous report (Emmanuel *et al*, 2017). Among the mTORC1 pathway molecules, we found that *SLC7A5* and *SLC3A2* were downregulated in FF-10501-

01-treated MLL-AF9 cells (Fig 4F). *SLC7A5* and *SLC3A2* encode CD98 and Lat1, respectively, and they form a heterodimeric membrane complex that is involved in the uptake of essential amino acids and adhesive signals (Feral *et al*, 2005; Hafliger & Charles, 2019). We confirmed reduced surface expression of CD98/Lat1 in mouse MLL-AF9 cells *in vivo* (Fig 4G), and the reduction was also confirmed in human MOLM13 cells and MV4;11 cells treated with

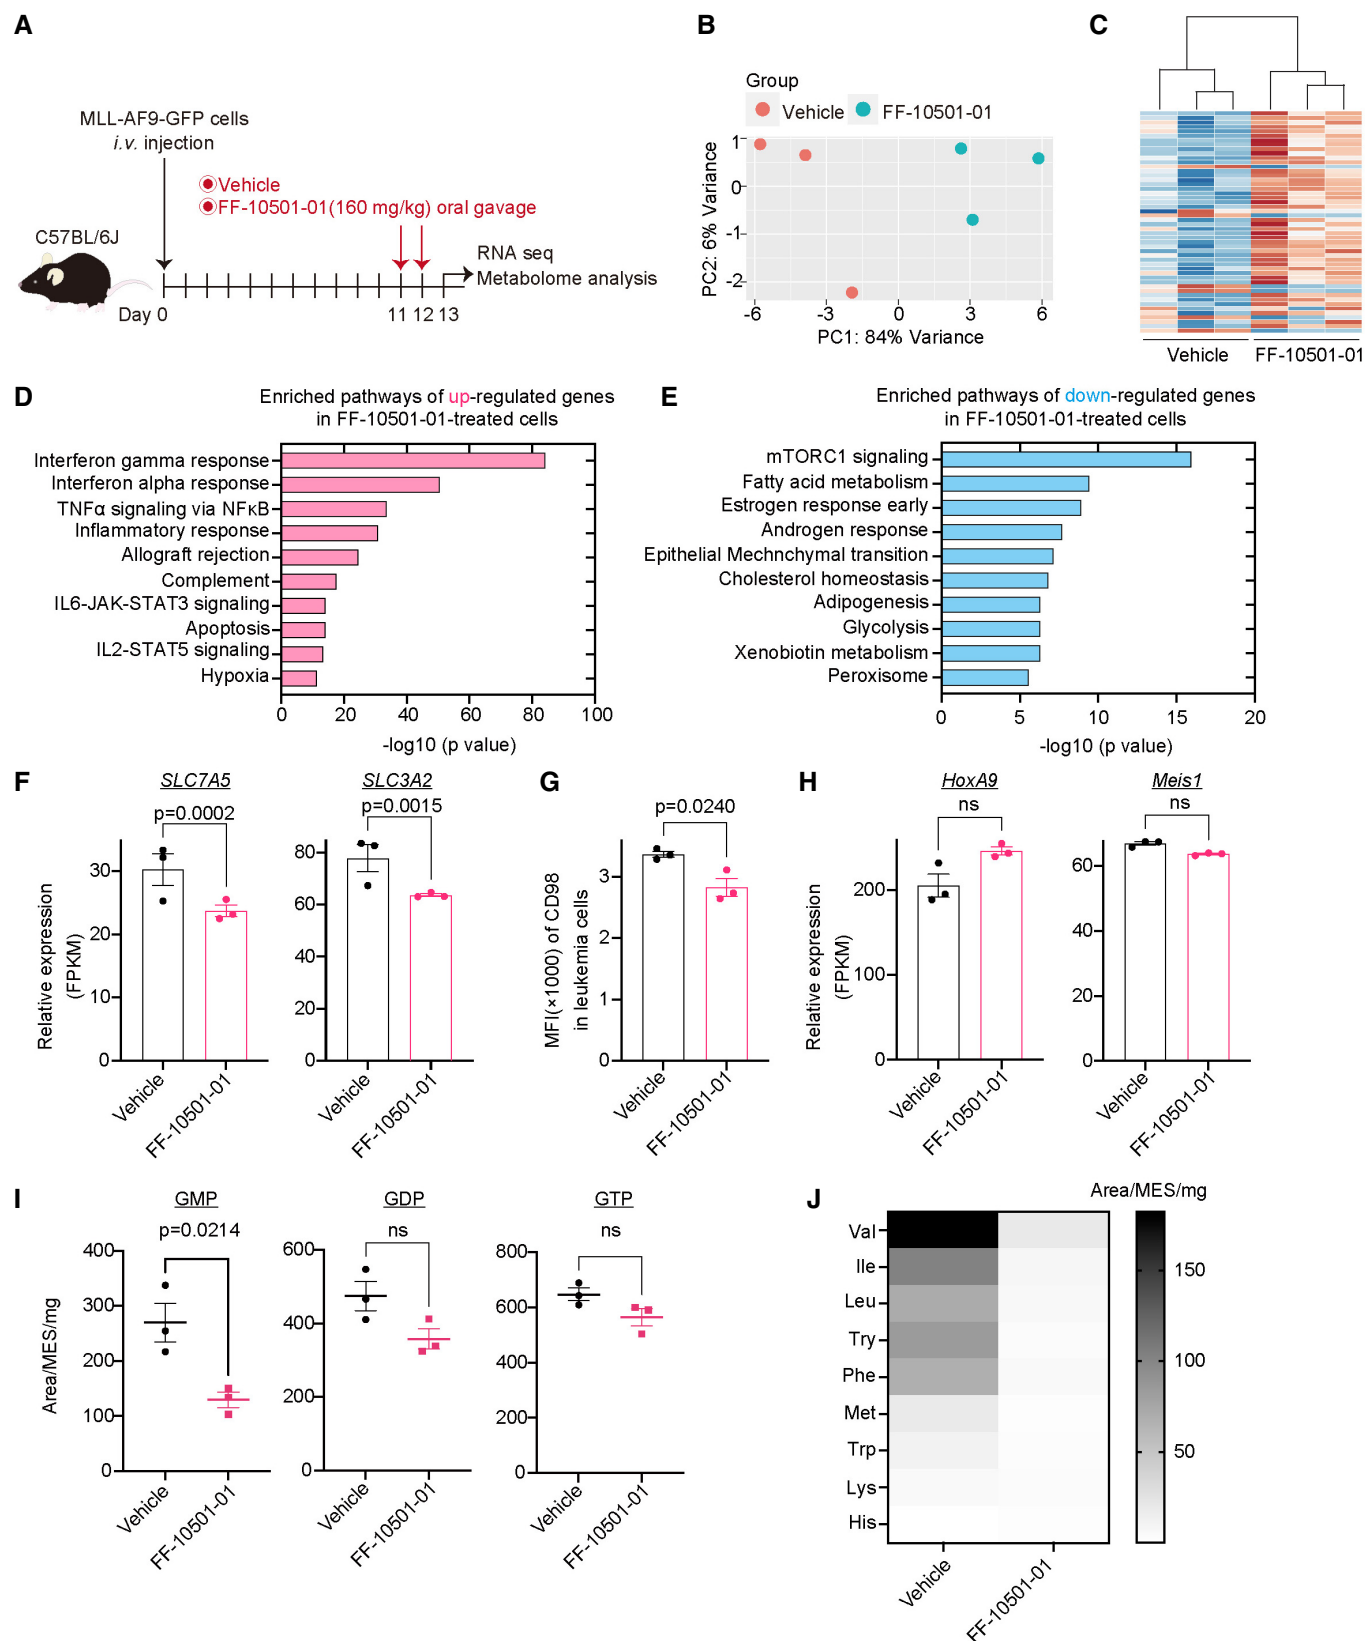

Figure 4.

Figure 4. The effect of IMPDH inhibition on gene expression and metabolic profiles.

- A Experimental scheme used in (B–J). C57BL/6J mice were transplanted with MLL-AF9-GFP cells and were treated with vehicle or FF-10501-01 on day 11 and 12. GFP⁺ MLL-AF9 leukemia cells collected from mice were used for RNA-seq and metabolome analysis at day 13.
- B, C Principal Component Analysis (B) and hierarchical clustering (C) of RNA-Seq data. $n = 3$ per group.
- D, E GSEA for up- (D) and down- (E) regulated genes in FF-10501-01-treated MLL-AF9 cells using the Hallmark collections of the GSEA MSigDB (<http://software.broadinstitute.org/gsea/msigdb>). The x-axis shows the P -value ($-\log_{10}$).
- F mRNA expression (FPKM) of *SLC7A5* and *SLC3A2* in vehicle- or FF-10501-01-treated leukemia cells. The P -value was calculated by Cuffdiff. $n = 3$ (biological replicates) for each group.
- G MFI of CD98 on the vehicle- or FF-10501-01-treated leukemia cells in mice. A two-tailed unpaired t -test was used for the comparison. $n = 3$ (biological replicates) for each group.
- H mRNA expression (FPKM) of *HoxA9* and *Meis1* in vehicle- or FF-10501-01-treated leukemic cells. P -value was calculated by Cuffdiff. $n = 3$ (biological replicates) for each group.
- I, J Vehicle- or FF-10501-01-treated leukemic cells were used for metabolome analyses. $n = 3$ (biological replicates) per group. Levels of guanine nucleotides (GMP, GDP, and GTP) (I) and amino acid contents (J) are shown. Data are presented as mean $\pm$ SEM (I) or as a viridis heatmap (Plot is SEM) (J). A two-tailed unpaired t -test was used for the comparison.

Data information: All data are shown as mean $\pm$ SEM.

FF-10501-01 *in vitro* (Fig EV4). Given the important role of CD98 in AML progression (Bajaj *et al*, 2016), the CD98/Lat1 downregulation may contribute to the therapeutic effect of IMPDH inhibitors on AML. By contrast, FF-10501-01 treatment did not affect the expression of MLL-AF9 target genes, such as *HoxA9* and *Meis1* (Fig 4H), indicating the little effect of IMPDH inhibition on the aberrant epigenetic programs induced by MLL-AF9.

We then performed metabolomic analyses using MLL-AF9 cells collected from leukemic mice treated with vehicle or FF-10501-01. As expected, FF-10501-01 treatment tended to reduce intracellular levels of guanine nucleotides in MLL-AF9 cells, although the levels of GDP/GTP were not significantly downregulated probably due to the *in vivo* compensatory mechanisms (Fig 4I). Interestingly, levels of other nucleoside monophosphate (AMP, CMP, and UMP) were also downregulated upon FF-10501-01 treatment, indicating the presence of crosstalk between each nucleotide (Appendix Fig S7). We also found reduced levels of several essential amino acids (EAAs), including valine, isoleucine, leucine, tyrosine, and phenylalanine in FF-10501-01-treated MLL-AF9 cells (Fig 4J). Given that Lat1 preferentially transports these amino acids, the Lat1 downregulation upon IMPDH inhibition may be responsible for the reduction in EAAs. In addition, FF-10501-01 treatment of MLL-AF9 cells resulted in a wide range of alterations in the levels of bases and amino acids (Appendix Fig S8). Thus, IMPDH inhibition *in vivo* provokes inflammatory responses and metabolic alterations in MLL-AF9 AML cells.

IMPDH inhibition induces overactivation of TLR signaling in AML cells

Previous reports have shown that IMPDH suppresses TLR2-mediated NF- κ B activation (Toubiana *et al*, 2011) and TLR7-mediated antiviral activity (Lee *et al*, 2006). Therefore, we speculated that activation of TLR signaling could underlie the increased inflammation in MLL-AF9 cells treated with IMPDH inhibitors. To test this hypothesis, we first assessed the effect of MPA on TLR signaling pathways using a mouse pro-B cell line Ba/F3 that expresses individual TLRs and the NF- κ B-GFP reporter (Matsumoto *et al*, 2008; Shibata *et al*, 2012; Sato *et al*, 2017; Fig 5A). The addition of MPA increased TLR2-, TLR4-, TLR5-, and TLR7/8-mediated activation of NF- κ B in a dose-dependent manner (Fig 5B), indicating the inhibitory role of IMPDH in the TLR-NF- κ B pathway. Next, we assessed the role of IMPDH in the regulation of TRAF6, an E3 ubiquitin ligase that plays a pivotal role in linking TLR signaling to NF- κ B. We introduced FLAG-tagged TRAF6 and HA-tagged K63-ubiquitin into 293 T cells. After 24 h, these cells were treated with MPA with/without guanosine. Cell lysates were subjected to immunoprecipitation with FLAG antibody for TRAF6, followed by immunoblotting with anti-HA to detect ubiquitinated TRAF6. We found that MPA treatment increased TRAF6 autoubiquitination (an active marker of TRAF6), which was reversed by the supplementation of guanosine (Fig 5C). Thus, IMPDH inhibition induces activation of the TLR-TRAF6-NF- κ B signaling pathway.

Figure 5. IMPDH inhibition leads to overactivation of the TLR-TRAF6-NF- κ B pathway.

- A Experimental scheme used in (B). Ba/F3 cells were transduced with NF- κ B-GFP reporter and were then transduced with individual mouse TLR4, TLR5, or TLR7 to establish BakB cells expressing each TLR. TLR2 is expressed in parent Ba/F3 cells.
- B The TLR-expressing BakB cells were stimulated with the corresponding TLR ligands (100 ng/ml Pam3CSK4 for TLR2, 100 ng/ml LPS for TLR4, 10 ng/ml Flagellin for TLR5, 100 ng/ml R848 for TLR7) with titrating doses of MPA (1–10 μ M). GFP expression was assessed 24 h after the stimulation.
- C 293 T cells were transfected with FLAG-tagged TRAF6 and HA-tagged K63-ubiquitin. After 24 h, these cells were treated with 3 or 10 μ M MPA (M-3 μ M or M-10 μ M) with/without 100 μ M guanosine (G). IRAK1/4 inhibitor (IRAK1/4 i) was also used as a control. Whole-cell extracts were immunoprecipitated with anti-FLAG antibody, and ubiquitinated TRAF6 was detected with anti-HA antibody.
- D, E Murine bone marrow-derived macrophages (BMDMs) were treated with vehicle, 10 μ M MPA alone (D) or co-treated with vehicle, 10 μ M MPA (M), 100 ng/ml Pam3CSK4 and 100 μ M Guanosine (G) for 4 h (E), as indicated. $N = 3$ (technical replicates) per group. mRNA levels of *TNF- α* and *IL-1 β* were measured by qPCR. Two-tailed unpaired t -tests were used for the comparison in (D). Ordinary one-way ANOVA was used for the comparison in (E).
- F, G (F) THP1 cells and (G) MLL-AF9-expressing CB cells (CB-MLL-AF9#1) were pretreated with 10 μ M MPA for 2 h and then treated with 1,000 ng/ml Pam3CSK4 for 0, 30, 60, and 120 min. Cells were lysed and subjected to SDS/PAGE. Levels of total I κ B α , phosphate-p38, total p38, and GAPDH were evaluated by western blotting.

Data information: All data are shown as mean $\pm$ SEM.

Source data are available online for this figure.

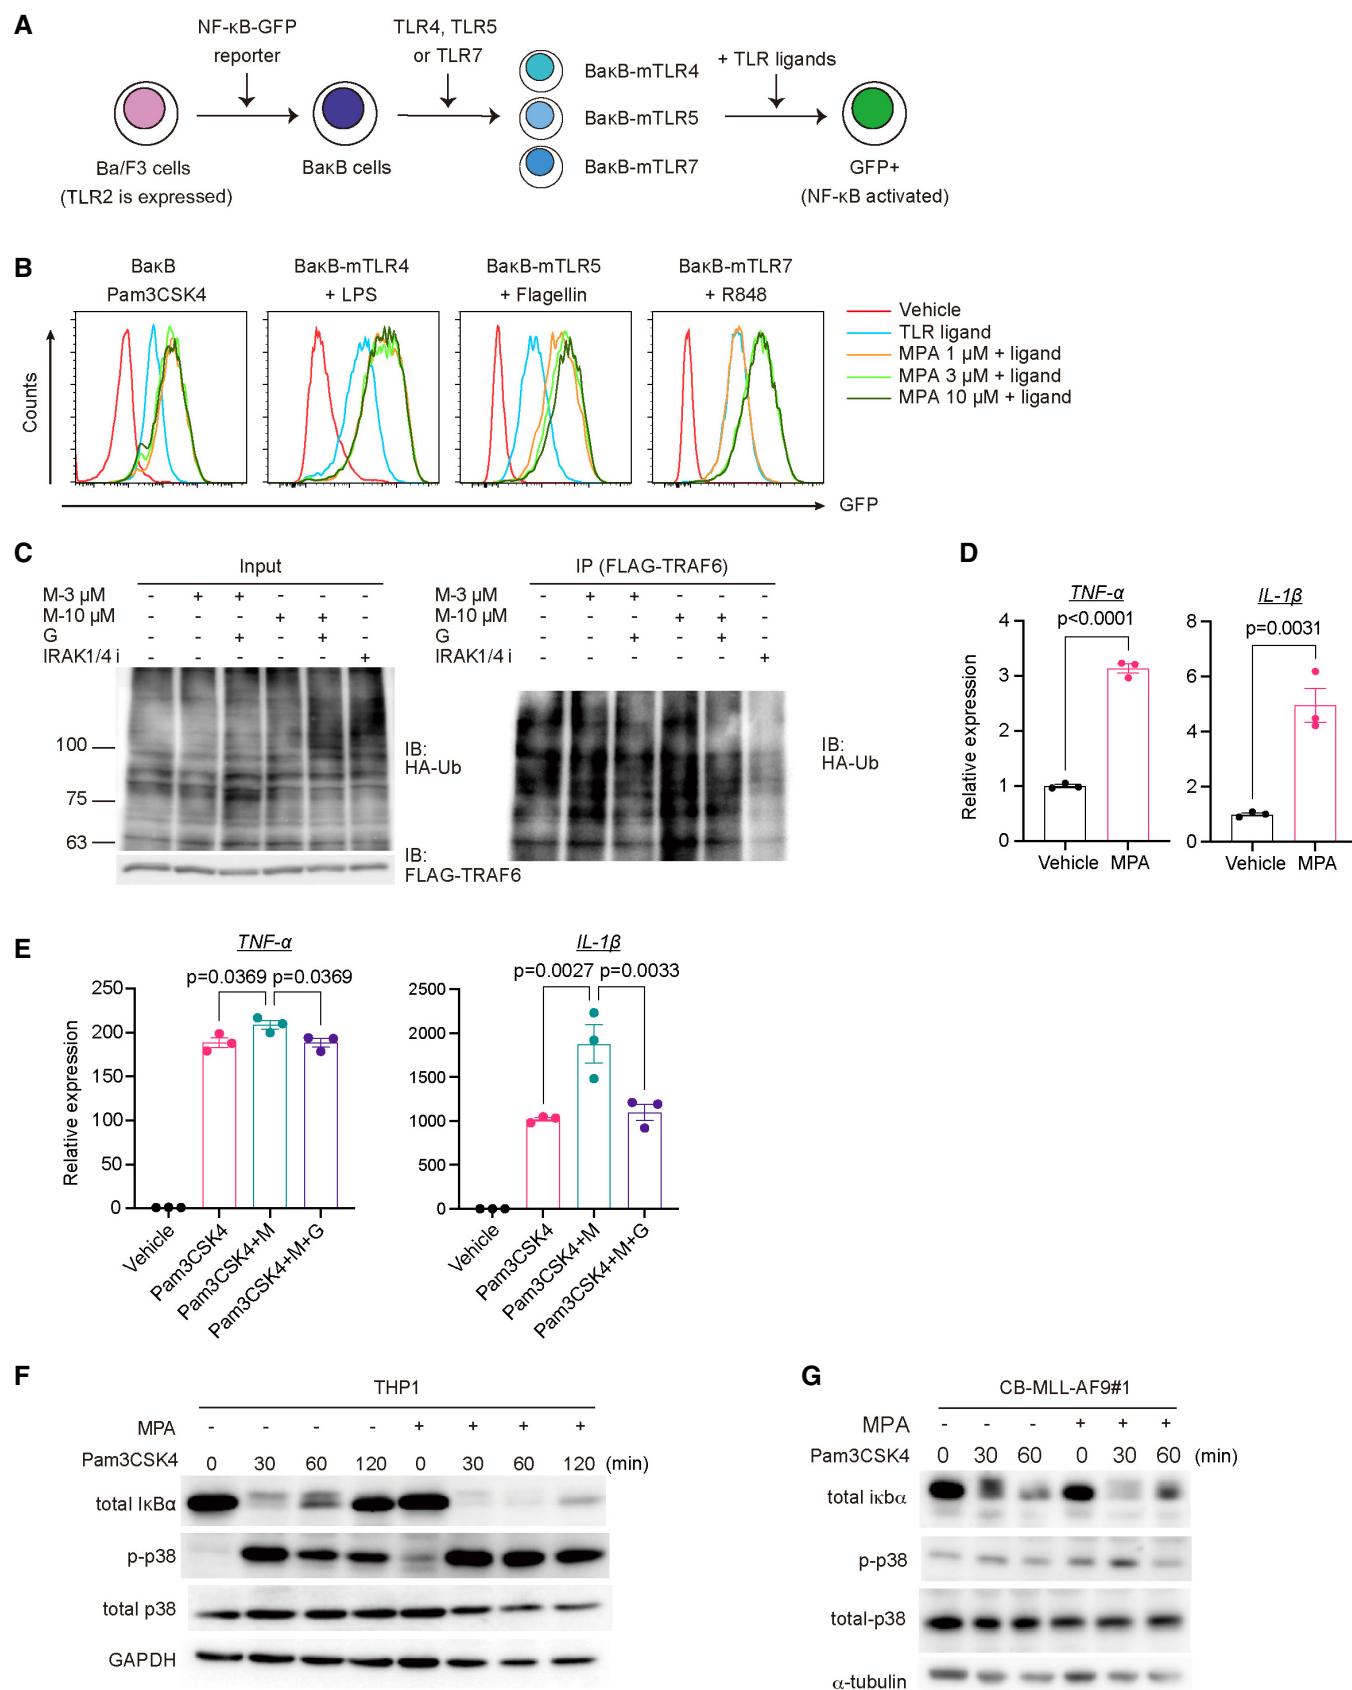

Figure 5.

We then examined the effect of MPA on induction of pro-inflammatory cytokines. Mouse bone marrow-derived macrophages (BMDMs) were treated with MPA, guanosine, and the TLR1/2 agonist Pam3CSK4 for 4 h, and levels of *TNF- α* and *IL-1 β* were assessed. Mycophenolic acid treatment modestly increased *TNF- α* and *IL-1 β* expression (Fig 5D) and enhanced Pam3CSK4-induced upregulation of these pro-inflammatory cytokines in BMDMs (Fig 5E). The collaborative effect of MPA and Pam3CSK4 was abrogated with the supplementation of guanosine, indicating that the reduction in guanine nucleotides triggered the inflammatory responses (Fig 5E). We also found that MPA treatment increased I κ B α degradation and p38 phosphorylation induced by Pam3CSK4 in THP1 cells and CB cells expressing MLL-AF9 (Fig 5F and G). Collectively, these data suggest that IMPDH inhibition in fact promotes TLR signaling, which induces excessive inflammation in AML cells.

Vcam1 regulates cell–cell interaction and suppresses proliferation in MLL-AF9 cells

To further assess the molecular alterations induced by IMPDH inhibition, we next performed single-cell mass cytometry analyses using MLL-AF9 cells collected from mice treated with vehicle or FF-10501-01 (Fig 6A). Four populations were identified according to Mac-1, Gr-1, and c-Kit expression on the Spanning-tree Progression Analysis of Density-normalized Events (SPADE) tree (Fig 6B; Appendix Fig S9A and B). We found that FF-10501-01 induced Vcam1 upregulation in Mac-1⁺ fraction, phospho-STAT1 upregulation in Mac-1⁺c-Kit⁺ fraction, CXCR4 downregulation in c-Kit⁺ fraction and HIF-1 α upregulation in Gr-1⁺ fraction in MLL-AF9 cells (Fig 6C; Appendix Fig S9C). Flow cytometry analysis also confirmed the Vcam1 upregulation in FF-10501-01-treated leukemia cells (Fig 6D). Guanosine supplementation reversed the FF-10501-01-induced Vcam1 upregulation only partially (Appendix Fig S10A), indicating that Vcam1 upregulation in MLL-AF9 cells was induced by both direct and indirect (probably related to enhanced inflammation and myeloid differentiation) effects of IMPDH inhibition.

Because Vcam1 is known to be activated by pro-inflammatory cytokines (Kong *et al*, 2018), the overactive TLR signaling in FF-10501-01-treated MLL-AF9 cells could also contribute to Vcam1 upregulation. To assess the role of Vcam1 in the development of MLL-AF9 leukemia, we then transduced Cas9 together with a vector or two independent Vcam1-targeting single guide RNAs (sgRNAs) into mouse MLL-AF9 cells. Vcam1-targeting sgRNAs induced nearly complete depletion of Vcam1 on the cell surface of MLL-AF9 cells. Interestingly, Vcam1-depleted MLL-AF9 cells lost cell–cell contacts and stopped forming cell aggregates in suspension cultures (Fig 6E). Conversely, Vcam1 overexpression in MLL-AF9 cells using SunTag system (Tanenbaum *et al*, 2014) markedly increased the formation of cell aggregation in culture (Fig 6G). We also found that Vcam1 depletion promoted cell cycle progression (Fig 6F), whereas Vcam1 overexpression inhibited it in MLL-AF9 cells (Fig 6H). Depletion of Vcam1 showed little effects on FF-10501-01-induced myeloid differentiation in MLL-AF9 cells (Appendix Fig S10B).

To determine the role of Vcam1 in AML progression *in vivo*, we next transduced tRFP657-co-expressing non-targeting or Vcam1-targeting sgRNAs into mouse MLL-AF9/Cas9 cells and transplanted these cells into recipient mice (Fig 6I). Vcam1 depletion promoted the leukemic progression of MLL-AF9 cells, as evidenced by the increase of Vcam1-depleted (tRFP657⁺) cells in the bone marrow of the mice (Fig 6J). Taken together, these data suggest that Vcam1 promotes excessive cell–cell interaction of AML cells, which prevents their efficient proliferation both *in vitro* and *in vivo*.

Co-treatment with IMPDH inhibitors and TLR1/2 agonist shows strong antileukemia effects

Because the TLR1/TLR2 agonist Pam3CSK4 was shown to inhibit MLL-AF9-driven leukemogenesis (Eriksson *et al*, 2017), we next assessed the combined therapeutic effect of MPA and Pam3CSK4 on human MLL-AF9-expressing CB cells and the *in vivo* mouse AML model driven by MLL-AF9. Consistent with earlier results and the previous report (Eriksson *et al*, 2017), both MPA and Pam3CSK4 induced upregulation of myeloid markers CD11b and CD14 in MLL-

Figure 6. Vcam1 regulates cell–cell interaction and inhibits proliferation in MLL-AF9 cells.

- Experimental scheme used in (B and C). CD45.2⁺ MLL-AF9 cells were collected from CD45.1⁺ recipient mice treated with the vehicle- ($n = 4$) or FF-10501-01 ($n = 4$) and were subjected to mass cytometry analysis.
- CD45.2⁺ fraction was used for SPADE analysis in Cytobank (<https://premium.cytobank.org/cytobank/login>). The SPADE trees show each marker's median expression (From the red to the blue color indicated high to low expression). The size of the node is proportional to the size of the cell population (Min is 20, Max is 33627.3 cell). Several distinct cell populations (a, b, c, d) are highlighted according to the expression of Mac-1, c-Kit, and Gr-1.
- Vcam1 expression in vehicle or FF-10501-01-treated cells is shown.
- Frequencies of Vcam1⁺ cells in MLL-AF9 cells collected from the vehicle ($n = 6$) or FF-10501-01 ($n = 6$) treated mice were assessed by FCM. Two-tailed unpaired t-test was used for the comparison.
- Left: levels of Vcam1 expression in MLL-AF9-Cas9 cells transduced with vector or two independent Vcam1-targeting sgRNAs (KO1 and KO2). Right: the appearance of cells under microscope's bright field in suspension cultures. (Scale bar: 125 μ m).
- Cell cycle status of control and Vcam1-depleted MLL-AF9 cells. Left: representative histograms. Right: bar graphs showing the ratio of G0/G1- and S/G2/M-phase cells are shown.
- Left: levels of Vcam1 expression in MLL-AF9-dCas9-SunTag cells transduced with non-target or sgRNAs targeting Vcam1 promoter regions (ac1, ac2, ac3). Right: the appearance of cells under visual field in suspension cultures in the 12 well plates.
- Cell cycle status of control and Vcam1-overexpressed MLL-AF9 cells. Left: representative histograms. Right: bar graphs showing the ratio of G0/G1- and S/G2/M-phase cells are shown.
- Experimental scheme used in (J). MLL-AF9-Cas9 cells were transduced with non-target and Vcam1-targeting sgRNAs (tRFP657⁺) following transplantation into recipient mice.
- Relative ratios of the change of tRFP657⁺ (sgRNA-transduced) fraction in GFP⁺ MLL-AF9 leukemia cells before and after transplantation are shown. Ordinary one-way ANOVA was used for the comparison. $n = 8$ for Non-target, $n = 9$ for vcam1-KO1, $n = 8$ for vcam1-KO2. Biological replicates.

Data information: All data are shown as mean $\pm$ SEM.

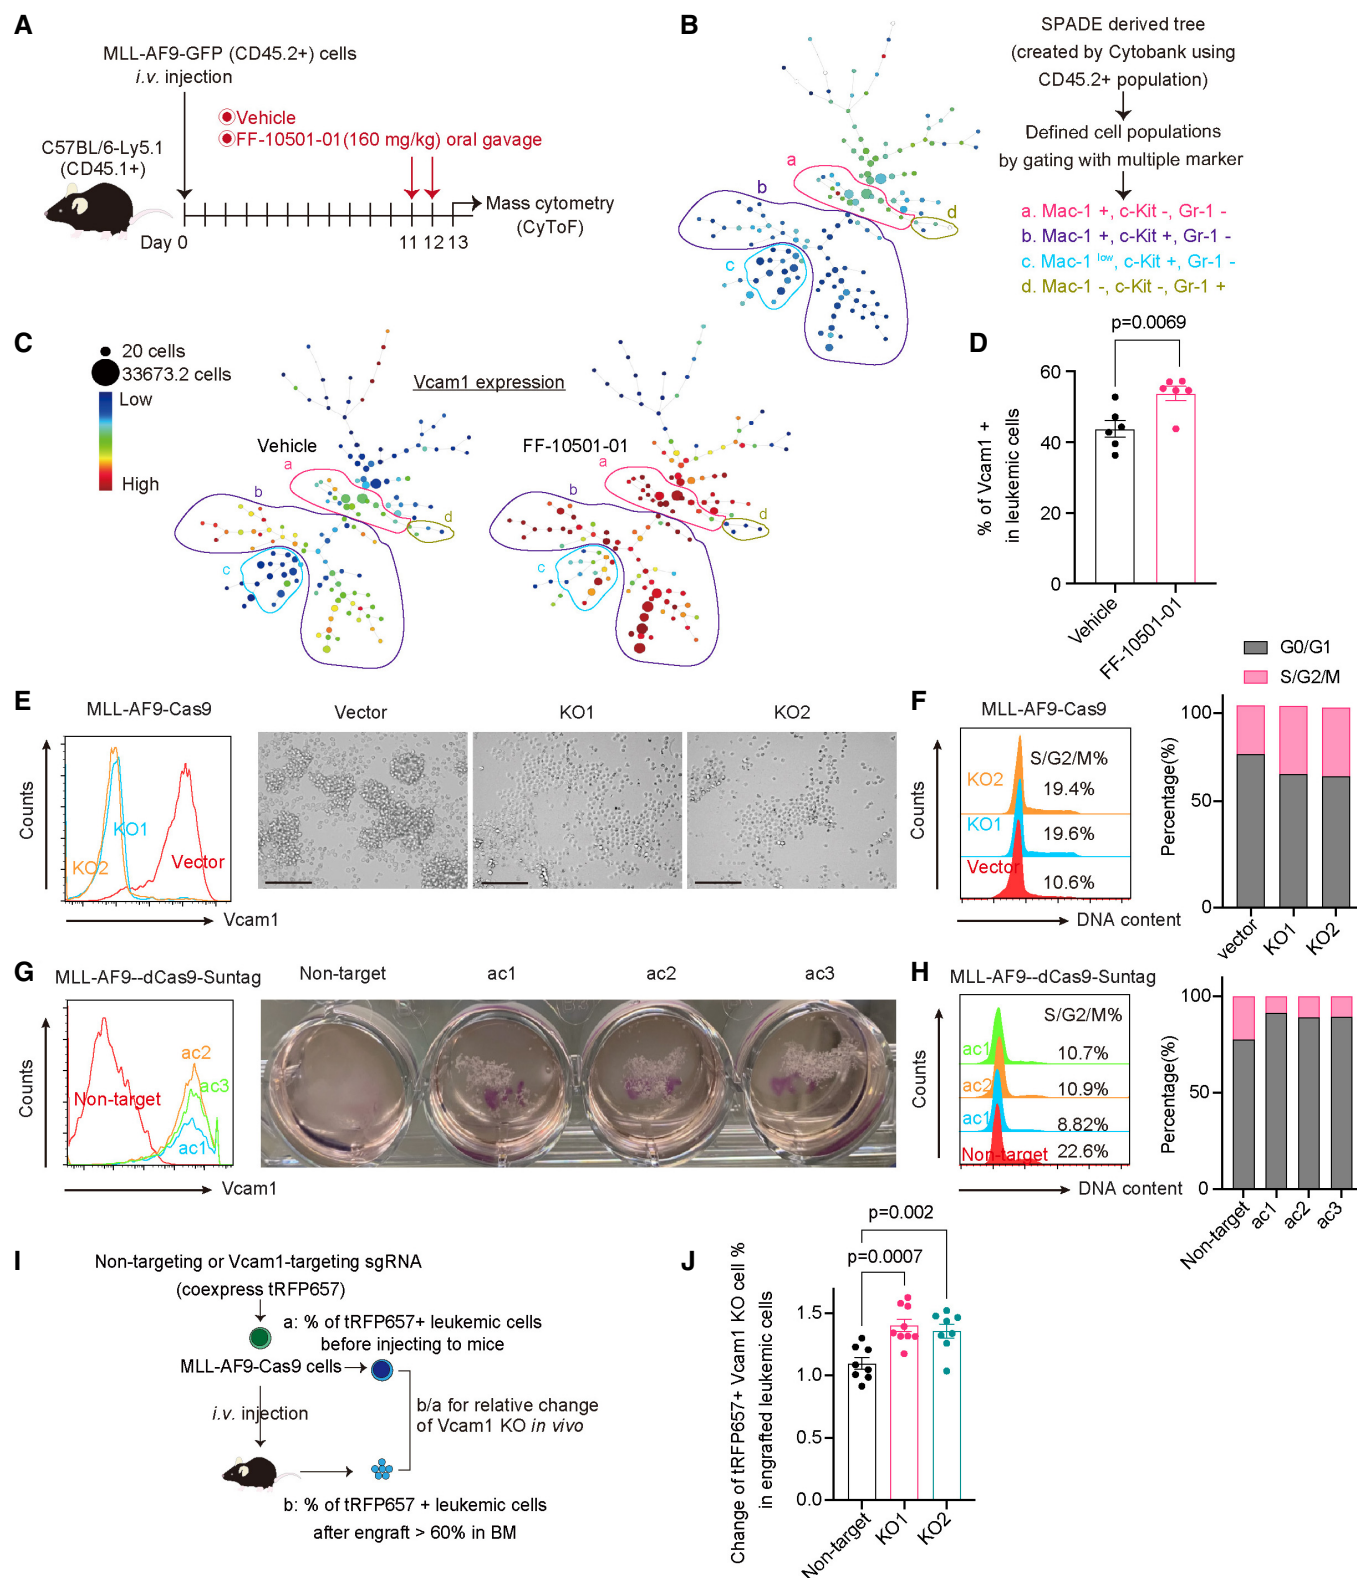

Figure 6.

AF9 cells *in vitro*, and cotreatment with these drugs strongly promoted differentiation of MLL-AF9 cells toward macrophage (Fig 7A and B). Furthermore, cotreatment with Pam3CSK4 and MPA-

induced Vcam1 upregulation in MLL-AF9 cells, which probably contributed to their antileukemia effect (Fig 7C). We then assessed the *in vivo* effects of FF-10501-01 (160 mg/kg) and Pam3CSK4

(8 $\mu\text{g}/\text{mouse}$) on MLL-AF9-induced leukemogenesis (Fig 7D). Although Pam3CSK4 alone did not inhibit the leukemic progression of MLL-AF9 cells, combined treatment of FF-10501-01 and Pam3CSK4 significantly prolonged the survival of leukemia mice

than treatment with either FF-10501-01 or Pam3CSK4 alone (Fig 7E and F). These findings suggest that co-treatment with IMPDH inhibitors and TLR1/2 agonist could be a promising therapeutic strategy for MLL-fusion AMLs.

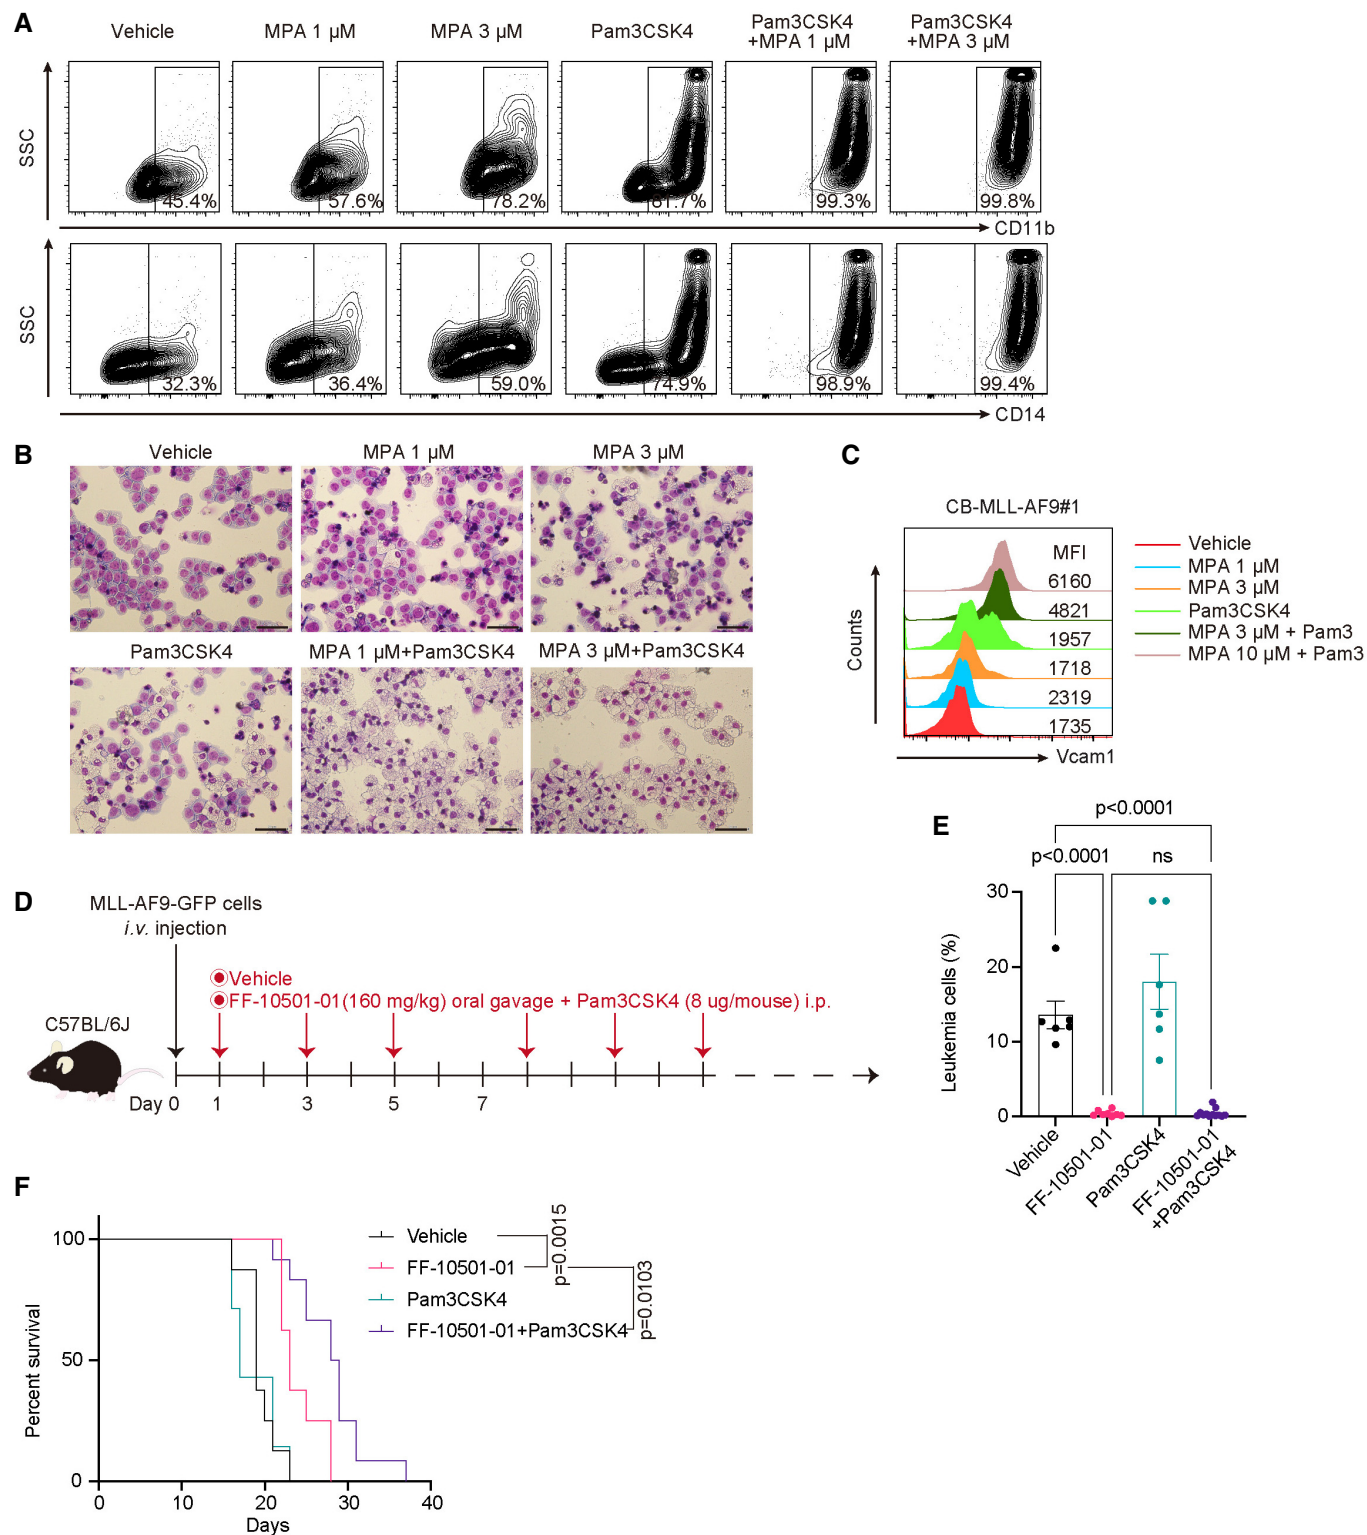

Figure 7.

Figure 7. Co-treatment with MPA and Pam3CDK4 induces differentiation of AML cells.

- A–C MLL-AF9-expressing cord blood cells (CB-MLL-AF9#1) were treated with vehicle, 100 ng/ml Pam3CSK4, and 1 or 3 μ M MPA for 72 h. (A) Levels of CD11b and CD14, (B) Wright-Giemsa staining of (A) (Scale bar: 50 μ m), and (C) Vcam1 expression in the CB-MLL-AF9#1 were assessed. The numbers shown in (A) indicate the frequency of CD11b⁺ or CD14⁺ cells. The numbers shown in (C) are Median Fluorescence Intensity (MFI) of Vcam1.
- D Experimental scheme used in (E and F). C57BL/6j were transplanted with 1×10^5 MLL-AF9 cells and were then treated with vehicle, FF-10501-01 (160 mg/kg, oral), Pam3CSK4 (8 μ g/mouse, i.p.) or FF-10501-01 + Pam3CSK4 from day 3. Drugs were given to mice every other day.
- E Frequencies of GFP⁺ leukemic cells in peripheral blood at day 16 or day 20 are shown. Vehicle: $n = 7$ mice/group; FF-10501-01 only: $n = 8$; Pam3CSK4 only: $n = 7$; FF-10501-01 + Pam3CSK4: $n = 12$. Data are shown as mean $\pm$ SEM from 2 independent experiments. Ordinary one-way ANOVA was used for the comparison.
- F Kaplan–Meier survival curves of MLL-AF9 leukemia mice treated with vehicle ($n = 8$), FF-10501-01 ($n = 8$), Pam3CSK4 ($n = 7$) or FF-10501-01 + Pam3CSK4 ($n = 12$). Statistical significance was calculated by the log-rank test.

Data information: All data are shown as mean $\pm$ SEM.

Discussion

Although IMPDH has been considered as a potential anticancer drug target, the therapeutic effect of IMPDH inhibitors has not been proven in the clinical setting. It is therefore important to determine the types of tumors that are susceptible to IMPDH inhibitors and to establish optimal dose and treatment schedule to maximize their effects. In this study, we identified MLL-fusion leukemias as sensitive tumors to IMPDH inhibition. Furthermore, we showed that alternate-day administration of MPA and FF-10501-01 to mice effectively suppressed MLL-AF9-driven leukemogenesis without having a devastating effect on immune function. The clinical activity of IMPDH inhibitors to MLL-fusion leukemias warrants further investigation in clinical trials.

Mechanisms underlying the anticancer activity of IMPDH inhibitors have been investigated for many years. Although it has been shown that IMPDH inhibition activates the p53–p21 pathway (Messina *et al*, 2004; Sun *et al*, 2008), our current and previous (Kofuji *et al*, 2019) data indicate that this pathway is not essential for the anticancer effect of IMPDH inhibitors. Instead, we found that IMPDH inhibitors provoke overactivation of TLR-TRAF6-NF- κ B signaling, which induces differentiation of AML cells. Because the MPA-induced activation of TLR-TRAF6-NF- κ B signaling was reversed by guanosine supplementation, the reduced level of guanine nucleotides is likely to be triggers for the activation of this pathway. Given that most MLL-fusion AMLs have monocytic and macrophage-like characteristics and the TLR signaling plays key roles in monocytes/macrophages, the active TLR signaling in MLL-fusion AMLs could explain why they are sensitive to IMPDH inhibitors. We also found the strong antileukemia effects of the combined treatment with IMPDH inhibitors and TLR1/2 agonist on MLL-AF9-driven AML. Taken together, we propose that tumors with active TLR signaling, not limited to MLL-fusion AMLs, would respond well to IMPDH inhibitors. Furthermore, given the importance of TLR signaling in innate immune cells, our findings raise the possibility that IMPDH may have an important role in regulating the balance between innate and adaptive immunity. These hypotheses need to be verified in future research.

VCAM1 is a key cell adhesion molecule involved in inflammation (Kong *et al*, 2018). Although VCAM1 expression is low in most primary AML cells and AML cell lines, IMPDH inhibition induced Vcam1 upregulation in MLL-AF9-AML cells. Moreover, our functional analyses revealed the critical role of Vcam1 to regulate cell–cell interaction among AML cells, which prevents their leukemic proliferation. These data suggest that Vcam1 acts as a tumor

suppressor and contributes to the antileukemia effect of IMPDH inhibitors on MLL-fusion AML. In contrast to our findings, Pinho *et al* (2022) recently showed that VCAM1 confers innate immune tolerance on leukemia stem cells, thereby promoting leukemogenesis driven by MLL-AF9 (Pinho *et al*, 2022). The seemingly contradictory observations could be explained by the differences in the timing to induce Vcam1 depletion and the context of major histocompatibility complex (MHC) class-I presentation. We induced Vcam1 depletion in established MLL-AF9 cells and used syngeneic mice as recipients, while Pinho *et al* (2022) expressed MLL-AF9 in bone marrow cells derived from Vcam1-deficient mice and used MHC-mismatched mice as recipients. Thus, it appears that Vcam1 has diverse and context-dependent roles in the initiation, progression, and maintenance of AML, which remains to be clarified in future studies.

The antileukemia effect of IMPDH inhibitors could be augmented by the combination with other drugs. We previously showed that azacitidine-resistant leukemia cells that acquire resistance to a hypomethylating agent Azacitidine were still sensitive to IMPDH inhibitors (Murase *et al*, 2016), indicating that they could be combined with hypomethylating agents to treat myeloid neoplasms. However, cotreatment with MPA and decitabine did not show synergistic effects on human CB cells expressing MLL-AF9. Instead, we found that MPA synergized with a BCL2 inhibitor (Venetoclax) to inhibit the growth of MLL-AF9 cells (Appendix Fig S3). Thus, combined treatment with IMPDH and BCL2 inhibitors could be promising frontline therapies for MLL-fusion leukemia.

In summary, we show the therapeutic potential of IMPDH inhibitors for MLL-fusion leukemia. Alternate-day administration of IMPDH inhibitors to mice suppresses the development of MLL-AF9-driven AML *in vivo* without deteriorating the immune system. The *in vitro* and *in vivo* efficacy strongly support future research to maximize the impact of IMPDH inhibitors on MLL-fusion AML and potentially other hematopoietic neoplasms.

Materials and Methods

Human cord blood cells and patient samples

Umbilical cord blood units were obtained from the Translational Trials Development Support Laboratory of Cincinnati Children's Hospital Research Foundation or the Japanese Red Cross Kanto-Koshinetsu Cord Blood Bank (Tokyo, Japan). Proper informed consent was obtained, and all experiments were performed

according to an institutional review board-approved protocol (approval number: 27-34-1225), in accordance with the Declaration of Helsinki and The Belmont Report. Residual diagnostic specimens from AML or ALL patients at Cincinnati Children's Hospital Medical Center (CCHMC) were treated with OKT3 antibody and engrafted into NSG or NSGS mice (Wunderlich *et al*, 2014). The engrafted human AML and ALL cells were then collected from the bone marrow of the recipient mice and used for the experiments.

Mice and animal procedures

C57BL/6JmsSlc mice were purchased from Japan SLC, Inc. and used for experiments at the age of 8–12 weeks. Ly5.1 mice were maintained in IRCMS, Kumamoto University. NOD.Cg-Rag1^{tm1Mom}Il2rg^{tm1Wjl}/SzJ (NRG), NOD.Cg-Rag1^{tm1Mom}Il2rg^{tm1Wjl}Tg (CMV-IL3, CSF2, KITLG)1Eav/J (NRGS) and NOD.Cg-Prkdcscid Il2rg^{tm1Wjl}Tg (CMV-IL3, CSF2, KITLG)1Eav/MloySzJ (NSGS) mice were bred and maintained in the pathogen-free facility of CCHMC. The p53^{-/-} mice, in which 5' part of exon 2 including translation initiation site of *Trp53* gene was replaced with Neomycin resistance gene, were provided from the RIKEN BioResource Center (Ibaragi, Japan; Tsukada *et al*, 1993). All animal experiments were performed in accordance with approved protocols from the Laboratory Animal Research Center of The Institute of Medical Science at the University of Tokyo (approval number: PA15-109, PA18-46) and with an approved animal study IACUC protocol at CCHMC.

Plasmids and viral infection

We used pMSCV-MLL-AF9-pgk-EGFP, pMSCV-MLL-AF9-pgk-puro, pMSCV-neo-MLL-ENL, pMSCV-MLL-Af4-PGK-GFP (gifts from Dr. Akihiko Yokoyama) for the expression of MLL-fusion oncogenes. Lentiviral vector MISSION pLKO.1-shRNA-puro constructs targeting human p21 (CDKN1A; TRCN0000287021 [sh-p21] were obtained from Sigma-Aldrich). We also used HA-tagged K63Ub in a pcDNA3.1 vector (a gift from Dr. Daisuke Oikawa) and FLAG-tagged mTraf6 in a pME18S vector (a gift from Drs. Jun-ichiro Inoue and Mizuki Yamamoto). T7-p53DD-pcDNA3 (Addgene #25989) was obtained from Addgene, and we cloned it to pMYs-IRES-NGFR vector (Tamura *et al*, 2019). Retroviruses were produced by transient transfection of Plat-E packaging cells (Morita *et al*, 2000) with retroviral constructs using the calcium-phosphate method. Lentiviruses were produced by transient transfection of 293 T cells with viral plasmids along with gag-, pol-, and env-expressing plasmids (pMD2.G and psPAX) using the calcium-phosphate method (Goyama *et al*, 2016). pMD2.G (Addgene plasmid #12259; <http://n2t.net/addgene:12259>; RRID: Addgene_12259) and psPAX2 (Addgene plasmid #12260; <http://n2t.net/addgene:12260>; RRID: Addgene_12260) were gifts from Didier Trono. Retrovirus transduction to the leukemia cells was performed using Retronectin (Takara Bio Inc, Otsu, Shiga, Japan).

Cell culture

Human CB CD34⁺ cells were isolated using an EasySep CD34 selection kit (STEMCELL Technologies) or a CD34 MicroBead Kit (Miltenyi Biotec). The CB CD34⁺ cells, CB cells transduced with MLL-AF9, MLL-ENL, or RUNX1-ETO, and primary human AML cells were

cultured in Iscove's modified Dulbecco's media (IMDM) containing 20% BIT9500 (STEMCELL Technologies) or StemSpan SFEM II medium (#ST-09655, STEMCELL Technologies) containing 1% penicillin–streptomycin together with 10 ng/ml rhSCF (#255-SC, R&D Systems), 10 ng/ml rhTPO (#288-TP, R&D Systems), 10 ng/ml rmFlt-3 ligand (#427-FL, R&D Systems), 10 ng/ml rhIL-3 (#203-IL, R&D Systems) and 10 ng/ml rhIL-6 (#206-IL, R&D Systems; Goyama *et al*, 2016). CB cells transduced with MLL-Af4 and primary human ALL cells were cultured with murine stromal cell line MS-5 in MEM α medium (#12561-056, gibco) containing 20% FBS, 1% penicillin–streptomycin and 10 ng/ml human rhSCF, 10 ng/ml rmFlt-3 ligand, 10 ng/ml rhIL-7 (#200-07, PeproTech). Human leukemia cell lines (MOLM13, NOMO1, THP1, MV4;11, HL60, Kasumi-1, OCI-AML3 and U937) were cultured in Roswell Park Memorial Institute (RPMI)-1640 medium (#189-02025, FUJIFILM Wako) with 10% fetal bovine serum (FBS; #FB-1365/500, Biosera), 1% penicillin–streptomycin. 293 T cells were cultured in Dulbecco's Modified Eagle Medium (DMEM) medium (#044-29765, Wako) with 10% FBS and 1% penicillin–streptomycin. The detailed information of primary patient samples was provided in Appendix Table S1.

In vitro drug sensitivity assay

To test the sensitivity of AML cells to IMPDH inhibitors, cells were cultured in a 96-well flat-bottom plate at a density of $2-5 \times 10^4$ /well in 100 μ l of culture medium. Then, the cells were cultured with titrating doses of MPA (MP Biomedicals, Cat#194172; CAS:24280-93-1) or FF-10501-01 (FUJIFILM Corporation) together with or without 100 μ M Guanosine (#G6264-6G, Sigma-Aldrich or ACROS ORGANICS, Cat#411130250; CAS:118-00-3). After 72 h, we added 10 μ l of the WST-8 (#07553-44, Nacalai Tesque) or WST-1 (#11644807001, Roche) to each well and incubated the cells for 3–4 h. The absorbance of each sample was measured at a wavelength of 450 nm by a microplate reader. The combined effect of MPA + Decitabine and MPA + Venetoclax was evaluated with the similar *in vitro* assays. Combination index (CI) was calculated from the CI equation algorithms (Chou, 2006) using CompuSyn software.

Mouse transplantation assay and in vivo drug treatment

Mouse bone marrow c-Kit⁺ cells derived from wild-type or Trp53 (–/–) mice were transduced with MLL-AF9 (co-expressing GFP) and were transplanted intravenously into sublethally irradiated (525 cGy) recipient mice. The MLL-AF9-expressing leukemia cells were then harvested from spleens of moribund mice and were serially transplanted into recipient mice. The serial transplantation was subsequently repeated several times to generate MLL-AF9 cells with strong leukemogenicity. These wild-type and Trp53 (–/–) MLL-AF9 cells were injected intravenously (1×10^6 cells/mouse) into nonirradiated recipient mice. For drug studies, MMF (CAS RN: 128794-94-5, Product Number: M2387 from Tokyo chemical industry CO., Ltd), FF-10501-01 and DS-5272 (Daiichi Sankyo) were dissolved in 0.5 w/v% Methyl Cellulose 400 Solution (#133-17815, Wako, Japan). Pam3CSK4 (Catalog Code: tlr1-pms, InvivoGen) was dissolved in PBS. The MLL-AF9-bearing mice were orally administered with vehicle or the IMPDH inhibitors (120 mg/kg MMF and 160 mg/kg FF-10501-01) on an every 2-day schedule from Day 1 or Day 12 (FF-10501-01 and Pam3CSK4 combined treatments were

started from Day 3) after the transplantation. In some experiments, the MLL-AF9-bearing mice were also intraperitoneally injected with 8 µg Pam3CSK4, or orally administered with 80 mg/kg of DS-5272. For the RNA-seq, flow cytometry analysis, single-cell mass cytometry, and metabolome analysis, the MLL-AF9-bearing mice were treated with 120 mg/kg MMF, 160 mg/kg FF-10501-01, or vehicle in two consecutive days. Bone marrow cells were then harvested from the mice 48 h after the first administration of the drugs.

Vcam1 depletion and overexpression using CRISPR/Cas9 and SunTag systems

To generate sgRNA expression vectors targeting Vcam1 (Vcam1-knockout-1 and 2) or nontargeting (NT) control, annealed oligonucleotides were cloned into the lentiGuide-Puro vector (Addgene #52963; Sanjana *et al*, 2014) or pLKO5.sgRNA.EFS.tRFP657 vector (Addgene #57824; Heck *et al*, 2014). MLL-AF9 cells were first infected with lentiCas9-Blast (Addgene #52962; Sanjana *et al*, 2014) and were then selected for stable expression of Cas9 in Methocult™ medium (#M3234, STEMCELL Technologies) with 20 ng/ml rmSCF (455-MC, R&D Systems), 10 ng/ml rmIL-3 (403-ML, R&D Systems), 10 ng/ml rmIL-6 (406-ML, R&D Systems), 10 ng/ml rmGM-CSF (415-ML, R&D Systems) together with blasticidin (10 µg/ml). The MLL-AF9/Cas9 cells were infected with the lentivirus carrying guide RNA sequence for 24 h and selected with puromycin (1 µg/ml) in the same cytokine-containing Methocult™ medium or directly transplanted into recipient mice.

Vcam1 overexpression was achieved using SunTag system (Tanenbaum *et al*, 2014). Plasmids encoding the SunTag components are pHRdSV40-dCas9-10 × GCN4_v4-P2A-BFP (Addgene #60903) and pHRdSV40-scFv-GCN4-sfGFP-VP64-GB1-NLS (Addgene #60904). We cloned them into pMYs-IRES-blasticidin and pMYs-IRES-tdTomato retroviral vector, respectively. MLL-AF9 cells were infected with the retrovirus carrying the SunTag components for 48 h on Retronectin (Takara Bio Inc, Otsu, Shiga, Japan). The SunTag-transduced MLL-AF9 cells were selected in the cytokine-containing Methocult™ medium (see above) with 10 µg/ml blasticidin, and the tdTomato-positive cells were sorted by FACS Aria (Becton Dickinson, SORP Aria). The MLL-AF9/SunTag cells were then infected with the lentivirus carrying guide RNA sequence targeting Vcam1 promoter regions (Vcam1-SunTag-1 and 2) for 24 h and selected with puromycin (1 µg/ml).

Sequences for the sgRNAs are provided as follows: NT: 5'-cgc ttccgcgcccggttcaa-3', Vcam1-knockout-1: 5'-caccggctggaacgaagtatccacg-3', Vcam1-knockout-2: 5'-caccggccactaaacgcaagggtg-3', Vcam1-SunTag-1: 5'-gcagctgaagggttaacgt-3', Vcam1-SunTag-2: 5'-cagctgaagggttaacgtg-3'. IMPDH2-knockout-1: 5'-gagaaatcaatgtccctgg-3', IMPDH2-knockout-2: 5'-caccgattcaggtgtacagttgtgg-3'. IMPDH1-knockout-1: 5'-gagttggagccacctaagc-3', IMPDH1-knockout-2: 5'-tcacgcaatcattgacgat-3'.

Western blotting and immunofluorescence

Human cord blood (CB) cells, MLL-AF9- or RUNX1-ETO-expressing CB cells, and MOLM13 cells were lysed in SDS sample buffer (125 mM Tris-HCl pH 6.8, 4% sodium dodecyl sulfate (SDS), 20% glycerol, 0.01% bromophenol blue, 10% 2-mercaptoethanol). Whole-cell lysates were subjected to SDS-polyacrylamide gel electrophoresis (SDS/PAGE) and transferred to a polyvinylidene fluoride

membrane (Bio-Rad). Mouse MLL-AF9 cells were lysed and subjected to SDS/PAGE as described above. The blot was incubated with antibodies described in Appendix Table S2. Signals were detected with SuperSignalWest Pico Chemiluminescent Substrate (Pierce, Rockford, IL, USA), or with ECL Western Blotting Substrate (Promega, Madison, WI, USA) and visualized with image quant LAS 4000 (Fujifilm Life Science, Roche Diagnostics) or Amersham Imager 600 (GE Healthcare).

Transfection and immunoprecipitation

Two hundred and ninety three T cells were transiently transfected with 3 µg of vector, FLAG-tagged TRAF6, and HA-tagged ubiquitin mixed with 30 µl polyethyleneimine (PEI). The cells were cultured for 48 h after the transfection and lysed in Cell Lysis Buffer (Cell Signaling Technology, Danvers, MA; #9803). For immunoprecipitation, the cell lysates were incubated with an anti-FLAG (SIGMA, #F3165) antibody for 30 min at 4°C. Then, the samples were incubated with Dynabeads protein-G (Thermo Fisher Scientific, USA) for 30 min at 4°C. The precipitates were washed three times with the cell lysis buffer containing 1 mM phenylmethanesulfonyl fluoride, subjected to SDS/PAGE, and were analyzed by Western blotting with anti-HA (Roche Applied Sciences, 3F10, #11867423001) antibody.

Quantitative PCR

Mouse BMDMs were treated with MPA (10 µM), guanosine (100 µM), and Pam3CSK4 (100 ng/ml) for 4 h, and total RNA was extracted from them using the RNeasy Mini kit (QIAGEN), and reverse-transcribed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA) with the deoxyribonuclease I (Invitrogen - Thermo Fisher Scientific - MA, USA). Quantitative PCR (qPCR) was performed using SYBR Premix EX Taq (Takara Bio) and Rotor-Gene Q (Qiagen, Venlo, The Netherlands). The delta-delta Ct method was used to calculate the relative gene expression values in qPCR. Sequences of the primers used for quantitative PCR in this study, from 5' to 3' are as follows: Tnf-α Forward 5'- TCTTCTCATTCCTGCTTGTGG-3'; Tnf-α Reverse 5'- GG TCTGGGCCATAGAACTGA-3'; IL-1β Forward 5'- CTGGTGTGTGACGTTCCCATTA-3'; IL-1β Reverse 5'- CCGACAGCAGCAGGCTTT-3'; Gapdh Forward 5'- TTGATGGCAACAATCTCCAC-3'; Gapdh Reverse 5' CGTCCCGTAGACAAAATGGT-3'.

NF-κB reporter assay using toll-like receptor expressing Ba/F3 cells

Ba/F3 cells were first transduced with a reporter construct NF-κB-GFP and were then transduced with TLR4, TLR5, or TLR7 (Matsumoto *et al*, 2008; Shibata *et al*, 2012; Sato *et al*, 2017). These BaκB cells were cultured in RPMI medium containing 10% FBS, 1% penicillin-streptomycin and 1 ng/ml murine IL-3 (#403-ML, R&D Systems). To evaluate the effect of MPA and TLR ligands, titrating doses of MPA (1–10 µM) were added together with TLR ligands (TLR1/2 ligand: 100 ng/ml of Pam3CSK4 [#ab142085, Abcam]), TLR4 ligand: 100 ng/ml Lipid A (E. coli; #24005-s, PEPTIDE INSTITUTE); TLR5 ligand: 10 ng/ml Flagellin (#FLA-ST, InvivoGen); TLR7/8 ligand: 100 ng/ml of R848 (#tlrl-r848, InvivoGen) to the

culture. After 24 h of incubation, GFP expression in BakB cells was measured by a BD FACSVerse analyzer.

Morphological analysis

Cytospin preparations were stained with Wright-Giemsa. Images were obtained with a BX51 microscope and a DP12 camera (Olympus).

Flow cytometry analysis

Mouse bone marrow cells were isolated from femurs and tibias using bone-crushing technique. After filtered into Falcon Cell Strainer (mesh size 40 μ m, Cat# 087711), red cells were removed using 1x red blood cell (RBC) lysis Buffer. Cells were stained by antibodies (Appendix Table S3) in PBS containing 2% FBS (staining medium) for 30 min on ice. Cells were then washed twice in a staining medium and analyzed by FACS Verse or sorted by FACS Aria (BD Biosciences, San Jose, CA, USA). Cell cycle (#V35003, Vybrant DyeCycle Violet stain; Invitrogen) and apoptosis (Annexin V-APC kit; BD Biosciences) analyses were performed according to the manufacturer's recommendations.

Single-cell mass cytometry analysis

A summary of all mass cytometry antibodies, reporter isotopes, and concentrations used for analysis are provided in Appendix Table S4. Primary conjugates of mass cytometry antibodies were purchased pre-conjugated from Fluidigm or prepared using the MaxPAR antibody conjugation kit (Fluidigm PRD002 Version7) according to the manufacturer's recommended protocol. For sample preparation, MLL-AF9 cells were isolated from femurs and tibias of mice treated with vehicle (0.5 w/v% Methyl Cellulose 400 Solution) or FF-10501-01 24 h before. After filtration with Falcon Cell Strainer (mesh size 40 μ m, Cat# 087711), red cells were removed using 1x Ammonium-Chloride-Potassium (ACK; Thermo Fisher, #A1049201) buffer. These cells were counted and resuspended in PBS (1×10^7 /ml), stained with live/dead cell indicator Cell-IDTM Cisplatin (Fluidigm, Cat# 201198) at a final concentration of 5 μ M, and were then fixed with 1 $\times$ Maxpar FixI Buffer (Fluidigm, Cat# 201065). 1×10^6 cells/sample were aliquoted and were stained with the 26 antibodies (Appendix Table S4) according to the Maxpar Phospho-protein Staining (Fluidigm, PRD016 Version3) protocol. At the end of cell staining, cells were labeled with Cell-IDTM Intercalator-Ir in Maxpar Cell Staining Buffer (Fluidigm Cat#201068) at 4°C overnight for DNA intercalation. Stained samples were washed twice with Maxpar Cell Staining Buffer (Fluidigm Cat#201068) and once with Maxpar Water (Fluidigm, Cat# 201069). Then, cells (2.5×10^5 cells/ml) in Maxpar Water (Fluidigm, Cat# 201069) were added with EQTM Four Element Calibration Beads (Fluidigm, Cat#201087) diluted to 1/10. The samples were filtered with 40 μ m Cell Strainer Snap Cap Falcon™ Test Tube (Cat#0877123) immediately prior to sample acquisition on Helios™ mass cytometer (Fluidigm, Cat#107002). Approximately 100 K events per sample were acquired for each sample. FCS files were normalized to the EQ Four Element Calibration Beads using Helios software (Version 6.5.358) and were analyzed by SPADE. Gating and extraction of median expression levels were performed using Cytobank (<https://premium.cytobank.org>) under a condition of Target Number of Nodes is 150. The file was

downsampled to an absolute number of 5,000. The CD45.2⁺ population and eight clustering channels (141Pr_Gr1, 143rd_CD41, 145_Nd_CD4, 160Gd_B220, 168Er_CD8a, 170Er_CD49d, 172Yb_Mac-1, 173Yb_ckit) were selected to create categorization for the SPADE.

Metabolome analysis

Mouse MLL-AF9 cells (1×10^6 cells/mouse) were intravenously injected into C57BL/6J recipient mice (total $n = 6$). MLL-AF9 mice were treated with vehicle or FF-10501-01 (160 mg/kg) 10 days after transplantation. Bone marrow cells were harvested from the mice 24 h after the treatment, and 5×10^5 GFP⁺ cells were sorted for metabolome analysis. After metabolite extraction from sorted cells, metabolome analysis was performed as described previously (Kunisawa et al, 2015). Briefly, frozen sorted cell fractions together with internal standard (IS) compound 2-morpholinoethanesulfonic acid was suspended in ice-cold methanol (500 μ l) followed by the addition of an equal volume of chloroform and 0.4 times the volume of ultrapure water (LC/MS grade, Wako). The suspension was then centrifuged at 15,000 g for 15 min at 4°C. After centrifugation, the aqueous phase was ultra-filtered using an ultrafiltration tube (Ultra-free MC-PLHCC, Human Metabolome Technologies). The filtrate was concentrated with a vacuum concentrator (SpeedVac, Thermo). The concentrated filtrate was dissolved in 25 μ l of ultrapure water and used for ion chromatography (IC)-MS analyses as described below. For metabolome analysis of anion metabolites were measured using an orbitrap-type MS (Q-Exactive focus, Thermo Fisher Scientific, San Jose, CA), connected to a high-performance IC system (ICS-5000+, Thermo Fisher Scientific) that enables us to perform highly selective and sensitive metabolite quantification owing to the IC-separation and Fourier Transfer MS principle. The IC was equipped with an anion electrolytic suppressor (Thermo Scientific Dionex AERS 500) to convert the potassium hydroxide gradient into pure water before the sample enters the mass spectrometer. The separation was performed using a Thermo Scientific Dionex IonPac AS11-HC, 4- μ m particle size column. IC flow rate was 0.25 ml/min supplemented post-column with 0.18 ml/min makeup flow of MeOH. The potassium hydroxide gradient conditions for IC separation are as follows: from 1 mM to 100 mM (0–40 min), 100 mM (40–50 min), and 1 mM (50.1–60 min), at a column temperature of 30°C. The Q Exactive focus mass spectrometer was operated under an ESI negative mode for all detections. Full mass scan (m/z 70–900) was used at a resolution of 70,000. The automatic gain control target was set at 3×10^6 ions, and maximum ion injection time (IT) was 100 ms. Source ionization parameters were optimized with the spray voltage at 3 kV and other parameters were as follows: transfer temperature at 320°C, S-Lens level at 50, heater temperature at 300°C, Sheath gas at 36, and Aux gas at 10.

RNA-Seq analysis

Mouse MLL-AF9 cells (1×10^6 cells/mouse) were intravenously injected into C57BL/6J recipient mice (total $n = 6$). MLL-AF9 mice were treated with vehicle or FF-10501-01 (160 mg/kg) 10 days after transplantation. Bone marrow cells were harvested from the mice 24 h after the treatment, and 5×10^5 GFP⁺ cells were sorted for RNA-Seq. Total RNA was extracted using RNeasy Mini Kit (Qiagen),

The paper explained

Problem

Acute myeloid leukemia (AML) is an aggressive form of blood cancer that can develop rapidly without treatment. The *MLL* gene on chromosome 11q23 is frequently disrupted in certain subtypes of AML, resulting in the fusion of *MLL* to a number of different partner genes. The *MLL*-fusions have strong leukemogenic potential to drive AML development. Despite recent advances in therapeutic approaches, patients with *MLL*-fusion AML still have poor outcomes under the current standard of care. Therefore, high demand exists to develop new therapies for *MLL*-fusion AML.

Results

Inosine monophosphate dehydrogenase (IMPDH) is an enzyme that play an essential role in guanine nucleotide synthesis pathway. IMPDH inhibitors have been prescribed to prevent rejection after organ transplantation. In this study, we found the potent antileukemia effect of two IMPDH inhibitors, MPA and FF-10501-01, on *MLL*-fusion AMLs. The alternate-day administration of IMPDH inhibitors to mice effectively suppressed the development of AML *in vivo* without showing devastating effects on immune cells. As a mechanism, we found that IMPDH inhibitors induce overactivation of the TLR signaling and upregulation of VCAM1 in AML cells.

Impact

These data provide a rational basis for clinical testing of IMPDH inhibitors against *MLL*-fusion AMLs. Given the established safety as immunosuppressants, repurposing IMPDH inhibitors could provide an affordable, safe, and effective therapy for leukemia patients. Our study also revealed the previously unrecognized crosstalk between intracellular levels of guanine nucleotides and TLR signaling, which will merit future studies.

and the quality and quantity of RNA were checked using Agilent High Sensitivity RNA Screen Tape and Qubit. RNA libraries were prepared using 500 ng total RNA with SureSelect Strand-Specific RNA Preparation Kit (Agilent) according to the manufacturer's protocol. The quality and quantity of these libraries were checked using Agilent TapeStation D1000 and KAPA Library Quantification Kits [KAPA BioSystems] / Real-time PCR Systems Step One Plus [Applied Biosystems]. These libraries were sequenced on the Illumina HiSeq2500 System with 2 × 100 nucleotide paired end reads according to the manufacturer's protocol. Derived reads were processed using cutadapt (1.8.1) and fastx-toolkit (0.0.13) to remove Illumina adaptor sequence and to trim low-quality bases. Quality of reads were assessed using FastQC. Processed reads were aligned to GRCh38 reference transcripts using TopHat(2.1.1)-Cufflinks(2.2.1) pipeline (Trapnell *et al*, 2010, 2014; Kim *et al*, 2013) to derive gene FPKM values. For clustering analysis, normalized read counts were further transformed by the variance-stabilizing transformation method in DESeq2. They were then subjected to hierarchical clustering analysis with Ward's method.

Statistical analyses

GraphPad Prism 9 was used for statistical analyses. Unpaired Student's *t*-test (two-tailed) and Ordinary one-way ANOVA were used for pairwise comparisons of significance. The log-rank (Mantel-Cox) was used for the survival curves comparison. The differentially

expressed gene of RNA-seq was analyzed by Cuffdiff. A *P*-value > 0.05 was considered as not significant (ns). Animal experiments were neither blinded nor randomized. The type of replication (biological or technical) is indicated in figure legends. Sample size was decided based on our previous experience in the field, not predetermined by a statistical method. All data are shown as mean ± SEM.

Data availability

All data needed to evaluate the conclusions are present in the paper and/or the Appendix files.

The datasets produced in this study are available in the following databases:

- Mass Cytometry data: FCM files (DOI: [10.17632/984b9rh5h4.1](https://doi.org/10.17632/984b9rh5h4.1); <https://data.mendeley.com/datasets/984b9rh5h4/1>)
- RNA-seq data: GSE214474 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214474>)

Expanded View for this article is available [online](#).

Acknowledgments

This work was supported by a Grant-in-Aid for Challenging Research (Exploratory; 19K22554, SG), a Grant-in-Aid for Scientific Research (B; 19H03685 and 22H03100, SG), a grant from Kobayashi Foundation for Cancer Research (SG), a grant from Pharmacological Research Group (SG), a grant from Princess Takamatsu Cancer Research Fund (SG), NIH grants (R01NS089815 and R01CA255331, A.T.S.) and St. Baldrick's Foundation Scholar Award (B.M.). During the staying at CCHMC, X.L. is financially supported by the Global Leader Program for Social Design and Management (GSDM) and CDBI (Cancer and Blood Diseases Institute) of CCHMC. This work was also partially supported by FUJIFILM Corporation. We sincerely thank Nicole Manning and Christina Sexton at CCHMC for their expert technical assistance. We thank Dr. Koichi Matsuda for providing p53 knock-out mice. We thank Dr. Xiaomin Feng for the technical assistance to use the single-cell mass cytometry system at IRCMS. We also thank Drs. Akihiko Yokoyama, Daisuke Oikawa, Jun-ichiro Inoue, and Mizuki Yamamoto for providing plasmids. We sincerely thank the Flow Cytometry Core, the Mouse Core at IMSUT, CCHMC and IRCMS for their help.

Author contributions

Xiaoxiao Liu: Conceptualization; resources; data curation; software; formal analysis; validation; investigation; visualization; methodology; writing – original draft; project administration; writing—review and editing. **Naru Sato:** Resources; data curation; supervision; methodology; writing—review and editing. **Tomohiro Yabushita:** Conceptualization; resources; software; supervision; methodology; writing—review and editing. **Jingmei Li:** Data curation; validation; writing—review and editing. **Yuhan Jia:** Data curation; validation; writing—review and editing. **Moe Tamura:** Data curation; methodology; writing—review and editing. **Shuhei Asada:** Supervision; writing—review and editing. **Takeshi Fujino:** Resources; supervision; methodology; writing—review and editing. **Tsuyoshi Fukushima:** Conceptualization; supervision; writing—review and editing. **Taishi Yonezawa:** Validation; methodology; writing—review and editing. **Yosuke Tanaka:** Supervision; funding acquisition; writing—review and editing. **Tomofusa Fukuyama:** Supervision; funding acquisition; writing—review and

How the deposited data were processed for this re-analysis (not part of the article)

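RNA-Seq of GFP+ MLL-AF9 cells sorted from the bone marrow of mice given vehicle (3 libraries) or FF-10501-01 (3 libraries, 160 mg/kg, 2 doses) was re-analysed. All 6 samples of the deposited table were used and no column was left out. The other experiments of the paper (cultured cells, patient-derived cells, metabolome, flow and mass cytometry) have no table in the deposit used here and were not analysed here.

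The deposited FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments) were made by the authors, who trimmed paired-end reads with cutadapt 1.8.1, aligned them to GRCm38 with TopHat2 2.1.1 and computed FPKM per gene with Cufflinks 2.2.1. The authors tested genes with Cuffdiff and clustered samples on counts transformed with DESeq2, which both need the reads or counts. The table names 26384 gene entries by symbol, of which 394 hold several merged genes, 477 carry a repeated symbol and 9091 are at 0 in every sample. A merged entry was kept as 1 entry and is reported as merged. Where a symbol has several entries each was tested, and a list or a named gene takes the most abundant. Gene positions come from a GENCODE annotation of the same build, GRCm38.

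Read totals are not in the table, so no counting interval was computed for any value. Relative depth was estimated from genes at or below 0.3 FPKM, whose values differ between libraries by small whole ratios (within 0.01 on the log scale for 73.5% to 75.8% of 1833 to 2138 genes per library). Across genes, Pearson's r of log2 values was 0.979 to 0.995 between libraries, and at most 0.10% of values were identical, so no library was a copy of another. The 50 highest genes held 17.2% to 17.9% of the summed FPKM.

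FPKM were analysed as log2(FPKM + 1) in R 4.3.3 with limma 3.58.1, over the 11004 entries with a mean FPKM of at least 1 in the 6 samples. The linear model had the treatment as its only term, eBayes used a trend of variance on level, tests were two-sided, and an adjusted p (Benjamini-Hochberg) under 0.05 counted as passed. Principal components (centred, not scaled) and Ward clustering used the 500 most variable of these genes, and the difference in PC1 was tested by an exact permutation of the 6 samples. Figures were drawn with Python 3.11.15, matplotlib 3.10.9 and numpy 2.4.6.

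A total of 45 gene lists were written from general knowledge of the pathways and cell types, and they are not the Hallmark sets that the paper tested. Several were chosen for themes of the paper's own results, among them its enrichment results on these same libraries. The 38 lists with at least 3 tested members were tested with camera at a preset correlation between genes of 0.01, and again with an estimated correlation and with fry. Of these, 16 passed with the preset correlation (11 higher, 5 lower), 0 passed limma's camera with an estimated correlation (1 at an unadjusted p under 0.05, smallest adjusted p = 0.407), and 8 passed fry, which does not compare a list with other genes. The mitochondrially encoded genes have no entry in the table.

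The tests of genes and lists, the gene lists, the alternatives and the rule for naming genes were fixed in advance, and further checks were added after the results were seen, as the closing part says. Named genes are those the paper names or measures for these cells, the 10 with the largest log2 fold change in each direction among genes that passed and whose groups did not overlap, and, in each list, up to 4 members with the smallest p and the most abundant member that did not pass. Some genes that this rule selects are not reported here. Alternatives were a pseudocount of 0.1, no filter, a filter at a mean FPKM of 5, scaling by the median of ratios, rescaling to TPM, quantile normalization, eBayes without a trend, the replicate number as a block, and leaving out each library in turn. On simulated data with 200 changed genes and the spread of these libraries, 82% and 78% of changes of 0.5 and -0.5, and 100% and 98% of changes of 1 and -1, were recovered with 13 false calls, and a list shifted by 0.3 was called with 0 of the other lists. The changed genes were drawn from the more abundant entries only, so the recovery does not hold for entries near the filter. The shifted list was that of ribosomal protein genes, whose real median of -0.15 is smaller in size than the shift. Genes were drawn independently of each other there. The simulation therefore does not show how often lists of correlated genes are called falsely at the preset correlation. Camera with an estimated correlation was not run on it, so the power of that setting here is unknown.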

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

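The tests of neutrophils or other marrow cells as a source of the neutrophil genes, and the counts over other divisions of the samples for genes and for lists, were chosen only after the result was seen. The lists below are of gene groups that the paper does not name in its RNA-Seq results, although it reports by other methods myeloid differentiation (Fig 2E and F), cell cycle phases (Fig 2G) and lower CMP and UMP (Appendix Fig S7) in these cells.

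Genes of neutrophil maturation were higher in FF-10501-01-treated cells: of 17 measured (of 21 listed), 13 rose, 0 fell and 4 did not pass at an adjusted p under 0.05 from limma (14 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.91 (adjusted p = 5.62e-10 from camera, adjusted p = 0.407 with an estimated correlation), among them the protease gene Mmp9 (21.1 ± 1.70 to 43.3 ± 5.69 FPKM), the surface antigen Cd177 (40.0 ± 5.94 to 76.0 ± 11.0 FPKM) and the leukotriene receptor Ltb4r1 (33.2 ± 3.73 to 51.9 ± 5.15 FPKM), while Chil3 was at 696 ± 174 and 464 ± 106 FPKM (SD, n = 3, adjusted p = 0.0857 from limma). A single admixture of neutrophils would raise all members in 1 proportion per library, but the excess over vehicle in FF-10501-01 replicate 3 relative to replicate 1 differed 4.59-fold between members (5.03 for Camp, 1.10 for Padi4). The markers of B, plasma, T and NK, erythroid, dendritic and endothelial cells together went from 24.4 ± 4.96 to 19.0 ± 2.21 FPKM, a difference of -5.41. An unselected mix of marrow cells would raise this sum, which did not rise. The sum cannot exclude such a mix, as it rests on few markers above 1 FPKM. The fall lies mostly in the erythroid (5.71 to 1.45 FPKM) and B cell markers (13.2 to 11.6 FPKM), and the sum says nothing on single types such as T and NK, dendritic or endothelial cells, whose markers were nearly all below 1 FPKM and not tested, or on tissue macrophages (106 and 142 FPKM, list adjusted p = 0.120 from limma's camera) and platelets (10.5 and 19.9 FPKM, list not tested), which are not in it. For Camp, Ngp, S100a8 and S100a9 alone the ratios differed 1.57-fold, and neutrophils that passed the GFP gate cannot be told apart from leukemia cells as their source: the secondary granule gene Ltf rose by only 0.013 of the excess of Camp (0.206 ± 0.0692 to 1.35 ± 0.203 FPKM), but the data do not give the Ltf level that such cells would carry. The 10 divisions of the samples into 3 and 3 are too few for a share under 0.05 (1 of 10 had a median as large, the real one, at 0.91, and the highest other was 0.48), and differentiation of the leukemia cells under the drug, which the paper reports from morphology and surface markers (Fig 2E and F), stays open and was not tested here.

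Ribosomal protein genes were lower: of 30 measured, 18 fell, 0 rose and 12 did not pass at an adjusted p under 0.05 from limma (30 lower when adjusted over the list alone), with a median log2 fold change of -0.15 (adjusted p = 3.50e-12 from camera, adjusted p = 0.407 with an estimated correlation), as for Rpl3 (1141 ± 8.12 to 967 ± 36.2 FPKM) and Rps18 (1532 ± 68.0 to 1293 ± 39.5 FPKM), with Rpl28 at 2791 ± 68.1 and 2519 ± 115 FPKM (SD, n = 3, adjusted p = 0.0510 from limma). After a trend on transcript length or on GC content was removed, the median was -0.158 and -0.155. This argues against either bias as the whole source, as far as the longest annotated transcript, used here for each gene, stands for the expressed one. A factor shared by all genes of a library would shift every gene, but the median log2 fold change of all tested genes was -0.013. It was 0.0017 under median-of-ratios scaling and 0.0034 under TPM. This argues against such a factor as the whole source. A scaling that varies with level cannot be told apart from a change in the cells. The median nearest to 0 under the other scalings was -0.0928 (quantile normalization), short of the bound of -0.10 set beforehand, although the list still passed there. The 10 divisions of the samples are too few for a share under 0.05 (1 of 10 had a median as large, the real one, at -0.15, and the highest other was 0.0940). A biological source stays open as well and was not tested.

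Genes of ribosome biogenesis, 30 measured, had 9 lower, 0 higher and 21 that did not pass (16 lower when adjusted over the list alone), with a median log2 fold change of -0.14 (adjusted p = 6.24e-07 from limma's camera, adjusted p = 0.407 with an estimated correlation), as for Npm1 (1103 ± 15.5 to 925 ± 36.0 FPKM), Taf1d (-0.37), Wdr12 (-0.39) and Gnl3 (-0.28), with Fbl at -0.12 (adjusted p = 0.0654 from limma). Genes of MHC class I and antigen processing, 19 measured, had 8 higher, 0 lower and 11 that did not pass (9 higher when adjusted over the list alone), with a median of 0.24 (adjusted p = 7.37e-06 from limma's camera, adjusted p = 0.407 with an estimated correlation), as for Tapbp (124 ± 8.92 to 160 ± 9.43 FPKM), H2-T23 (0.42), Psmb10 (0.28) and the MHC class I activator Nlrc5 (0.76), with B2m at 0.16 (adjusted p = 0.142 from limma). Monocyte and macrophage genes, 19 measured, had 8 higher, 2 lower and 9 that did not pass (9 higher and 3 lower when adjusted over the list alone), with a median of 0.16 (adjusted p = 0.00261 from limma's camera, adjusted p = 0.407 with an estimated correlation), including the merged lysozyme entry of Lyz1 and Lyz2 (1165 ± 111 to 1667 ± 66.8 FPKM) and, among those lower, F13a1. Heat shock genes, 11 measured, had 5 higher, 0 lower and 6 that did not pass (6 higher and 2 lower when adjusted over the list alone), with a median of 0.15 (adjusted p = 0.0167 from limma's camera, adjusted p = 0.467 with an estimated correlation), as for Hsph1 (0.59) and Hspa4l (0.32), with Hspa8 at 0.12 (adjusted p = 0.298 from limma). G2/M phase genes, 25 measured, had 2 higher (Tpx2, 0.22, and Hmmr, 0.19), 0 lower and 23 that did not pass (1 higher when adjusted over the list alone), with a median of 0.091 (adjusted p = 0.00248 from limma's camera, adjusted p = 0.587 with an estimated correlation). Pyrimidine synthesis genes, 13 measured, had 2 lower (Cad, -0.30, and Uck2, -0.25), 0 higher and 11 that did not pass (2 lower when adjusted over the list alone), with a median of -0.11 (adjusted p = 0.0462 from limma's camera, adjusted p = 0.407 with an estimated correlation), a call lost without vehicle replicate 2 (0.0992), FF-10501-01 replicate 1 (0.0553) or FF-10501-01 replicate 2 (0.0878).

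For all genes, 1 of the 10 divisions of the samples called as many as the 1639 of the real one, and the highest other called 1. For the lists, 3 of the 10 divisions called as many as the 16 of the real one, and the highest other called 19. These divisions are too few for a share under 0.05, and each other division still splits the treated libraries unevenly, so it can carry part of the treatment difference. Of the 16 lists called, 14 had a larger median in the real division than in every other, and the exceptions were the NF-kB targets (0.264, highest other 0.306) and the cytokines and chemokines (0.371, highest other 0.391).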

How the results depend on the processing

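The alternatives here were all chosen before the result was seen. Of the genes called, none turned direction and passed under any alternative run. With a pseudocount of 0.1 none of the 52 genes followed through the settings (those the paper names and the 20 with the largest changes) changed its call, while 812 of the 818 higher and 817 of the 821 lower genes kept theirs, and the groups were apart on PC1 under each setting that gives a PC1. Where a call changed, the cause was not tested, apart from the fewer samples of the settings that leave out a library. Absolute read depth is unknown, so counting error is not separated from the spread between mice.

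With an estimated correlation all 16 lists called were lost, and camera gave an adjusted p = 0.407 for the interferon-stimulated, interferon gamma, cytokine, IL-6-JAK-STAT3, complement and fatty acid oxidation lists and 0.521 for the NF-kB and cholesterol lists. With limma's fry it was 0.0543 for interferon-stimulated genes, 0.0573 for the interferon gamma, cytokine, IL-6-JAK-STAT3, cholesterol, MHC class I and heat shock lists, 0.135 for NF-kB targets and 0.167 for G2/M genes, the mast cell list passed (0.0422), and the tRNA synthetase and immediate early lists turned direction (0.973). Without the filter 337 genes were higher and 244 lower, and 17 of the 52 genes lost their call: Slc3a2 (-0.28), Hoxa9 (0.27) and Vcam1 (0.60), and, with the adjusted p from limma, Kit (0.1004), Tlr4 (0.0939), Gbp2 (0.0924), Cxcl9 (0.0766), Mt2 (0.0668), the merged Cd74 entry (0.0659), Ly6c1 (0.0646), Fstl1 (0.0560), Vgll3 (0.0558), Il1b (0.0543), Gm19852 (0.0528), BC100530 (0.0527), Ngp (0.0513) and Camp (0.0504). The purine (0.0164) and tissue macrophage (0.00223) lists passed without the filter, and the MLL-AF9 target and B cell lists (0.995) and the mast cell list (0.340) turned direction. With eBayes without a trend 512 genes were lower, and the calls of Slc3a2 (-0.28), Hoxa9 (0.27), Gbp2 (adjusted p = 0.0556 from limma), Tlr4 (0.0609) and Kit (0.0757) were lost. The call of Kit was also lost under median-of-ratios scaling (0.0518), TPM (0.0638) and quantile normalization (0.0513), while Tlr2 passed at a mean FPKM of 5 (0.0480) and under TPM (0.0421), and Cxcr4 at a mean FPKM of 5 (0.0480) and under quantile normalization (0.0386). The amino acid list passed at a mean FPKM of 5 (0.0369), under median-of-ratios scaling (0.0486), TPM (0.0486) and quantile normalization (0.0381), the tissue macrophage list at a mean FPKM of 5 (0.0305), the purine list under quantile normalization (0.0275) and the stem and progenitor list under median-of-ratios scaling (0.0482). The pyrimidine list was lost under median-of-ratios scaling (0.0511) and TPM (0.0509). The IL-6-JAK-STAT3 list was lost under TPM (0.0503) and quantile normalization (0.0611), where the tRNA synthetase list turned (0.874). Slc3a2 was lost under median-of-ratios scaling (-0.26), and Mapk14 turned there (0.0052) and under TPM (0.0069). With the replicate number as a replicate block, 650 genes were higher and 602 lower, the calls of Slc3a2 (-0.28), Gbp2 (adjusted p = 0.0609 from limma), Cxcl9 (0.0624) and Tlr4 (0.0753) were lost, and Tlr2 (0.0381), Traf6 (0.0466) and the purine and stem and progenitor lists (0.0499) passed, but the numbers do not pair the samples: after group means were removed, libraries of the same number correlated at r = -0.011, -0.074 and -0.036 across genes.

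Leaving out 1 library at a time gave 147 to 884 genes higher and 71 to 789 lower. Log2 fold changes ranged from -0.45 to -0.26 for Slc7a5, -0.38 to -0.23 for Slc3a2, 0.21 to 0.36 for Hoxa9, 0.49 to 0.73 for Vcam1, -0.078 to 0.12 for Impdh2, -0.038 to 0.012 for Mapk14, -0.034 to 0.064 for Tlr1 and -0.11 to 0.12 for Tlr7. Adjusted p from limma's camera ranged from 0.0136 to 0.0926 for IL-6-JAK-STAT3, 0.0166 to 0.243 for hypoxia, 0.00148 to 0.488 for amino acid, 0.146 to 0.966 for tRNA synthetase, 0.00828 to 0.204 for fatty acid synthesis, 0.00725 to 0.0659 for fatty acid oxidation, 0.343 to 0.990 for glycolysis, 0.0827 to 0.966 for immediate early, 0.414 to 0.920 for interferon and 0.635 to 0.988 for B cell genes.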

Differences from the paper's values

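All values set beside the paper's come from tests chosen before the result was seen. The share of variance on PC1 is about 84% in Fig 4B of the paper, read by eye, and was 51.7% here. A value is said to differ here where the larger is over 1.5 times the smaller and, for means, the gap exceeds the SD. Of the alternatives set before the data were examined, the values with the filter at a mean FPKM of 5 (56.4%), without vehicle replicate 2 (62.3%) and without FF-10501-01 replicate 2 (58.3%) are within that factor although still well below the paper's value, and those under the other alternatives do (42.3% to 54.3%). The share on PC2 is about 6% in Fig 4B of the paper, read by eye, and was 17.5% here, and it differs under each alternative (15.4% to 23.2%). The paper transformed counts, which the table does not hold, and whether this is the source of the difference was not tested.

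The paper's p of Slc7a5 is about 0.0002 in Fig 4F, read by eye, from Cuffdiff, and the unadjusted p here was 0.0101 from limma. Without vehicle replicate 3 it was 0.000247 from limma, which is within the factor, and it differs under the other alternatives. For Slc3a2 the paper's p is about 0.0015 in Fig 4F, read by eye, and the unadjusted p here was 0.00668 from limma. It differs under each alternative, from 4.86e-05 without vehicle replicate 3 to 0.0269 without vehicle replicate 1 from limma. The mean FPKM of Slc7a5, Slc3a2, Hoxa9 and Meis1 in both groups match the bars of Fig 4F and H as far as these can be read.

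The paper states that Slc7a5 and Slc3a2 were both lower, and also reports less CD98/Lat1 protein on the cell surface (Fig 4G and EV4), which was not analysed here. At an adjusted p under 0.05 from limma Slc3a2 was lower (0.0473) and Slc7a5 was not called (0.0581), although its log2 fold change of -0.33 has the paper's direction and it is called without vehicle replicate 3 (0.0314). Both have an unadjusted p under 0.05, the threshold that the paper states. The paper states that treatment left the target genes Hoxa9 and Meis1 unaffected. Hoxa9, in a merged entry, was higher here (log2 fold change 0.27, adjusted p = 0.0465 from limma), a call that is not made without the filter (0.107), with eBayes without a trend (0.0810) or without any 1 library other than vehicle replicate 2 (0.0876 to 0.147), and Meis1 was not called (0.230), as in the paper.

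In Fig 4D and E the paper shows the apoptosis and hypoxia sets as higher and the glycolysis and peroxisome sets as lower. The lists of these processes used here, which are not the Hallmark sets, were not called (adjusted p = 0.417, 0.106, 0.695 and 0.793 from limma's camera), apart from hypoxia without FF-10501-01 replicate 2 (0.0166). With the preset correlation the interferon-stimulated, interferon gamma response, NF-kB target, IL-6-JAK-STAT3 and complement lists were higher and the cholesterol and fatty acid oxidation lists lower, the directions of the paper's sets of similar name, and none of them passed limma's camera with an estimated correlation (adjusted p = 0.407 to 0.521). The themes of these lists were taken from the paper's results on the same libraries, so the shared direction is not independent evidence.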

Other observations

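The tests in this part were all chosen before the result was seen. Several genes of stem and progenitor cells fell in the GFP+ cells of FF-10501-01-treated mice while several of myeloid maturation rose. Kit, the receptor for stem cell factor, fell from 42.7 ± 1.04 to 35.5 ± 3.89 FPKM (SD, n = 3 mice per group, log2 fold change -0.27, adjusted p = 0.0476 from limma), a call lost without any 1 library other than FF-10501-01 replicate 1 (adjusted p up to 0.140) and under 5 of the 8 other settings (up to 0.1004). Itgam, which encodes Mac-1, rose from 169 ± 2.62 to 213 ± 9.83 FPKM (log2 fold change 0.33, adjusted p = 0.00847 from limma), and Ly6c1, a monocyte antigen, rose in the more abundant of its entries from 5.61 ± 0.581 to 7.53 ± 0.282 FPKM (adjusted p = 0.0231 from limma), a call lost without vehicle replicate 3 (0.0592), FF-10501-01 replicate 1 (0.0594), 2 (0.0510) or 3 (0.0821), and in the other entry from 3.81 ± 0.420 to 5.51 ± 0.383 FPKM (adjusted p = 0.0202 from limma). Of 14 stem and progenitor genes 4 fell, 1 rose and 9 did not pass (3 higher and 7 lower when adjusted over the list alone), with a median log2 fold change of -0.23 (adjusted p = 0.0512 from limma's camera, adjusted p = 0.521 with an estimated correlation), and with the preset correlation the list passed without vehicle replicate 1 (0.0472) or FF-10501-01 replicate 1 (0.00849). Cd34, a progenitor antigen, fell from 132 ± 12.2 to 90.7 ± 12.3 FPKM, Gata2, a transcription factor of stem cells, from 20.4 ± 1.22 to 14.5 ± 2.15 FPKM, and Prom1 rose from 8.61 ± 1.75 to 13.1 ± 2.06 FPKM. Neutrophil primary granule genes had 2 higher, 1 lower and 6 that did not pass (4 higher and 1 lower when adjusted over the list alone), with a median of 0.18 (adjusted p = 0.372 from limma's camera), and the elastase gene Elane was at 1988 ± 157 and 2316 ± 167 FPKM (adjusted p = 0.0647 from limma).

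The paper reports Vcam1 protein on leukemia cells by mass and flow cytometry (Fig 6), from other samples. In these libraries Vcam1 RNA, on chromosome 3 from 116109949 to 116129688, rose from 43.4 ± 6.85 to 66.4 ± 10.8 FPKM (SD, n = 3 mice per group, log2 fold change 0.60, standard error 0.13, adjusted p = 0.0252 from limma), a call lost without vehicle replicate 1 (0.0862), vehicle replicate 3 (0.0738), FF-10501-01 replicate 2 (0.0690) or FF-10501-01 replicate 3 (0.0893). Of 20 adhesion molecules 5 rose, 0 fell and 15 did not pass (6 higher and 6 lower when adjusted over the list alone), with a median of 0.04 (adjusted p = 0.358 from limma's camera). Icam1, a ligand of leukocyte integrins, rose from 18.6 ± 0.639 to 21.9 ± 1.29 FPKM, while Itga4, which pairs into the receptor for Vcam1, had a log2 fold change of -0.17 (adjusted p = 0.0939 from limma). Of 29 Toll-like receptors and their signaling proteins, 5 were higher, 0 lower and 24 did not pass (6 higher when adjusted over the list alone), with a median of 0.03 (adjusted p = 0.226 from limma's camera). The adaptor gene Ticam1 rose from 11.5 ± 0.305 to 16.0 ± 1.31 FPKM, the chaperone gene Unc93b1 from 161 ± 2.84 to 186 ± 2.19 FPKM and the kinase gene Irak2 from 11.7 ± 1.33 to 16.6 ± 1.17 FPKM, and Tlr9 had a log2 fold change of 0.45 (adjusted p = 0.0243 from limma). Tlr4 rose from 14.6 ± 1.29 to 18.6 ± 2.02 FPKM (adjusted p = 0.0399 from limma), a call lost without any 1 library other than vehicle replicate 2 (up to 0.126). Tlr1 (0.03), Tlr2 (0.34), Tlr7 (0.04), Tlr8 (0.22), Myd88 (0.13), Traf6 (-0.23), Nfkb1 (-0.05), Nfkbia (0.28), Mapk14 (-0.01) and Cd14 (0.19) did not pass, with adjusted p from 0.0562 to 0.882 from limma, and Tlr5, Il6 and Ly6g were below a mean FPKM of 1. Of these Tlr2 passed without vehicle replicate 2 (0.0383) or FF-10501-01 replicate 1 (0.0379), at a mean FPKM of 5 (0.0480), under TPM (0.0421) and with the replicate block (0.0381), and Traf6 without FF-10501-01 replicate 1 (0.0483) and with the block (0.0466). Cxcr4 (-0.17, adjusted p = 0.0521 from limma) passed only without vehicle replicate 2 (0.0474) among the settings that leave out a library, and Cd47 (-0.13), Hif1a (-0.08) and Bcl2 (0.07) did not pass. The paper's evidence on Toll-like receptor signaling comes mainly from signaling activity in cultured cells (Fig 5). Its evidence on the products of Cxcr4 and Hif1a is protein by mass cytometry (Fig 6). The RNA levels here measure neither.

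Interferon genes themselves were at or near 0: the measured Ifna genes were at 0 in each library, and Ifnb1 and Ifng had mean FPKM of 0.0273 and 0.0556. Of the 4 receptor genes in that list 1 was lower, Ifngr1 (266 ± 11.7 to 227 ± 9.29 FPKM, SD, n = 3), 0 were higher and 3 did not pass at an adjusted p under 0.05 from limma (1 higher and 2 lower when adjusted over the list alone, list adjusted p = 0.706). Of 22 p53 targets 1 was higher, Phlda3 (log2 fold change 0.51), 0 lower and 21 did not pass (0 when adjusted over the list alone), with a median of 0.10 (adjusted p = 0.109 from limma's camera, adjusted p = 0.588 with an estimated correlation), and with the preset correlation the list passed without vehicle replicate 2 (0.0166) or FF-10501-01 replicate 1 (0.0326). Cdkn1a, which encodes p21, was at 32.7 ± 8.81 and 43.8 ± 5.54 FPKM (adjusted p = 0.107 from limma) and passed without vehicle replicate 2 (0.0113), and Trp53 (-0.08) and Mdm2 (0.07) did not pass. The paper reports more p53 protein in treated MLL-AF9 cells (Fig 3F), which was not analysed here. S phase genes had 3 of 25 lower and 0 higher (2 lower when adjusted over the list alone), Mcm7, Cdt1 and Mcm3, with a median of -0.04 (adjusted p = 0.127 from limma's camera, adjusted p = 0.665 with an estimated correlation), and with the preset correlation passed without vehicle replicate 1 (0.0304) or FF-10501-01 replicate 3 (0.00816). Immediate early genes, 17 measured, had 2 higher (Atf3, 0.72, and Ier5, 0.74) and 2 lower (Egr1, -0.64, and Fosb, -0.53), with a median of 0.06 (adjusted p = 0.833 from limma's camera). Of 17 genes of the unfolded protein response 0 passed limma's test, with 2 higher and 1 lower at an unadjusted p under 0.05, and the median was 0.02 (adjusted p = 0.398 from camera). MHC class II genes had 2 of 9 higher, the protease gene Ctss (60.8 ± 5.61 to 91.8 ± 6.66 FPKM) and the merged entry of Cd74, and 0 lower (3 higher when adjusted over the list alone), with a median of 0.03 (adjusted p = 0.229 from limma's camera).

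Among markers of other cell types, 3 of 6 tissue macrophage genes were higher (Vcam1, Slc40a1 and Adgre1, the last from 23.3 ± 3.06 to 31.0 ± 0.882 FPKM), 0 lower, and Cd163 had a log2 fold change of -1.02 (adjusted p = 0.0532 from limma), with a median of 0.23 (adjusted p = 0.120 from limma's camera, adjusted p = 0.407 with an estimated correlation, 3 higher and 1 lower when adjusted over the list alone), and with the preset correlation the list passed without the filter (0.00223) and at a mean FPKM of 5 (0.0305). Of 3 B cell markers 1 was lower, Cd79b (7.96 ± 0.543 to 5.92 ± 0.492 FPKM), and the list's median was 0.08, its mean -0.03 and camera's direction downward (adjusted p = 0.894 from limma's camera, 1 lower when adjusted over the list alone). Of 3 mast cell, basophil and eosinophil markers 1 was lower, Mcpt8 (5.86 ± 0.267 to 3.78 ± 0.347 FPKM), with a median of -0.08, a mean of 0.01 and a downward direction (adjusted p = 0.547 from limma's camera, 1 higher and 1 lower when adjusted over the list alone). The lists of erythroid, plasma, T and NK, dendritic, megakaryocyte and endothelial markers had fewer than 3 measured genes and were not tested. Plasma cell markers summed to 0.710 and 0.465 FPKM in vehicle-treated and FF-10501-01-treated cells, T and NK markers to 3.38 and 3.77, dendritic markers to 0.224 and 0.340 and endothelial and stromal markers to 1.28 and 1.44. Erythroid Alas2 was at 5.06 ± 3.00 and 1.12 ± 1.95 FPKM (adjusted p = 0.0861 from limma), and the platelet genes Gp9 and Gp1bb (merged with Sept5) had log2 fold changes of 0.52 and 1.01 (adjusted p = 0.0252 and 0.0116 from limma).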
